# Heterogeneous nuclear ribonucleoprotein U (HNRNPU) safeguards the developing mouse cortex

**DOI:** 10.1038/s41467-022-31752-z

**Published:** 2022-07-21

**Authors:** Tamar Sapir, Aditya Kshirsagar, Anna Gorelik, Tsviya Olender, Ziv Porat, Ingrid E. Scheffer, David B. Goldstein, Orrin Devinsky, Orly Reiner

**Keywords:** Neurogenesis, Development of the nervous system, Alternative splicing, Neurological disorders

## Abstract

*HNRNPU* encodes the heterogeneous nuclear ribonucleoprotein U, which participates in RNA splicing and chromatin organization. Microdeletions in the 1q44 locus encompassing *HNRNPU* and other genes and point mutations in *HNRNPU* cause brain disorders, including early-onset seizures and severe intellectual disability. We aimed to understand HNRNPU’s roles in the developing brain. Our work revealed that HNRNPU loss of function leads to rapid cell death of both postmitotic neurons and neural progenitors, with an apparent higher sensitivity of the latter. Further, expression and alternative splicing of multiple genes involved in cell survival, cell motility, and synapse formation are affected following *Hnrnpu’s* conditional truncation. Finally, we identified pharmaceutical and genetic agents that can partially reverse the loss of cortical structures in *Hnrnpu* mutated embryonic brains, ameliorate radial neuronal migration defects and rescue cultured neural progenitors’ cell death.

## Abstract (web summary)

HNRNPU is an RNA splicing protein associated with brain disorders such as early onset seizures. Here they show that HNRNPU functions to maintain neural progenitors and their progeny by regulating splicing of key neuronal genes.

## Introduction

Elimination of cells is critical to maintaining tissue homeostasis and is vital for proper development. Cell death can result from various mechanisms of which TP53 is a crucial player via canonical and non-canonical pathways (reviewed by refs. ^1,2^). Programmed cell death during mouse corticogenesis occurs during embryogenesis and postnatal development^3^. In the developing mouse, brain progenitors are mostly eliminated from the pallium. Mosaic analysis studies revealed asymmetric cell death after the first division that involved approximately 70% of the intermediate progenitors derived clones^4^. Increased cell death in the developing brain can result in pathologies, as have been documented in cases of mutations associated with autosomal recessive primary microcephaly^5^. These mutations delay mitotic progression and activate a TP53-dependent mitotic surveillance pathway^6^. The second wave of programmed cell death occurs during the first two weeks of life. It eliminates most of the transient populations, including Cajal-Retzius cells^7,8^ and subplate neurons, and fine-tunes the density of other cortical populations^3^. The extent of cell death in the cortex is cell type and region-specific and negatively correlates with electrical activity^9^. It is essential for shaping cortical connectivity, maintaining a proper excitation/inhibition balance^10^, and for functional myelination of interneurons^11^.

The regulation of cell death-mediated pathways occurs at multiple stages, including transcriptional, post-transcriptional, and post-translational levels. RNA splicing is a post-transcriptional event that allows the inclusion or exclusion of sequences depending on specific cellular settings. The spliceosome mediates splicing, a complex containing RNA (e.g., small nuclear ribonucleoproteins and heterogeneous nuclear ribonucleoproteins (HNRNPs)) and other proteins. *HNRNPU* encodes for the heterogeneous nuclear ribonucleoprotein U^12^, also known as scaffold attachment factor A, a nuclear chromatin organizer^13^. HNRNPU is critical in mammalian development, and knockout mice exhibit early lethality^14^. Microdeletions in the 1q44 locus encompassing *HNRNPU* and other genes, as well as point mutations in *HNRNPU*, result in brain disorders, including early-onset seizures, severe intellectual disability, and lower penetrance microcephaly, a thin corpus callosum, dysmorphic facial features, and hypotonia^15–21^ (reviewed by ref. ^22^). However, understanding of HNRNPU’s functions in the developing brain is lacking. The HNRNPU protein binds to RNA, DNA, and other proteins, and these interactions facilitate its functions in organizing and stabilizing nuclear chromatin, regulating gene transcription^23–32^, RNA splicing^33–35^, and RNA stability^36–39^. HNRNPU displays a dynamic expression pattern in cultured cells and contributes to spindle assembly and stabilizing kinetochores-MT attachments^40,41^.

Our work revealed that HNRNPU is required for the survival of cultured neural progenitors in vitro and of the entire mouse cortex in vivo. Removal of HNRNPU activates death programs that were under check. We identified genes whose expression levels vary and alternatively spliced genes when *Hnrnpu* is mutated. These genes participate in cell viability, cell motility, and other functions, causing the death of neural progenitors and abnormalities in neuronal migration. The p53, TGFB1, REST, and different critical pathways were affected. We suppressed cell death by pan-Caspase inhibitors, p53 inhibitors, and necroptosis inhibitors, demonstrating the involvement of p53-dependent canonical and noncanonical death mechanisms in neural progenitors. We showed that reducing the levels of the splicing factor SRSF3 opposes HNRNPU’s loss of function effects and improves neural progenitors’ viability and neuronal migration.

## Results

### HNRNPU is essential for cerebral cortex development

The mouse developing brain expresses abundant levels of HNRNPU, most prominent in the apical aspect of the ventricular zone (VZ) and the cortical plate (Fig. 1A-C’). Within the VZ, we detected a high HNRNPU signal in metaphase cells. In those dividing cells, HNRNPU occupies the space between the condensed chromosomes and the poles (Fig. 1A-A’). HNRNPU is also localized to centrosomes and cilia (colocalized with the cilia marker, acetylated tubulin (Fig. 1B-B’), and the centriole component CENP-B (Fig. 1C-C’). HNRNPU in dissociated neurospheres was analyzed using an ImageStream flow cytometer (Fig. 1D, E). The protein expression is dynamic, and while mitotic cells express high levels of HNRNPU, the protein is not attached to chromatin. Conversely, cells in G1/S display reduced HNRNPU signal intensity, which is better colocalized with chromatin.

**Fig. 1:**
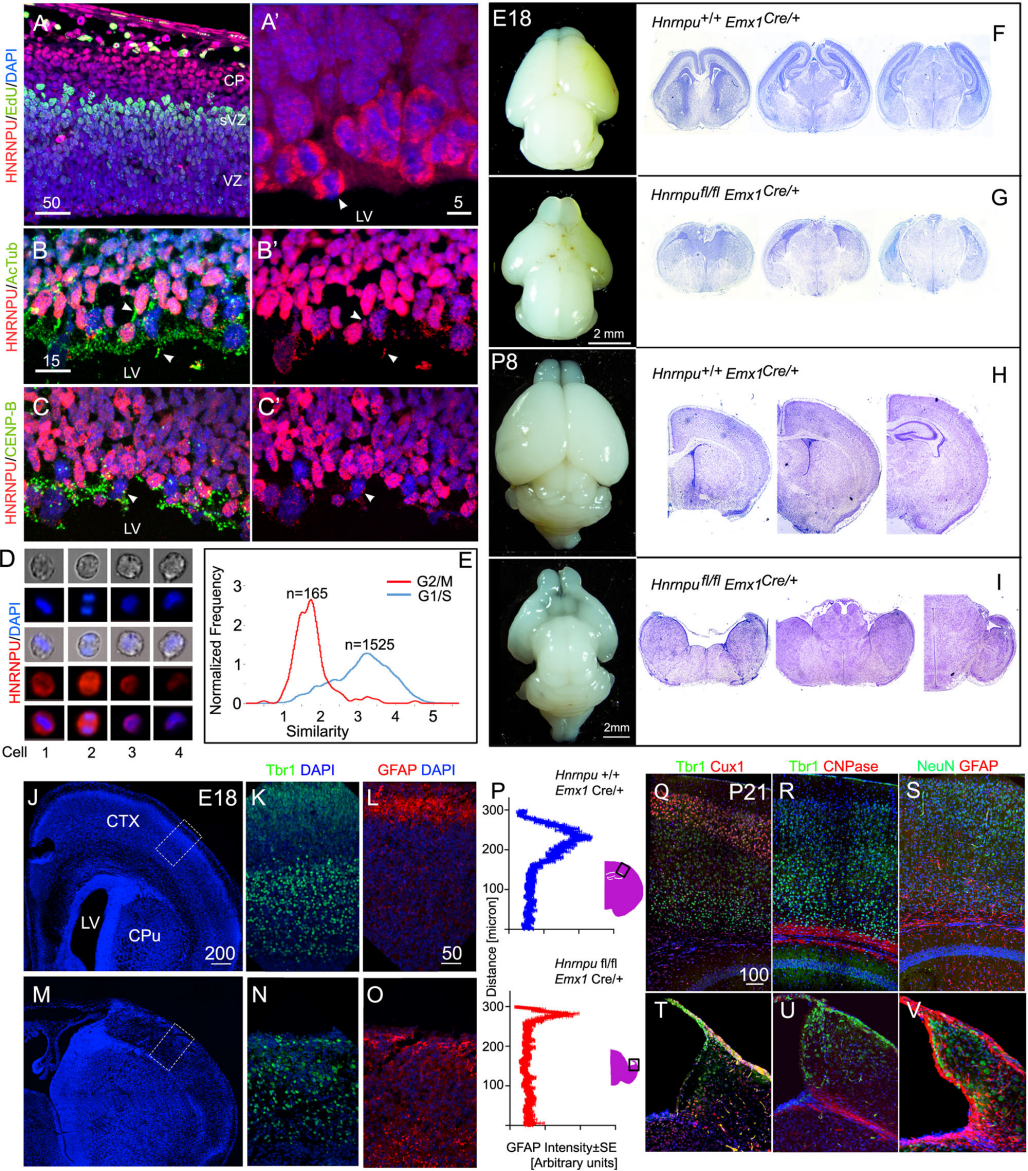
HNRNPU is strongly expressed in mitotic mouse neural progenitors and is essential for brain development. **A**-**C**’ Expression pattern of HNRNPU (Red) in coronal sections of E13 embryos cortices. **A** EdU, (Green), 1 h post-injection highlights cells in the S-phase at the basal border of the ventricular zone. **B** Acetylated tubulin (green) marks stabilized tubulin at the radial progenitor primary cilia. **C** CENP-B (green) marks centrosomes tethered to the apical surface. **D**, **E** Flow Cytometry of dissociated neurospheres (E13, 2 days in vitro) at four stages of the cell cycle, classified by EdU incorporation and DAPI stain. Red- HNRNPU, blue-DAPI. **E** Distribution of the levels of HNRNPU and co-localization with DAPI (Similarity) in a population of dissociated neurospheres classified as G2/M *n* = 165 or G1/S *n* = 1525. Images of whole brains and corresponding 5 μM thick coronal sections (Nissl staining) of embryonic day 18 (E18, **F**, **G**) and postnatal day 8 (P8), of *Emx1*^*Cre*^ littermates carrying WT (**F**, **H**) or floxed *Hnrnpu* alleles (**G**, **I**). **J**–**O** Expression of GFAP (Red) and Tbr1 (Green) in section of E18 obtained from control (*Hnrnpu* ^+/+^ *Emx1*^Cre/+^) and mutant (*Hnrnpu* ^fl/fl^ *Emx1* ^Cre/+^) littermates. Insert indicate region magnified in **L**, **O**. Tbr1 images (**K**, **N**) were captured from equivalent locations. **P** Averaged GFAP intensity histograms in arbitrary units after background subtraction along the upper 300 μM of coronal sections of E18 cortices (*n* = 3, each measured in triplicates). **Q**–**V** P21 brain sections of mutant and control (*Hnrnpu* ^+/+^ *Emx1* ^Cre/+^) littermates stained with cortical plate layers markers (Tbr1, Cux1 in **Q**, **T**) and glia markers, 2′,3′-cyclic nucleotide-3′-phosphodiesterase (CNPase **R**, **U**) and GFAP (**S**, **V**). Schematic representation of the slice morphology (pink) showing images location (black rectangle). LV-lateral ventricle, CPu- caudate putamen, CTX- Cortex. Size bars are in μM.

To study HNRNPU’s role in the developing brain, we used a conditional *Hnrnpu* allele^34^ crossed the mice with *Emx1*^*Cre*^ mice. The observed phenotype in the mutated brains (*Emx1*^cre/+^ *Hnrnpu* ^fl/fl^) was dramatic. The brain regions in which *Emx1*^*Cre*^ is expressed and *Hnrnpu* is mutated, were progressively omitted, whereas E18 cortices were smaller, and P8 brains lacked the telencephalon (Fig. 1F–I). At E18, the medial areas of the cortex are missing, but remanence of the cortex is still visible laterally (G, M). These areas express Tbr1, yet its typical localization at deeper cortical layers is lost (Fig. 1K, N). Astrocyte lineage can be detected in the mutant cortices; however, GFAP expression at the cortical plate is reduced by ~40% (Fig. 1L, O, P). At 21 days, the mutated animals survive, despite a smaller size and a substantial loss of all cortical structures. We could not anatomically annotate the “appendix” that is visible at this age (Fig. 1T, V); however, this region expresses an unorganized mixture of neuronal and glial markers (Fig. 1Q–V). Lineage tracing (E14-P21) of the progeny of electroporated neural progenitors with reduced HNRNPU levels revealed no bias toward reduction in the number of astrocytes at postnatal ages (P21, Supplementary Fig. 1).

We followed the survival of ex utero electroporated cultured cortical cells using time-lapse microscopy (Fig. 2A–M) to better understand this phenotype. The cultured cells were imaged for three hours (Fig. 2A–M) and fixed after two days in vitro (Fig. 2N–V). *Hnrnpu* ^fl/fl^ embryonic brains were electroporated with a dual-color Cre reporter, CAG::spotlight (CAG::SL), in combination with either no Cre, a constitutive Cre (CAG::NLS-Cre-GFP), intermediate progenitors Cre (Tbr2::CRE), or a postmitotic neuronal Cre (Ta1::Cre). The CAG spotlight constitutively expresses a green fluorescent protein which following Cre activity is excised, allowing a red fluorescent protein to be expressed^42^. During the imaging period, no cell death was observed in the control cells (Fig. 2A–C, M). In contrast, cell death was evident soon after excision of the Cre reporter in progenitors (driven by either CAG or Tbr2 promoters) (Fig. 2D–I, M, P–S, V). In these treatments, cell death occurred shortly (1–5 h) after Cre was active (Fig. 2 and Supplementary movies 1–4). After two days in culture, the percentage of viable cells expressing an excised Cre reporter in the progeny of both treatments was similar. A higher proportion of viable cells expressing excised Cre- reporter was seen when the Ta1 promoter was used (Fig. 2V). Despite attenuated death dynamics, postmitotic cells were sensitive to *Hnrnpu* loss of function. These results were recapitulated in organotypic slices obtained from *Hnrnpu*^*fl/fl*^ co-electroporated with a Cre-*ERT2* expressing plasmid and the CAG::SL Cre-reporter. Organotypic slices were treated with tamoxifen and subjected to time-lapse imaging. Whereas only a few red nuclei (indicating an excised Cre reporter) were observed when no tamoxifen was added, multiple red nuclei were noted following Cre activation by tamoxifen treatment (Supplementary Fig. 2B, D). Cre-expressing cells developed nuclear blebbing indicative of apoptosis less than 2 h after Cre-dependent excision of the reporter was noticeable (Supplementary Fig. 2E). The tamoxifen-induced deletion was effective and visible by Western blot. Only the truncated HNRNPU protein (HNRNPU 1-276) was visible one day after tamoxifen induction of Cre in *Hnrnpu*^fl/fl^ / *Ubc::Cre-ERT2* derived neurospheres (Supplementary Fig. 2F). Immunostaining of E14 cortices taken from control and mutant embryos with anti- SOX2 and TBR2 antibodies conferred the loss of proliferating cells in the neocortex of mutant animals consistent with the observed reduction in the cortex volume (Supplementary Fig. 3).

**Fig. 2:**
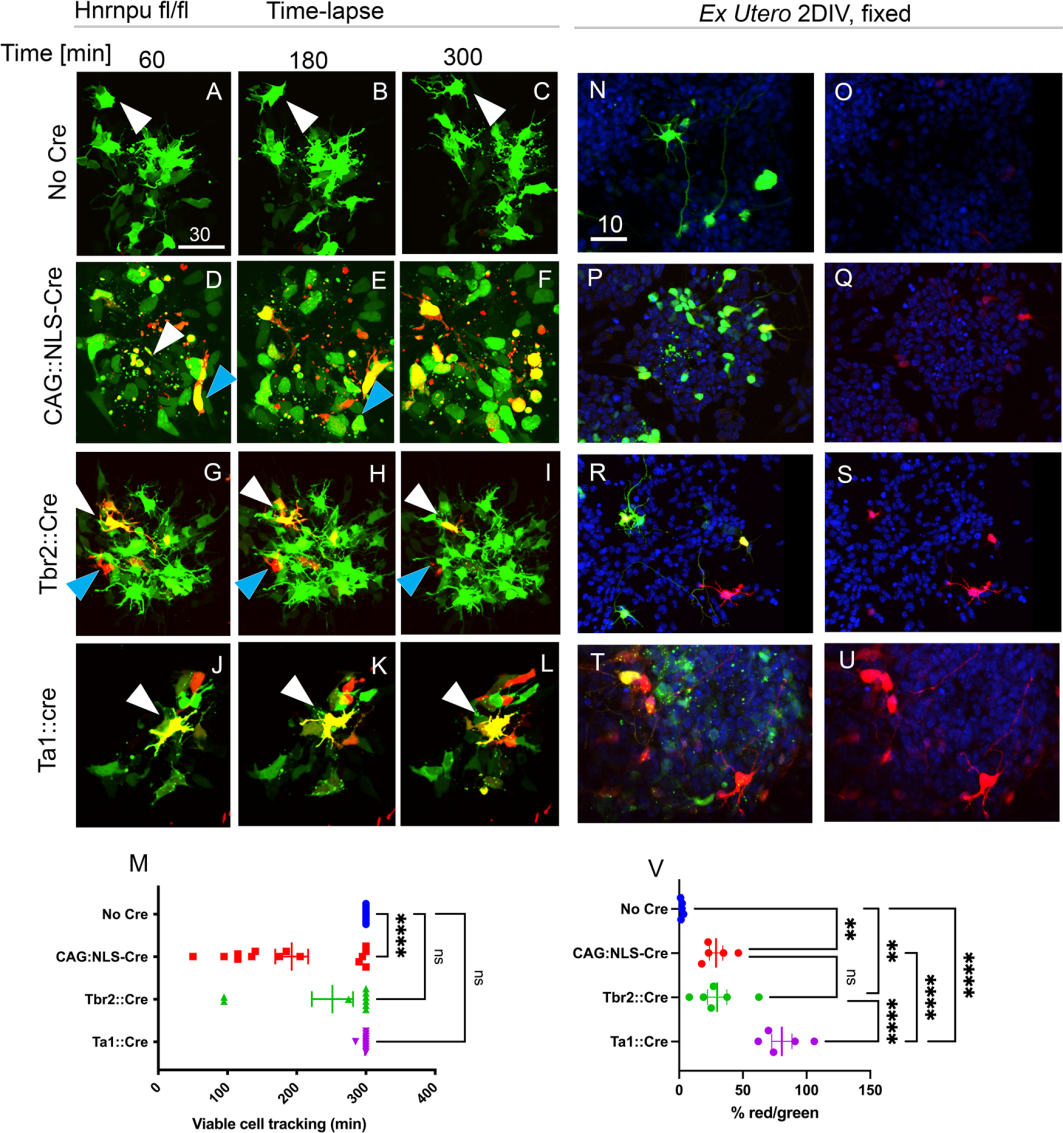
Neural progenitors are highly sensitive to HNRNPU loss. Dual Color Cre reporter (CAG::SL) was electroporated to E13 *Hnrnpu* ^fl/fl^ embryos, injected with either no Cre (**A**–**C**, N-0, Supp_Movie 1) or with Cre expressing plasmids under one of three promoters (CAG::NLS-Cre-GFP (**D**–**F**, **P**, **Q**, Supp_Movie 2), Tbr2::Cre and (**G**–**I**, **R**, **S**, Supp_Movie 3) Ta1::Cre (**J**–**L**, **T**–**U**, Supp_Movie 4) **A**–**L** Images of time-lapse recording (5 h long) of primary cultures prepared from electroporated cortices. Arrowhead highlight specific cells in the field of view. **M** Tracking of cell viability in each field of view, a dot indicates the last time point a tracked cell is visible before disintegration, vertical lines indicate average values, bars indicate ±SEM range. Statistical analysis was performed using one-way ANOVA with Dunnett’s multiple comparison tests, *p* < 0.0001. Control, *n* = 17, CAG::NLS-Cre-GFP *n* = 14, Tbr2::Cre, *n* = 9 and Ta1::Cre *n* = 10. **N**–**U** Images of fixed primary cultures, after 2 days in vitro (2DIV), Showing transfected cells (expressing floxed ZsGreen, Green) and cells with an excised reporter (mCherry, Red). **V** Percentage of cells expressing mCherry out of ZsGreen expressing cells in Control (**N**, **O**, *n* = 581) CAG::NLS-Cre (**P**, **Q**, *n* = 787), Tbr2::Cre (**R**, **S** *n* = 182) and Ta1::Cre (**T**, **U**, *n* = 137). Blue, DAPI. Statistical analysis was done using ordinary one-way ANOVA with uncorrected Fisher’s LSD, p values: no Cre vs. CAG::NLS-Cre 0.0092, No cre vs. Tbr2::Cre *p* = 0.0056. No Cre vs. Ta1::Cre *p* < 0.0001. CAG::NLS-Cre vs. Tbr2::Cre, NS. CAG::NLS-Cre vs. Ta1::Cre *p* < 0.0001. Tbr2::Cre vs. Ta1::Cre *p* < 0.0001. **P < 0.01, ***P < 0.001, ****P < 0.0001, ns-non significant. Variability is indicated by ±SEM bars. Size bars units are μM. Source data are provided as a Source Data file.

### HNRNPU affects gene expression and splicing

We performed transcriptomic analyses to gain insights into the molecular mechanisms underlying the observed pathology of *Hnrnpu* deletion. 

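Hnrnpu, the gene deleted here, codes for an RNA-binding protein of the nucleus. Its normalized counts were 9610, 9910 and 11317 in the 3 WT cortices, 9786, 8914, 10381 and 9573 in the 4 Het and 5380, 5893 and 5279 in the 3 Homo, so every Homo library lies below every other. The log2 fold change ± SE against WT was -0.90 ± 0.10 in Homo (edgeR adjusted p = 1.3e-05) and -0.09 ± 0.10 in Het (edgeR adjusted p = 0.58). Neither passes the paper's limit of a log2 fold change of 1, and the counts cover the whole gene, not the floxed exons alone.

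The values are the authors' counts per gene from cortices at embryonic day 13, made from total RNA after depletion of ribosomal RNA. The WT libraries hold 76137956, 28739152 and 12291093 counts, the Het libraries 4393958 to 6270386 and the Homo libraries 7000157 to 9697034. The 6 transcripts Gm42418, Gm26917, Gm23935, Lars2, mt-Rnr1 and mt-Rnr2, to which ribosomal RNA maps, make up 11.5 to 11.7% of the counts in WT, 9.75 to 19.5% in Homo, and 60.0, 22.4, 45.5 and 49.0% in Het replicates 1 to 4. edgeR's quasi-likelihood test with TMM factors and Benjamini-Hochberg adjustment compared the genotypes over 14621 genes. A gene is said to have risen or fallen at an adjusted p under 0.05, an absolute log2 fold change over 1 and a mean normalized count over 20. Lists of genes fixed before the counts were examined were tested with camera at a preset correlation of 0.01, and again with a correlation estimated from the data. Some of these lists were taken from the paper, so they are not independent of these data. The labels do not say that the cortices of a genotype came from separate litters, so the p-values measure the spread between these samples.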

We generated RNA-seq libraries from cortices derived from E13 *Hnrnpu*^fl/fl^ *Emx1*^Cre/+^ (Homo), *Hnrnpu*^fl/+^ *Emx1*^Cre/+^ (Het) embryos, and control littermates (WT) (Fig. 3). Our findings suggest that HNRNPU strongly affects gene expression. 

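The 2 largest rises in Homo were in genes that activated microglia express. Gpnmb, a lysosomal glycoprotein, stood at 0.681 ± 1.18 normalized counts in WT (mean ± SD, n = 3) and 154 ± 31.2 in Homo (n = 3), and Spp1, which codes for the secreted protein osteopontin, went from 6.12 ± 4.42 to 526 ± 84.8 (edgeR adjusted p = 8.4e-07 and 1.7e-07). Nts, the precursor of the peptide neurotensin, rose from 16.7 ± 15.5 to 253 ± 61.8, a log2 fold change of 4.01 ± 0.68 (SE, edgeR adjusted p = 3.3e-04). Scn3b, a sodium channel subunit, had the smallest p of all genes and rose from 267 ± 24.8 to 1103 ± 69.4 (2.04 ± 0.10, edgeR adjusted p = 3.8e-08). In the other direction, Dct, an enzyme of melanin synthesis, fell from 224 ± 89.0 to 7.95 ± 4.71 (-4.70 ± 0.39, edgeR adjusted p = 1.1e-06). Epha4, a receptor for ephrins, fell from 4063 to 1764 (-1.20 ± 0.10, edgeR adjusted p = 1.1e-06), and Hnrnph1, which codes for a splicing regulator, from 4962 to 2326 (-1.09 ± 0.10, edgeR adjusted p = 2.0e-06).

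From these libraries the paper proposes that HNRNPU strongly affects gene expression. Whole cortices were measured, so a gene can differ through the share of the cells that express it as well as through its level within a cell.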

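Of the 14621 tested genes, 1572 changed in Homo against WT and 249 in Het against WT. In Homo, 1128 genes rose and 444 fell, and in Het 181 rose and 68 fell. The comparisons share 101 genes, of which 73 rose in both and 14 fell in both. Among them, Dpp10, an auxiliary subunit of potassium channels, had 19.3 ± 3.31 normalized counts in WT (mean ± SD, n = 3), 71.5 ± 28.1 in Het (n = 4) and 210.2 ± 19.7 in Homo (n = 3). Its log2 fold change ± SE was 3.41 ± 0.28 in Homo and 1.79 ± 0.29 in Het (edgeR adjusted p = 1.1e-06 and 0.0021). Grm5, a metabotropic glutamate receptor, rose by 3.45 ± 0.23 in Homo and 1.62 ± 0.24 in Het (edgeR adjusted p = 2.2e-07 and 0.0013). Samd3 goes opposite ways, at 2.34 ± 0.31 in Homo and -2.81 ± 0.48 in Het (edgeR adjusted p = 3.6e-05 and 0.0027).

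Over all 14621 genes, changed or not, the Homo and WT values do not overlap in 7224, and the Het and WT values in 3979, where chance gives 10% and 5.71% of genes. Both comparisons use the same 3 WT libraries, which alone makes their log2 fold changes correlate. Over all genes the Pearson r was 0.234 (Spearman 0.242), below the 0.446 (0.418) of 20 simulated sets of Homo and Het groups with no change, while the covariance was 0.0976 against 0.0385. So the 2 measures go apart: the correlation is no evidence of a shared effect, while the covariance lay above every simulated set (at most 0.0410). The simulations do not show what the shared WT libraries add to the overlap when genes do change, since with no change almost none was called (at most 1 in both). Lists drawn independently would share 16.0 genes in the same direction, against 87 here (49 without Het replicate 4 and 130 without Het replicate 2). The Het count was 132 without Het replicate 4, 153 without Het replicate 3, 160 without WT replicate 1 and 359 without Het replicate 2, the Het library with the lowest ribosomal share.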

We detected 1556 differentially expressed (DE) genes between the Homo and the control cortices, and 346 DE genes were detected in control versus Het comparison (pAdj<0.05, log2FC > |1|, BM > 20, Fig. 3A and Supplementary Data 1). We noted a difference in the GO terms related to the upregulated and downregulated genes. 

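The fixed gene lists part by direction in Homo. Of 44 lists, 21 were higher and 8 lower by camera at an adjusted p under 0.05, and 1 of the 29, the p53 target genes of Fig. 4G, also passed with an estimated correlation. The study chose that list and some of the others, so these are not independent evidence. Of 10 splits of the same samples, 2, the real one among them, passed at least 29 lists (up to 32). Genes of progenitor cells were among the lower lists. In the radial glia list 5 of 16 genes fell and 0 rose (10 lower and 3 higher when adjusted over the list alone), led by Sox2, a transcription factor of neural stem cells (-1.36 ± 0.14, edgeR adjusted p = 6.0e-06). There camera gave the list an adjusted p = 0.0012, and 0.14 with an estimated correlation. In the list of intermediate progenitors 4 of 12 fell and 0 rose (12 lower over the list alone), and camera gave the list an adjusted p = 1.7e-05, and 0.15 with an estimated correlation. Neurog2, a proneural transcription factor of that list, fell by 1.17 ± 0.14 (edgeR adjusted p = 1.5e-05), while Eomes, which marks the same cells, had -0.69 ± 0.14 and was not called (edgeR adjusted p = 0.0014). Among deep-layer neuron genes 1 of 14 rose and 0 fell (camera adjusted p = 0.15). The log2 fold changes are given ± SE.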

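Genes of transmitter release rose in Homo, and genes of DNA replication and histones fell. Of 32 presynaptic release genes, 22 rose and 0 fell (28 higher and 0 lower when adjusted over the list alone). Syt1, the calcium sensor of vesicle fusion, went from 152 ± 16.5 normalized counts in WT (mean ± SD, n = 3) to 719 ± 71.8 in Homo (n = 3), a log2 fold change ± SE of 2.25 ± 0.20 (edgeR adjusted p = 2.1e-06). Sv2b, a synaptic vesicle glycoprotein (2.06 ± 0.15, edgeR adjusted p = 4.6e-07), Unc13a, which primes vesicles (1.78 ± 0.13, edgeR adjusted p = 5.3e-07), and Bsn, a scaffold of the active zone (1.91 ± 0.15, edgeR adjusted p = 8.4e-07), rose as well.

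Of 38 DNA replication genes, 11 fell and 0 rose (38 lower over the list alone). Mcm6, part of the replicative helicase, fell from 2725 ± 61.8 to 1277 ± 135 (-1.09 ± 0.11, edgeR adjusted p = 5.1e-06), and Rrm1, a subunit of ribonucleotide reductase, fell too (-1.06 ± 0.09, edgeR adjusted p = 1.3e-06). Pcna, the sliding clamp of DNA polymerases, was lower but short of the limit (-0.95 ± 0.10, edgeR adjusted p = 6.7e-06). Of 38 replication-dependent histone genes, 19 fell and 0 rose (38 lower over the list alone), among them Hist1h3b (-1.19 ± 0.15, edgeR adjusted p = 2.5e-05) and Hist1h3g (-1.74 ± 0.22, edgeR adjusted p = 2.8e-05). The camera adjusted p was 4.1e-13 for presynaptic, 4.9e-18 for replication and 4.1e-13 for histone genes. With an estimated correlation these became adjusted p = 0.052, 0.080 and 0.26, so by camera the lists are called only under the preset correlation. By fry, a self-contained test, the adjusted p was 1.4e-05, 4.2e-05 and 0.0033.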

The upregulated genes were related to synaptic activity, whereas the downregulated ones included several terms associated with DNA (Supplementary Fig. 4A). 

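Of the 1572 changed genes, 71.8% were higher in Homo. Stmn2, a neuronal regulator of microtubules, is 1 example (1.68 ± 0.11, edgeR adjusted p = 1.8e-07), and Kcnq2, a potassium channel subunit, another (1.44 ± 0.12, edgeR adjusted p = 8.7e-07), both as log2 fold change ± SE. Aen, a nuclease gene that p53 activates, went from 478 to 1091 ± 34.3 normalized counts (SD, n = 3) (1.19 ± 0.09, edgeR adjusted p = 8.4e-07). Among the lower genes, Skp2, a subunit of a ubiquitin ligase of the cell cycle, changed by -1.32 ± 0.10 (edgeR adjusted p = 8.1e-07). The majority depends on the limit on size: among the 5242 genes with an edgeR adjusted p under 0.05 and a mean count over 20, whatever the size of the change, 46.6% were higher.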

The majority of the DE genes in the Homo had elevated expression. The DE genes contained, on average more exons. They were longer than the average length of the genome-wide gene (averages 7.4 exons vs. 5.4 and 3178 bp vs. 2293, Homo vs. control, respectively, highly significant by Wilcoxon test, *p* < 2.2e-16). 

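Genes changed in Homo had a median of 8 exons in their longest annotated transcript, against 7 for the other tested genes. The means ± SD were 11.9 ± 13.4 over 1544 changed and 10.1 ± 10.6 over 12737 other genes, and a permutation test of the medians with 100000 permutations gave p = 0.12. The directions differ. The 1107 genes that rose had a median of 9 exons (permutation p = 2.0e-05), and the 437 that fell had 6 (permutation p = 0.28). Against genes matched on mean count the medians were 8 and 6 (permutation p = 0.0043), and with the mean over all transcripts of a gene they were 6 and 5.5 (permutation p = 0.0005). Against all 53689 other annotated genes, most of them outside the tested set, the background median was 2 (permutation p = 1.0e-05).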

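Transcripts of the genes changed in Homo were longer. The longest transcript had a median of 3836.5 bp in changed genes and 3394 bp in the other tested genes, a difference of 442.5 bp (permutation test, p = 1.0e-05, the smallest that 100000 permutations allow). This holds for the genes that rose, with a median of 4150 bp, and not for those that fell, with 3014 bp (permutation test, p = 0.0012, shorter than the others). The mean ± SD over changed genes was 4446.5 ± 3032.4 bp and over other genes 3865.2 ± 2914.4 bp. The difference of medians was 706.5 bp against genes matched on mean count, and 2735.5 bp against all annotated genes. These tests take genes as the units, and genes of 1 pathway are not independent.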

Ingenuity pathway analysis of the DE genes identified multiple affected upstream regulators, including TP53, REST, and ASCL1 (Fig. 3B). 

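Target genes of p53 and of REST rose in Homo, while the genes of the regulators themselves were not called. Of 40 p53 target genes, 16 rose and 0 fell (27 higher and 2 lower when adjusted over the list alone), and camera gave the list an adjusted p = 1.5e-07, and 0.075 with an estimated correlation. Of 25 REST target genes, which REST represses in cells that are not neurons, 20 rose and 0 fell (25 higher over the list alone), and camera gave the list an adjusted p = 1.1e-14, and 0.052 with an estimated correlation. Celf4, an RNA-binding protein of neurons, also rose (1.39 ± 0.16, edgeR adjusted p = 1.0e-05).

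Trp53, which codes for p53, had -0.55 ± 0.11 (log2 fold change ± SE, edgeR adjusted p = 1.0e-03) in Homo. Rest, the repressor, had -0.49 ± 0.10 (edgeR adjusted p = 0.0013). Ascl1, a proneural transcription factor, had -0.33 ± 0.18 in Homo (edgeR adjusted p = 0.16) and -0.59 ± 0.18 in Het (edgeR adjusted p = 0.039), and no fixed list holds its targets. In Het no gene of the p53 list was called, with 1 higher and 6 lower over the list alone (camera adjusted p = 0.033 for lower values, 0.49 with an estimated correlation).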

Affected cellular activities included cell movement, migration, synaptogenesis, and synapse formation (Fig. 3B). 

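Genes of axon guidance and of the postsynaptic side changed in Homo, mostly upward. Of 42 ephrin, semaphorin, slit and netrin genes and their receptors, 9 rose and 1 fell (20 higher and 7 lower when adjusted over the list alone), and camera gave the list an adjusted p = 0.0012, and 0.11 with an estimated correlation. The gene that fell is Epha4. Of 26 postsynaptic scaffold genes, 7 rose and 0 fell (16 higher and 2 lower over the list alone), and camera gave the list an adjusted p = 8.6e-05, and 0.12 with an estimated correlation. BDNF and CDK5 signalling genes went the same way, with 5 of 15 that rose and 0 that fell (10 higher and 2 lower over the list alone), and camera gave the list an adjusted p = 3.7e-04, and 0.088 with an estimated correlation. Cdk5r1, the activator of CDK5 in neurons, rose (1.15 ± 0.10, edgeR adjusted p = 1.1e-06) (log2 fold change ± SE).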

Multiple signaling pathways, including synaptogenesis, neuroinflammation, reelin signaling, and cell cycle control, were also affected (Fig. 3B and Supplementary Fig. 4). 

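Cell cycle genes fell and microglia genes rose in Homo, while the lists for reelin signalling and neuroinflammation did not pass by camera. These lists are not the Ingenuity pathways of the paper. Of 37 mitosis genes, 15 fell and 0 rose (37 lower when adjusted over the list alone), and camera gave the list an adjusted p = 1.2e-21, and 0.074 with an estimated correlation. Aurkb, a kinase of chromosome segregation, fell from 946 ± 40.7 normalized counts in WT (mean ± SD, n = 3) to 406 ± 18.4 in Homo (n = 3) (-1.22 ± 0.10, edgeR adjusted p = 1.1e-06). Ccna2, cyclin A2 (-1.11 ± 0.09, edgeR adjusted p = 1.1e-06), Foxm1, a transcription factor of mitotic genes (-1.13 ± 0.11, edgeR adjusted p = 3.5e-06), and Chek1, a checkpoint kinase (-1.20 ± 0.12, edgeR adjusted p = 5.3e-06), fell too, as log2 fold change ± SE. Top2a, which untangles sister chromatids, stayed short of the limit (-0.88 ± 0.11, edgeR adjusted p = 2.4e-05).

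Of 10 reelin signalling genes, 1 rose, Reln, and 0 fell (3 higher and 2 lower over the list alone), with a camera adjusted p = 0.63 and a fry adjusted p = 0.036. Of 21 listed neuroinflammation and interferon genes 10 were tested and none was called (1 higher over the list alone), with a camera adjusted p = 0.13 and a fry adjusted p = 0.12. Of 16 microglia genes, 13 rose and 0 fell (16 higher over the list alone), and camera gave the list an adjusted p = 1.4e-09, and 0.079 with an estimated correlation. C1qa, a complement component, went from 33.7 ± 8.34 to 259 ± 39.0 (2.91 ± 0.25, edgeR adjusted p = 1.5e-06), and Cx3cr1, the fractalkine receptor (2.37 ± 0.25, edgeR adjusted p = 6.7e-06), and Trem2, a lipid receptor of phagocytes (2.99 ± 0.34, edgeR adjusted p = 1.1e-05), rose with it. Among lists of other cells outside the Emx1 lineage, 1 of 12 endothelial genes rose and 0 fell (camera adjusted p = 0.59), while 5 of 12 meningeal fibroblast and 7 of 12 GABAergic genes rose (camera adjusted p = 0.012 and 0.041, 0.43 and 0.47 with an estimated correlation).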

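Genes of glutamate receptors and of calcium and potassium channels rose in Homo, and some of them in Het. Grin2b, an NMDA receptor subunit, had 91.0 ± 24.0 normalized counts in WT (mean ± SD, n = 3), 223 ± 87.3 in Het (n = 4) and 761 ± 71.5 in Homo (n = 3). Its log2 fold change ± SE was 1.21 ± 0.26 in Het and 3.03 ± 0.26 in Homo (edgeR adjusted p = 0.0085 and 1.3e-06). Cacna1e, a voltage-gated calcium channel, stood at 153 ± 4.84, 364 ± 81.9 and 1004 ± 176, with 1.23 ± 0.16 in Het and 2.71 ± 0.16 in Homo (edgeR adjusted p = 8.0e-04 and 1.7e-07). Kcnq3, which carries the M current with Kcnq2, had 1.54 ± 0.26 and 1.75 ± 0.27 (edgeR adjusted p = 0.0026 and 1.3e-04). Grik1, a kainate receptor subunit, had 1.14 ± 0.24 and 2.04 ± 0.24 (edgeR adjusted p = 0.0081 and 1.5e-05). Gria1, an AMPA receptor subunit, rose in Homo (2.42 ± 0.27, edgeR adjusted p = 1.1e-05).

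In Homo, 10 of 16 ionotropic glutamate receptor genes rose (11 higher and 1 lower over the list alone), 5 of 7 metabotropic (5 over the list alone), 10 of 20 calcium channel (16) and 8 of 25 potassium channel genes (16), where 1 fell. The camera adjusted p was 2.6e-05, 8.2e-04, 3.7e-06 and 5.0e-06 for these lists, and with an estimated correlation adjusted p = 0.052, 0.052, 0.075 and 0.079. In Het, 3 ionotropic, 1 metabotropic, 2 calcium channel and 5 potassium channel genes rose, and 7, 1, 8 and 8 were higher over the list alone. Their camera adjusted p in Het was 0.0055, 0.46, 3.1e-04 and 3.0e-04, and with an estimated correlation every one was an adjusted p of at least 0.31. Presynaptic release genes in Het held 3 that rose (14 over the list alone) and postsynaptic scaffold genes 1 (11), with camera adjusted p = 4.1e-05 and 4.3e-04 (0.31 and 0.31 with an estimated correlation). The Het libraries differ from WT in their ribosomal share as well, in every replicate.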

The DE genes related to synaptogenesis and glutamate receptor signaling changed in Homo and Het brains, including calcium and potassium channel subunits, glutamate receptors, etc. 

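All 13 genes of Fig. 3C other than Hnrnpu were called in Het, each upward, and 10 of 13 in Homo, where 9 rose and 1 fell (11 higher and 2 lower when adjusted over the list alone). Arpp21, a neuronal RNA-binding phosphoprotein, had a log2 fold change ± SE of 1.16 ± 0.22 in Het and 2.52 ± 0.21 in Homo (edgeR adjusted p = 0.0038 and 1.1e-06). Cacng2, the AMPA receptor partner stargazin, had 1.23 ± 0.29 and 2.41 ± 0.28 (edgeR adjusted p = 0.013 and 1.5e-05), and Camk2b, a calcium-dependent kinase, 1.04 ± 0.22 and 2.73 ± 0.22 (edgeR adjusted p = 0.0080 and 8.4e-07). Syn1, which codes for synapsin, had 1.24 ± 0.32 and 1.74 ± 0.32 (edgeR adjusted p = 0.020 and 5.5e-04). Kcnj10, a potassium channel of glia, turned from 1.09 ± 0.32 in Het to -2.40 ± 0.39 in Homo (edgeR adjusted p = 0.035 and 2.4e-04).

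Gria2, an AMPA receptor subunit, was called in Het (1.01 ± 0.17, edgeR adjusted p = 0.0027) and not in Homo (0.51 ± 0.18, edgeR adjusted p = 0.037), as was Vamp2, a vesicle SNARE (1.16 ± 0.18, edgeR adjusted p = 0.0015), with 0.82 ± 0.18 in Homo (edgeR adjusted p = 0.0024). Neurod1, a transcription factor of newborn neurons, had 1.30 ± 0.15 in Het and -0.72 ± 0.16 in Homo (edgeR adjusted p = 5.1e-04 and 0.0026). Beside the mean RT-qPCR values in the paper's source data, the direction is the same for 12 of the 13 genes in Homo and for 13 in Het. The genes were chosen by the study for RT-qPCR of these genotypes, so their counts are not independent evidence (camera adjusted p = 9.1e-06 in Homo and 6.2e-11 in Het, 0.15 and 0.31 with an estimated correlation).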

Their differential expression was verified by qPCR (Fig. 3C).

**Fig. 3:**
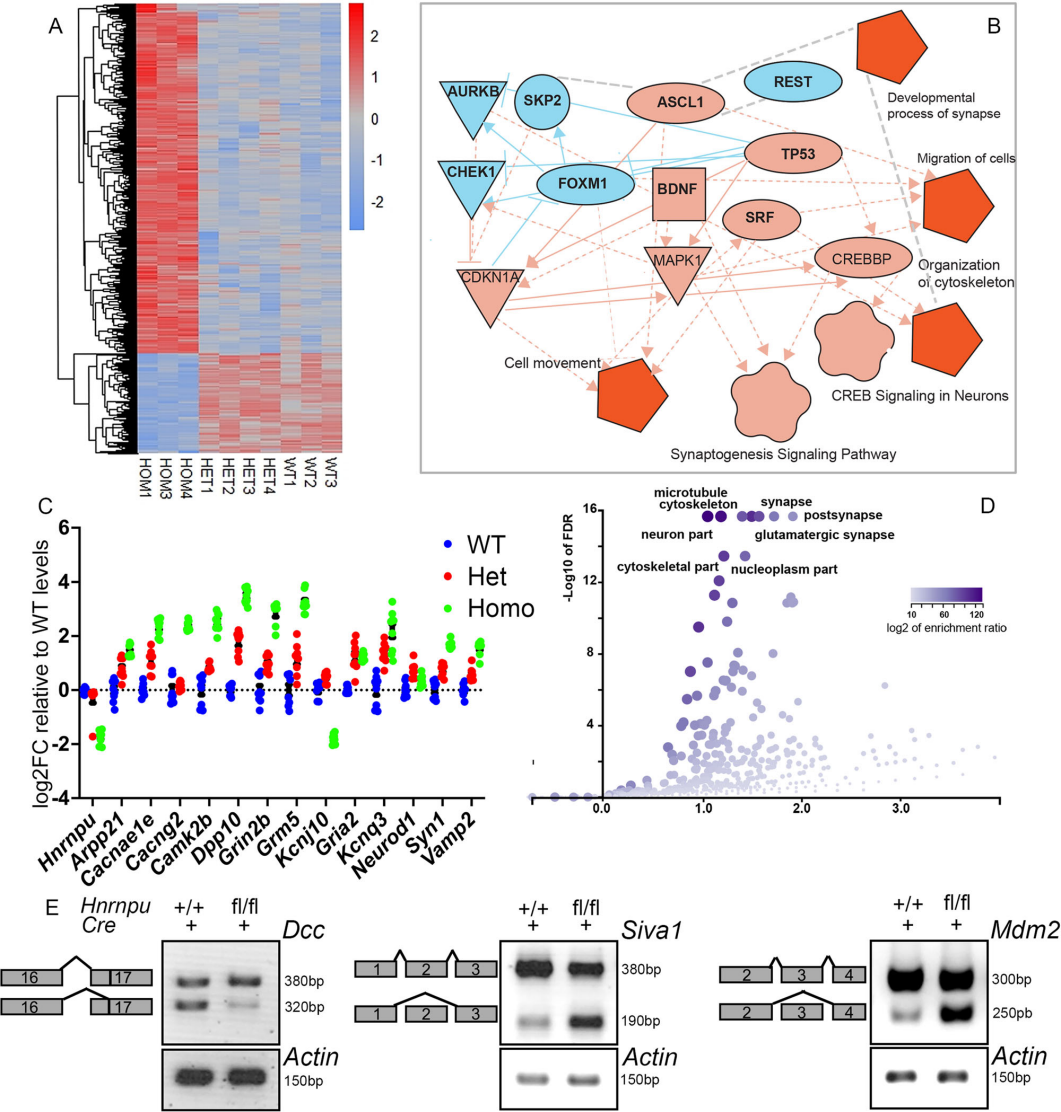
*Hnrnpu* mutant cortices display changes in mRNA expression and alternative splicing of genes critical for brain development and function. **A** Hierarchical clustering of the expression of 1556 cortical DE genes in E13 control (*Hnrnpu*^+/+^*Emx1*^Cre^), Mutant (*Hnrnpu*^fl/fl^ *Emx1*^Cre/+^) and Heterozygous (Het, *Hnrnpu*^fl/+^ *Emx1*^Cre/+^) E13 mouse cortices. The expression values are represented by the log-normalized read count after the Zscore transformation. Each row is a gene. **B** Ingenuity analysis of RNA-seq highlighting multiple affected pathways and upstream regulators (Shape code: pentagon- function, flower- canonical pathway, ellipsoid- upstream regulator, triangle- kinase, square- growth factor, circle- other. Color code: light blue- downregulation, Red- strong activation, Pink- activation. lines represent interconnections between components in the network. color code: light blue- downregulation, Red- strong activation, Pink- activation). **C** Verification of differential expression of selected genes by qPCR in E13 cortices of control, Mutant, and Het embryos (*n* = 3 biological repeats (each measured in triplicates). Error bars ± SEM. **D** Dysregulation of alternative splicing landscape in *Hnrnpu* mutant mice identified by MAJIQ. The volcano plot depicts the comparison between the mutant (*Hnrnpu*^fl/fl^*Emx1*^Cre^) and the wildtype (*Hnrnpu*^+/+^*Emx1*^Cre^). Enriched cellular components are indicated. **E** Splice variant-specific PCR primers detect alternative isoforms of DCC, Siva1, and MDM2, in cDNA prepared from E13 embryo cortices of mutant (*Hnrnpu*^fl/fl^*Emx1*^Cre^) and control (*Hnrnpu*^+/+^*Emx1*^Cre^) littermates. Source data are provided as a Source Data file.

Given the roles of HNRNPU in RNA splicing, we analyzed the RNA-seq data to identify differences in isoforms detected in the *Hnrnpu* mutant mice compared with wildtype using MAJIQ^43^. We saw 850 differentially spliced genes comparing the homozygote mutants and the wildtype samples and 165 differentially spliced genes comparing the Het and the wildtype (Supplementary Data 2). When comparing the homozygote mutants versus the wildtype, 1187 local splicing variations (LSV) were detected, and 1054 (88%) involved exon skipping. In 331 of the LSV events, an alternative 3′ or 5′ splice site was detected. In only 117 LSV events, intron retention was detected. Accordingly, we detected 164 LSVs when comparing the heterozygotes to the wildtype, of which 140 LSV involved exon skipping (85%) and 54 LSVs with alternative 3′ or 5′ splice sites. Twenty-five LSVs events included intron retention. The list of genes was subjected to over-representation analysis^44^ using a gene ontology database (Fig. 3D)^45,46^. The most enriched cellular components amongst the mis-spliced mRNAs included the synapse and the cytoskeleton (see DE gene analysis, Fig. 3B). We verified several alternatively spliced gene events (*Dcc, Siva1*, and *Mdm2*, Fig. 3E). The alternative splicing of *Dcc* by NOVA has been implicated in neuronal migration and axonal guidance^47,48^. *Siva1* is an apoptotic regulatory protein involved in synaptic function and is a downstream target of p53^49–51^. *Mdm2*, a critical negative regulator of the P53 protein, was identified as an alternatively spliced gene. Interestingly, the major MDM2 isoform expressed in *Hnrnpu*^fl/fl^ *Emx1*^Cre/+^ mutant cortices represented a higher abundance of the MDM2 isoform that lacked exon three. This exon encodes for a sequence required for TP53 binding, and its exclusion is less frequent in the wild type. The physical interaction and activity of the E3 ubiquitin ligase MDM2 is a central regulatory mechanism that keeps in check the low levels of TP53. Therefore, the absence of the binding domain facilitates TP53 activation^52–61^.

### HNRNPU loss of function activates TP53 mediated cell death

Since *Hnrnpu’s* mutation causes cell death, we examined whether culturing cortical embryonic neural progenitors as primary neurospheres can recapitulate this phenotype. We generated neurospheres from E13 mouse cortices, electroporated them with CRISPR/Cas9 *Hnrnpu* gRNA plasmids, and conducted a single-cell RNA-seq experiment using the 10× Genomics^©^ platform (Supplementary Fig. 5). 

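The barcodes of the neurosphere library have a median of 9455 UMIs and 2989 genes. Hnrnpu was found in 54.8% of them, with 8507 UMIs in all. GFP UMIs were found in 88.9%, a larger share than the GFP-positive cells that the methods give by cell count. With no empty droplets in the table, background RNA was not measured, so a UMI of GFP or Hnrnpu need not come from the cell of its barcode. Neurospheres kept 2 days in vitro were electroporated and the cells collected 24 h later, so some Hnrnpu RNA can predate the guide RNA. Hnrnpu UMIs alone do not tell an edited cell, because an edited allele can still be transcribed and a wild-type cell can show 0 by sampling.

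The values are the authors' UMI counts. Barcodes with at least 3000 UMIs (6518, with 123 left out) were thinned to 3000 UMIs each, so that cells compare at 1 depth. This leaves Hnrnpu UMIs in 1841 cells (28.2%) and none in 4677. There is 1 library and no control library, so no p-value across cells is given, and intervals cover counting error only.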

We found that cells with low *Hnrnpu* expression had increased TP53 pathway activity, whereas, within cells, with high *Hnrnpu* levels in the same culture, this pathway was suppressed. 

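Cells without Hnrnpu UMIs hold slightly more p53 target transcripts than cells with them. The 45 listed p53 target genes took 70.5 of 10000 UMIs (95% counting interval 70.1 to 70.9) in the 4677 cells without Hnrnpu UMIs and 63.8 (63.1 to 64.4) in the 1841 cells with them, a ratio of 1.106 (1.09 to 1.12). Cdkn1a, the P21 gene, had 9.62 and 7.54, a ratio of 1.28 (1.23 to 1.32). Perp had a ratio of 1.48 (1.30 to 1.69) and the death receptor gene Fas 1.55 (1.21 to 1.99). Outside the list, Dcxr had 1.48 (1.35 to 1.63) and Gas6 1.45 (1.33 to 1.57). Other listed genes were near 1, such as Aen at 1.05 (0.97 to 1.13) and Plk2 at 1.03 (0.97 to 1.10). Rps27l, which took the most UMIs of the list (26.6 and 26.1 of 10000) and so weighs on its ratio, had 1.02 (0.999 to 1.04). Mdm2, which codes for the ligase that degrades p53, had 1.15 (1.03 to 1.29), and Trp53 itself 0.87 (0.80 to 0.94). GFP, which marks electroporated cells, had 3.04 (2.98 to 3.11).

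The ratio for the list lies at percentile 99.05 of 10000 random lists matched on size and mean expression, whose central 95% run from 0.909 to 1.06. It is 1.05 and 1.07 within the 2 clusters of cells described for Supplementary Fig. 5, so part of it follows the cluster. The paper finds that low Hnrnpu goes with higher TP53 pathway activity within this culture, and with 1 library the data describe that culture alone. Cells without Hnrnpu UMIs include cells that express it below detection at 3000 UMIs.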

To further validate this finding, we followed the dynamic stabilization of TP53 in cultured neurospheres subjected to the same treatment, as well as in mutant brain sections (Fig. 4A–F). In treated neurospheres, cell numbers decreased as early as 12 h after introducing *Hnrnpu* sgRNA, coinciding with TP53 accumulation. Neither TP53 accumulation nor reduced cell numbers were evident in control cells (Fig. 4A, B). Accumulation of TP53 was detected in vivo in areas where the progressive loss of cortical structure was apparent (Fig. 4C–F). 

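Of the 10 genes named in Fig. 4G, counting Bbc3 and Puma as 1 gene, 7 rose in Homo and 0 fell, and all 10 were higher at an adjusted p under 0.05, over the list alone as well as over all genes. Cdkn1a, which codes for the cell cycle inhibitor P21, went from 104 ± 27.1 normalized counts in WT (mean ± SD, n = 3) to 448 ± 88.0 in Homo (n = 3), a log2 fold change ± SE of 2.07 ± 0.22 (edgeR adjusted p = 5.7e-06). Bbc3, the cell death gene also called Puma, rose (2.10 ± 0.26, edgeR adjusted p = 2.3e-05). So did Perp, a membrane protein of desmosomes (2.02 ± 0.37, edgeR adjusted p = 5.4e-04), Dcxr, a carbonyl reductase (2.26 ± 0.22, edgeR adjusted p = 3.4e-06), Gas6, a ligand of TAM receptors (1.55 ± 0.21, edgeR adjusted p = 5.1e-05), and Apoe, an apolipoprotein (2.20 ± 0.20, edgeR adjusted p = 1.9e-06). Anxa1 (2.49 ± 0.53, edgeR adjusted p = 0.0020), Atf3 (2.17 ± 0.48, edgeR adjusted p = 0.0025) and Sat1 (0.97 ± 0.24, edgeR adjusted p = 0.0053) were short of the limit on size or on mean count.

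Camera gave the list an adjusted p = 6.8e-07, and 0.040 with an estimated correlation. Since the study chose these genes, the list is not independent evidence of its direction. Apoe is also abundant in microglia, whose marker genes were higher in the same libraries.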

Using RNA derived from mutant and wildtype cortices, we verified the elevated expression of several P53 target genes *Arpp21, Perp, Gas6, Sat1, Dcxr, Anxa, Apoe, Atf3, Bbc3, P21*, and *Puma* (Fig. 4G). These are a few genes among the 272 genes identified as TP53-regulated using Ingenuity analysis (Fig. 4G). 

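p53 target genes outside Fig. 4G also rose in Homo. Plk2, a kinase gene with a p53 response element, had a log2 fold change ± SE of 1.61 ± 0.15 (edgeR adjusted p = 2.1e-06), and Ak1, an adenylate kinase, 1.63 ± 0.17 (edgeR adjusted p = 4.9e-06). Over the whole list of p53 targets the median log2 fold change was 0.66, and 27 genes were higher and 1 lower at an edgeR adjusted p under 0.05 with no limit on size.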

Further, we confirmed the aberrant splicing of several *Tp53* pathway genes (Fig. 4G, Supplementary Fig. 6). A schematic representation of the possible network connections between most verified genes related to the pathway is shown in Fig. 4H. Small molecule compounds were used to gain more insights regarding the death mechanisms driven by P53 accumulation. We followed their effect on neurospheres treated with *Hnrnpu* sgRNA (Fig. 4I, I’). The pan-Caspase inhibitor, N-benzyloxycarbonyl-Val-Ala-Asp-fluoro-methyl ketone (Z-VAD-fmk), increased cell viability and proliferation indicated by neurosphere size and the normalized number of cells in the S-phase that incorporated EdU added to the media thirty minutes pre-fixation. The difluorophenoxymethylketone-based broad-spectrum Caspase inhibitor Q-VD-OPH was more effective than Z-VAD-fmk and has been previously reported to be less cytotoxic^62^ (Fig. 4I, I’). Furthermore, treatments with either Nec-1 or pifithrin-mu (pFT-μ) promoted NPC viability suggesting the involvement of both canonical and non-canonical TP53 dependent death, including necroptosis^1,2^.

**Fig. 4:**
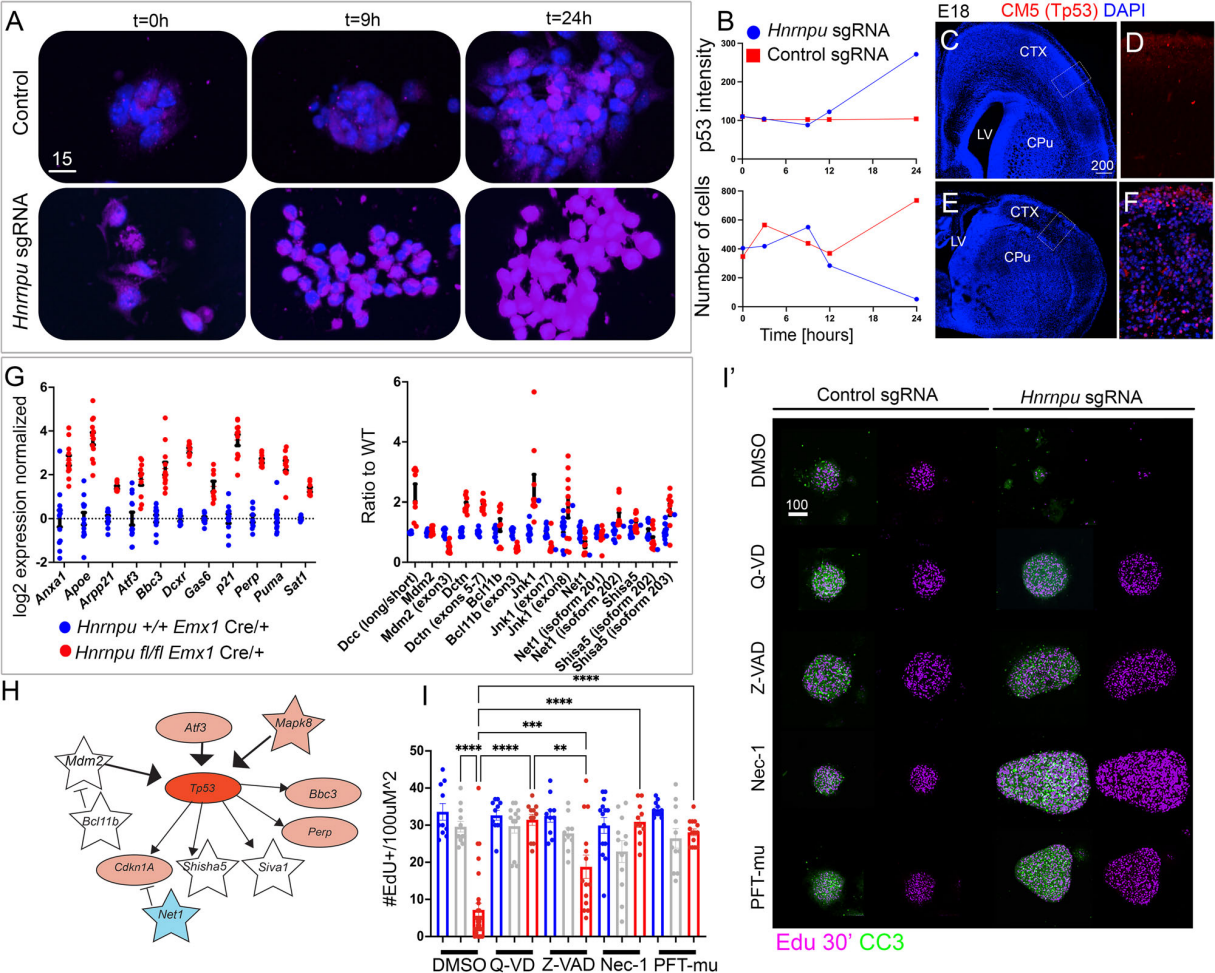
Activation of TP53-mediated apoptotic pathway following *Hnrnpu* KO. **A** Time-dependent accumulation of TP53 (CM5 antibody) in neurospheres treated with control CRISPR/CAS9 plasmid (px330) or *Hnrnpu* sgRNA’s and plated at indicated time. Acquisition of the intensity of the CM5 signal was done in identical imaging parameters for all images. **B** Measurements of the dynamic accumulation of TP53. Cells were identified DAPI, and the average intensity in each spot was normalized to a non-specific background (upper panel). The accumulative number of cells in all fields of view is plotted against time (lower panel). **C**–**F** Low magnification images (Dapi, blue) of coronal sections (E18) of control (*Hnrnpu* ^+/+^*Emx1*^Cre/+^) and mutant (*Hnrnpu*^fl/fl^*Emx1*^Cre/+^) brains. Inserts indicate the location of high magnification images (**D**, **F**). Anti-TP53 (CM5, Red) fails to react with sections from control cortices. **D** Reveals stabilization of TP53 in cells throughout mutant cortices (**F**). **G** Normalized expression levels (left panel) and alternative splicing (right panel) in the mutant (*Hnrnpu*^fl/fl^*Emx1*^Cre^) and control (*Hnrnpu*^+/+^*Emx1*^Cre^) E13 cortices, showing elevated expression of *Tp53* targets and misrepresentation of alternative splice variants of genes in the TP53 pathway *n* = 3 biological repeats (each measured in triplicates). Error bars ±SEM. **H** Schematic representation of functional connections between differentially expressed (ellipsoid) and abnormal spliced (star) gene products presented in **C**. color code: Red-Strong activation, Pink- overexpression, Blue- downregulation, White- no change in expression levels. *n* = 4 biological repeats **I**-**I’**) Effective protection from apoptotic cell death of CRISPR/CAS9 sgRNA (*Hnrnpu* sgRNA, Red) Non-electroporated neurospheres (gray) and control (px330, blue) Electroporated neurospheres were treated with solvent only (DMSO), Q-VD-OPh (50 μM), Z-VAD-fmk (50 μM), Necrostatin-1 (Nec1, 1 μM) and Pifithrin-μ (pFT-mu, 5 μM). Bars indicate the number of EdU+ cells per 100 μM^2^ of the neurospheres surface area, following 30 min exposure to EdU. Ordinary one-way ANOVA with Tukey’s multiple comparison test was used for data analysis. *P* values: **p < 0.01, ***p < 0.001, ****p < 0.0001. Error bars (±SEM) are indicated **F** Images of neurospheres treated with either DMSO or indicated small molecules. EdU incorporation (Click chemistry, magenta) and Cleaved Caspase, Asp175 (CC3, Green), are presented. Size bars units are μM. Source data are provided as a Source Data file.

### Genetic means to rescue *Hnrnpu* deficiency

Taking into consideration that TP53 is a direct trans-activator of numerous proapoptotic genes, we postulated that *Tp53* deletion could rescue the observed cell death in the developing brains. To that end, we crossed *Hnrnpu*^fl/+^ *Emx1*^Cre/+^ *Tp53*^loxP/+^ with *Hnrnpu*^fl/+^ *Tp53*^loxP/+^ (Fig. 5A). We observed that only when both alleles of *Tp53* were deleted (*Hnrnpu*^fl/fl^ *Emx1*^Cre/+^ *Tp53*^loxP/loxP^) the immunoreactivity of Caspase 3 cleavage in the VZ was markedly reduced, and telencephalic derived structures were visible, indicating a clear reduction in cell death (Fig. 5B–D). The deletion of *Tp53* did not affect the splicing of *Mdm2* (Supplementary Fig. 7A). Some of the rescued cells were cycling cells. The number of cells that incorporated EdU within 30 min or that were labeled by anti-phospho-Histone H3 antibodies, or KI67 antibodies, increased. However, their distribution was usually ectopic, with proliferating cells appearing outside the VZ/sVZ (Fig. 5E–G, Y-AA). The number of cells incorporating EdU (30 min pulse) in the mutant brain was reduced to 31.7% ± 3.07 of control values (Average ±SE, of *n* = 3 brain). These numbers were partially restored to 56.97% ± 2.65 compared to the control in the rescued brains (Fig. 5AE). It was possible to visualize an increase in the number of intermediate progenitors (TBR2^+^) that appeared in the expected location in the rescued sVZ (Fig. 5V–X). 

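Hnrnpu itself had its lowest mean counts in the mutant and the rescue. Its normalized counts ran from 198 to 376 in the 4 mutants (Hnrnpu fl/fl Tp53 loxP/+) and from 200.3 to 289 in the 3 rescues (Hnrnpu fl/fl Tp53 loxP/loxP). The control group holds 15 cortices of 4 genotypes. Those with 1 floxed Hnrnpu allele had 393 to 450.4 (Tp53 loxP/loxP, n = 4) and 443 to 512 (Tp53 loxP/+, n = 3), and those with none 564 to 726 and 354 to 699 (n = 4 each). The 354 is replicate 3 of Hnrnpu +/+ Tp53 loxP/+, which lies inside the range of the mutants for this gene, while its Hnrnpd and Phlda3 counts, 2337 and 43.6, lie with the controls. Trp53, which codes for p53, follows the Tp53 genotype, with 50.7 to 67.9 in the rescues and 16.4 to 39.2 in the other Tp53 loxP/loxP cortices, against 132 to 206 in the mutants and 99.5 to 184 in the other Tp53 loxP/+ cortices. The libraries count tags at the 3′ end of a gene, which need not lie in a deleted part.

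All cortices carry Emx1 Cre and are from embryonic day 13, and the values are the authors' counts per gene after removal of duplicate molecules. The libraries hold 1706198 to 5771584 counts in the controls, 3052116 to 4245541 in the mutants and 2371136 to 5473780 in the rescues. edgeR, as for the RNA-seq libraries, compared 13678 genes, with a limit of 10 on the mean normalized count. The libraries fall into 2 sets by the share of mitochondrial transcripts. It was 0.174 to 0.303% in the 4 mutants and the 3 Hnrnpu fl/+ Tp53 loxP/+ controls, and 0.0246 to 0.0590% in the 3 rescues and the other 12 controls. Same-set values given beside a result compare the mutant with those 3 controls and the rescue with those 12, a comparison chosen after the values were seen.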

To better understand the transcriptional profile of the rescue phenotype, we conducted 3′-RNA-seq (MARSeq) from the cortices of three groups representing mutant, control, and rescue (Fig. 5A, H and Supplementary Data 3). Whereas the number of DE genes in control versus mutant comparison was 640, in the rescue versus mutant comparison, a mild increase in the number of DE genes was observed (737). 

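Loss of Hnrnpu with 1 Tp53 allele left changed 1239 of 13678 genes against the controls, and 1301 genes differed between the mutant and the rescue. Against the controls 902 genes rose and 337 fell, and against the rescue 1063 were higher in the mutant and 238 lower. The largest rise was in Rn7sk, a small nuclear RNA of RNA polymerase III, from 4.42 ± 3.65 normalized counts in the controls (mean ± SD, n = 15) to 589 ± 281 in the mutant (n = 4), a log2 fold change ± SE of 7.13 ± 0.30 (edgeR adjusted p = 3.4e-14). Spp1, the osteopontin gene, rose from 13.8 ± 9.00 to 701 ± 778 (5.72 ± 0.45, edgeR adjusted p = 2.4e-09), and Lgals3, a lectin of phagocytes, by 4.89 ± 0.40 (edgeR adjusted p = 4.5e-09). Dct, an enzyme of melanin synthesis, fell by 2.59 ± 0.35 (edgeR adjusted p = 6.5e-06).

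Over all 13678 genes, changed or not, the 4 mutants lie outside all 15 controls in 1081 (chance gives 0.0516% of genes) and outside the 3 rescues in 3454 (5.71%). Every mutant library has the high mitochondrial share and every rescue the low one. Against the 3 controls of the same set 1228 genes changed in the mutant when all libraries were fitted by genotype (869 upward), 167 when only these 7 libraries were fitted (128 upward), and 1241 against all controls with the set as a term. Ribosomal transcripts make up 0.116 to 0.205% of the counts in the mutant libraries, above every control (0.0224 to 0.0658%) and every rescue (0.0470 to 0.0512%), so more reads from RNA without a poly(A) tail, such as Rn7sk, are not excluded. Without mutant replicate 2 the mutant had 1890 changed genes against all controls and 2083 against the rescue.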

The DE genes detected in control versus mutant comparison were subjected to GO-term analysis. The same terms found in the RNA-seq mentioned previously were detected. 

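Synaptic and REST target genes rose in the mutant and cell cycle genes fell, as in the Homo RNA-seq libraries. Of 28 presynaptic release genes, 18 rose and 0 fell (24 higher and 1 lower when adjusted over the list alone), and of 23 REST target genes 16 rose and 0 fell (22 higher over the list alone). Syt1 went from 47.9 normalized counts in the controls (n = 15) to 240.5 ± 181 in the mutant (SD, n = 4), a log2 fold change ± SE of 2.34 ± 0.29 (edgeR adjusted p = 2.4e-06), and Sv2b rose as well (2.30 ± 0.23, edgeR adjusted p = 8.3e-08). Of 37 mitosis genes 5 fell (37 lower over the list alone), and of 38 DNA replication genes 2 (37 lower). Aurkb (-1.04 ± 0.17, edgeR adjusted p = 4.4e-05) and Ccnb2, cyclin B2 (-1.17 ± 0.17, edgeR adjusted p = 1.6e-05), were among them.

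The camera adjusted p was 6.0e-06 for presynaptic, 1.5e-07 for REST target, 7.4e-17 for mitosis and 8.3e-15 for replication genes, and with an estimated correlation adjusted p = 0.39, 0.36, 0.27 and 0.27. Against the 3 controls with the same mitochondrial share, none of these genes was called by edgeR, but 22 of 27 presynaptic and 22 of 23 REST target genes were higher, and 18 mitosis and 10 replication genes lower, when adjusted over the list alone (camera adjusted p = 2.9e-06, 3.1e-08, 3.9e-11 and 3.5e-10). The median log2 fold changes of these lists there were 1.61, 1.86, -0.76 and -0.62. Over the 12604 genes tested in both experiments, 529 of the 911 genes higher in Homo were also higher in the mutant (60.6 by chance), and 140 of the 411 lower genes also lower (10.5 by chance).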

Only 148 DE genes were detected in the control versus rescue comparison, suggesting that the expression of many genes was restored. 

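Deleting both Tp53 alleles with Hnrnpu left 391 of 13678 genes changed against the controls, of which 182 rose and 209 fell. Of the 1239 genes changed in the mutant, 89.3% lay nearer to the controls in the rescue, with a median ratio of the log2 fold changes of 0.0595. Between mutant and rescue 58.9% of them were called in the direction of a return. Spp1, at 5.72 in the mutant, had 0.33 ± 0.79 in the rescue (log2 fold change ± SE, edgeR adjusted p = 0.82), and Rn7sk had 1.13 ± 0.57 (edgeR adjusted p = 0.20). Dct returned as well, with 0.28 ± 0.29 (edgeR adjusted p = 0.56). Slc30a10, a manganese transporter gene, did not, at -2.76 ± 0.35 in the mutant and -2.74 ± 0.40 in the rescue (edgeR adjusted p = 3.1e-06 and 5.7e-05), but with the set of equal mitochondrial share as a term the mutant was higher than the rescue by 1.31 (edgeR adjusted p = 0.026).

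Both differences use the same controls and the genes were chosen on 1 of them, so some return is built in: a simulated rescue with the whole change of the mutant has 62.8% of its genes nearer (at most 66.9% in 20 runs). With separate controls for the 2 differences the shares were 90.8 and 90.7%, and 72.1%, with a median ratio of 0.393, for genes called on some of the samples and measured on the others. In fits within the sets of equal mitochondrial share the mutant has 167 changed genes and the rescue 625, and 84.9% of 152 genes lay nearer, with a median ratio of 0.353. With the set as a term in a fit of all libraries the counts were 1241 and 509. From the fewer changed genes the paper proposes that many genes were restored, and no library here has both the mutant genotype and the low mitochondrial share. Without rescue replicate 1 the rescue had 240 changed genes against all controls.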

Notably, the expression of p53 responsive genes was restored in the rescue cortices.

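p53 target genes rose in the mutant and were back near the controls in the rescue. Phlda3, an inhibitor of AKT signalling that p53 activates, had 34.1 ± 15.4 normalized counts in the controls (mean ± SD, n = 15), 442 ± 121 in the mutant (n = 4) and 36.9 ± 7.78 in the rescue (n = 3). Its log2 fold change ± SE against the controls was 3.72 ± 0.23 in the mutant and 0.14 ± 0.34 in the rescue (edgeR adjusted p = 3.4e-11 and 0.82). Cdkn1a, the P21 gene, stood at 239.6 ± 99.7, 1944 ± 404 and 333 ± 127, with 3.03 ± 0.25 in the mutant and 0.47 ± 0.32 in the rescue (edgeR adjusted p = 5.3e-09 and 0.35). Bbc3, the Puma gene, had 2.52 ± 0.17 in the mutant and 0.04 ± 0.23 in the rescue (edgeR adjusted p = 1.3e-10 and 0.93). Ccng1, a cyclin that p53 induces, rose in the mutant (2.89 ± 0.19, edgeR adjusted p = 1.3e-10) and was higher there than in the rescue by 3.01 ± 0.33 (edgeR adjusted p = 1.3e-05). Aen, the nuclease gene, had 2.39 ± 0.14 in the mutant and 0.54 ± 0.18 in the rescue (edgeR adjusted p = 1.8e-11 and 0.046).

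Of 42 p53 target genes, 17 rose and 0 fell in the mutant (31 higher and 2 lower when adjusted over the list alone), and camera gave the list an adjusted p = 2.7e-13, and 1.1e-04 with an estimated correlation. In the rescue none was called by edgeR (5 higher and 1 lower over the list alone, camera adjusted p = 0.56). Between mutant and rescue 14 were higher in the mutant (camera adjusted p = 7.8e-13, 1.4e-04 with an estimated correlation). Against the 3 controls with the same mitochondrial share 12 of 40 rose in the mutant (camera adjusted p = 6.4e-12), with log2 fold changes of 3.02 for Phlda3, 2.55 for Cdkn1a and 2.18 for Bbc3.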

**Fig. 5:**
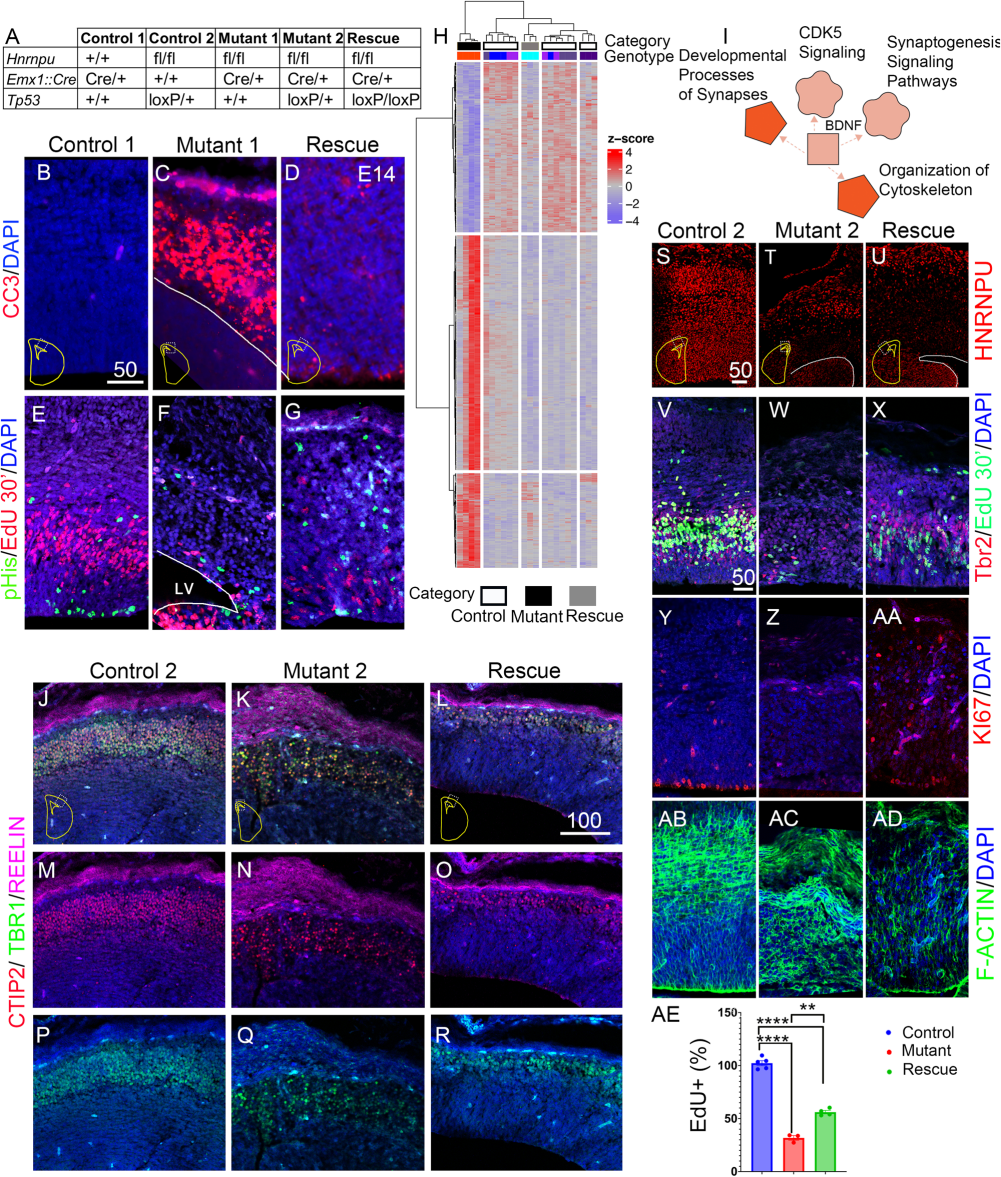
Genetic ablation of *Tp53* reverses cortical loss in *Hnrnpu* mutant embryos. **A** The classification of the three alleles. Accumulation of CC3, Red in control 1 (**B**) and Mutant 1 (**C**). Reduced levels of p53 (CM5, Red) in *Hnrnpu*^*f*l/fl^ Emx1^Cre/+^, with *Tp53*-/- (**D**). **E** pHis, Green, combined with EdU (30 min post-injection, magenta). **F** Mutant brains with reduced signals. EdU and pHis staining in mutant brains with deleted Tp53 (**G**). **H** Hierarchical clustering of 581 genes which show differential gene expression. Heatmap of 581 annotated genes showing differential expression between three categories (Control-white, Mutant-Black, and Rescue-Gray. The Mutant samples (Red) are all homozygous for the floxed *Hnrnpu* allele. The rescue category (gray) includes a single genotype, *Hnrnpu*^fl/fl^ Tp53^loxP/loxP^ (light blue). The “Control” category (white) includes four different genotypes *Hnrnpu*^fl/+^ Tp53^loxP/loxP^ (Blue) *Hnrnpu*^fl/+^ Tp53^loxP/+^ (Purple), *Hnrnpu*^+/+^ Tp53^loxP/loxP^(Gray), and *Hnrnpu*^+/+^Tp53^loxP/+^ (Magenta). **I** Ingenuity pathway analysis of 148 DE genes in rescued brains vs. control (Red- Strong activation, Pink- activation) **J**–**R** Coronal sections of E14 cortices from Control, *Hnrnpu* Mutant 2 carrying a single Tp53 deleted allele and Hnrnpu/Tp53 double mutant, stained for Reelin (Magenta), Tbr1 (Green) and CTIP2 (Red). Single Tp53 allele deletion (Mutant 2), stained with Rabbit N-ter Anti-hnRNP U antibody (Red) in the Control brain section (**S**) and Mutant 2 (**T**) and Rescue (**U**) samples. Tbr2 + (Red) in the VZ and sVZ (**V**), EdU + (Green), mutant cortices (**W**) and rescued brains (**X**). KI67 + in Control (**Y**), Mutant 2 (**Z**), and Rescued embryos (**AA**). Phalloidin 488 (Green) stains F-Actin in Control (**AB**) and mutant sections (Mutant 2, **AC**). F-actin belt (Phalloidin 488, Green) (Control Cortex, **AB**) in the mutant brain (Mutant 2, **AC**) and rescued cortices (**AD**). **AE** Proportion of EdU positive cells ±SEM (30 min pulse) counted in VZ/sVZ of control (blue), mutant (red) and rescued (green) cortices (*n* = 3). Nested *t* test. *P* values Control vs. Mutant *p* < 0.0001, Control vs. Rescue *p* < 0.0001, Mutant vs. Rescue *p* = 0.0067. **p < 0.01, ***p < 0.001, ****p < 0.0001. LV-lateral ventricle⊡ Size bar units are μM. Source data are provided as a Source Data file.

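Microglia and mitosis genes also lay nearer to the controls in the rescue than in the mutant, and presynaptic and REST target genes, higher in the mutant, had medians below the controls in the rescue. C1qa, a complement component, had 52.4 ± 14.1 normalized counts in the controls (mean ± SD, n = 15), 519.9 ± 254 in the mutant (n = 4) and 86.8 ± 4.66 in the rescue (n = 3), with log2 fold changes ± SE of 3.32 ± 0.20 in the mutant and 0.73 ± 0.27 in the rescue (edgeR adjusted p = 3.4e-11 and 0.077). Trem2, a lipid receptor of phagocytes, had 3.83 ± 0.23 in the mutant and 0.88 ± 0.33 in the rescue (edgeR adjusted p = 3.4e-11 and 0.081). Of 14 microglia genes 13 rose in the mutant (14 higher over the list alone, camera adjusted p = 2.4e-15, 0.042 with an estimated correlation), and 0 in the rescue by edgeR, where the camera adjusted p was 9.1e-04 for higher values (0.58 with an estimated correlation).

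Between mutant and rescue, 23 of 28 presynaptic genes (camera adjusted p = 4.6e-11, 0.19 with an estimated correlation), 20 of 23 REST target genes (1.7e-13 and 0.19) and 12 of the microglia genes (8.2e-12 and 0.11) were higher in the mutant. Against the controls the REST target genes of the rescue had a median log2 fold change of -0.73 (2 of 23 fell, camera adjusted p = 4.7e-04, 0.58 with an estimated correlation), and against the 12 controls of the same share 8 of 22 fell (camera adjusted p = 5.0e-05). Stmn2, a neuronal regulator of microtubules, had 1.76 ± 0.21 in the mutant and -0.46 ± 0.28 in the rescue (edgeR adjusted p = 1.5e-06 and 0.28) against the controls. For mitosis genes the camera adjusted p was 4.6e-14 for lower values in the mutant than in the rescue (0.21 with an estimated correlation) and 0.39 between rescue and controls. Top2a had -0.79 ± 0.17 in the mutant and 0.08 ± 0.18 in the rescue (edgeR adjusted p = 8.7e-04 and 0.81). The mutant and the rescue differ in mitochondrial share in every library. Against the controls of the same share 12 of 14 microglia genes rose in the mutant (camera adjusted p = 6.4e-12).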

We observed that the expression of genes in different pathways was more similar to control levels and not only those related to the *Tp53* pathway. This is due to the high level of crosstalk exhibited in the network of pathways. Pathway analysis revealed that the rescue differed from the control in several signaling pathways, including BDNF, synaptogenesis, CDK5, and cytoskeletal organization (Fig. 5I). 

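Several synaptic genes were lower in the rescue than in the controls. Syt7, a calcium sensor of vesicle release, had 26.8 normalized counts in the controls (n = 15) and 5.34 in the rescue (n = 3), a log2 fold change ± SE of -2.25 ± 0.44 (edgeR adjusted p = 0.0016). Snap25, a SNARE of vesicle fusion, and Rab3a, a GTPase of vesicles, fell in the rescue and rose in the mutant, with 1.18 ± 0.30 in the mutant and -1.70 ± 0.45 in the rescue (edgeR adjusted p = 0.0035 and 0.016) for Snap25 and 1.10 ± 0.26 in the mutant and -1.13 ± 0.34 in the rescue (edgeR adjusted p = 0.0017 and 0.031) for Rab3a. Mapk8ip2, a scaffold of JNK signalling, fell from 146 ± 37.6 to 53.2 ± 8.34 (SD) (-1.49 ± 0.28, edgeR adjusted p = 0.0010), and Nlgn3, a neuroligin, fell (-1.36 ± 0.38, edgeR adjusted p = 0.019). Of 28 presynaptic release genes 4 fell and 0 rose (7 lower and 2 higher when adjusted over the list alone), and of 26 postsynaptic scaffold genes 2 fell (6 lower). Their camera adjusted p was 0.0011 and 4.7e-04, and 0.58 and 0.58 with an estimated correlation.

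None of 15 BDNF and CDK5 signalling genes was called by edgeR (1 lower over the list alone, camera adjusted p = 0.042, 0.58 with an estimated correlation). Cdk5r1, the activator of CDK5, had 1.07 ± 0.22 in the mutant and -0.67 ± 0.28 in the rescue (edgeR adjusted p = 5.3e-04 and 0.12), and Ntrk3, a neurotrophin receptor, -0.99 ± 0.21 in the rescue (edgeR adjusted p = 0.0030). Of 25 cytoskeleton and migration genes 1 fell, Stmn1 (-1.27 ± 0.36, edgeR adjusted p = 0.021), which codes for a regulator of microtubules (5 lower and 1 higher over the list alone, camera adjusted p = 0.23). Against the 12 controls with the same mitochondrial share 8 presynaptic, 6 postsynaptic, 3 BDNF and CDK5 and 1 cytoskeleton genes fell (camera adjusted p = 5.0e-05, 5.0e-05, 0.0057 and 0.18). Lists of cell types moved in the rescue too, with medians of 1.18 for choroid plexus and cortical hem, 0.58 for endothelial cells and -0.49 for deep-layer neurons (camera adjusted p = 0.0057, 0.0066 and 0.028, and 0.58, 0.58 and 0.58 with an estimated correlation), so a shift in the make-up of the tissue is not excluded as a source of the lower synaptic genes.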

Non-rescued genes with a differential expression included those involved in RNA splicing (e.g., *Hnrnpu, Hnrnpd, Rbfox1*, and *Rbfox3*). 

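Of the 4 genes named here, 3 were lower in the rescue than in the controls by edgeR and all 4 when adjusted over the list alone. Hnrnpd, which codes for the RNA-binding protein AUF1, had 2586 ± 324 normalized counts in the controls (mean ± SD, n = 15), 1095 ± 203 in the mutant (n = 4) and 1228 ± 36.4 in the rescue (n = 3), with log2 fold changes ± SE of -1.24 ± 0.12 in the mutant and -1.07 ± 0.13 in the rescue (edgeR adjusted p = 3.4e-08 and 5.5e-06). Hnrnpu had -0.96 ± 0.20 in the mutant and -1.12 ± 0.23 in the rescue (edgeR adjusted p = 5.5e-04 and 0.0022). The neuronal splicing regulators go apart between the groups. Rbfox1 had 1.12 ± 0.42 in the mutant and -1.85 ± 0.63 in the rescue (edgeR adjusted p = 0.036 and 0.058), so it is higher in the mutant and lower, short of the limit, in the rescue, and Rbfox3 had 0.40 ± 0.23 in the mutant and -1.07 ± 0.29 in the rescue (edgeR adjusted p = 0.17 and 0.017). Camera gave the 4 genes an adjusted p = 4.7e-04 for lower values in the rescue, and 0.024 with an estimated correlation, and since the study named them on these samples they are not independent evidence.

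Over 43 splicing factor genes of the SR, HNRNP, RBFOX, NOVA and PTBP families 3 fell and 0 rose in the rescue (10 lower and 4 higher over the list alone, camera adjusted p = 0.11). Celf4 and Nova2, splicing regulators of neurons, rose in the mutant and not in the rescue, with 1.40 ± 0.20 in the mutant and -0.72 ± 0.26 in the rescue (edgeR adjusted p = 1.1e-05 and 0.073) for Celf4 and 1.87 ± 0.23 in the mutant and -0.27 ± 0.32 in the rescue (edgeR adjusted p = 2.1e-06 and 0.62) for Nova2. Against the 12 controls with the same mitochondrial share, all 4 named genes fell in the rescue, Rbfox1 by 2.00 (edgeR adjusted p = 0.011).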

Unlike the mutants, the rescued embryos developed a cortical plate with the laminar organization of TBR1 and CTIP2 positive cells, yet its width was not fully restored (Fig. 5J–R). 

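Reln, which codes for the secreted protein reelin, rose in both sets of mutants. In the RNA-seq libraries it had 1831 ± 12.9 normalized counts in WT (mean ± SD, n = 3), 2521 ± 444 in Het (n = 4) and 6909 ± 216 in Homo (n = 3). The log2 fold change ± SE was 1.92 ± 0.13 in Homo and 0.46 ± 0.12, below the limit of 1, in Het (edgeR adjusted p = 2.2e-07 and 0.018). In the MARS-seq libraries it had 167 ± 32.8 in the controls (n = 15), 419 ± 261 in the mutant (n = 4) and 112 ± 46.6 in the rescue (n = 3), with 1.33 ± 0.24 in the mutant and -0.57 ± 0.32 in the rescue (edgeR adjusted p = 1.5e-04 and 0.25). Between mutant and rescue the difference was 1.90 ± 0.38 (edgeR adjusted p = 0.0012).

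Reln is made by Cajal-Retzius cells, and of the list for these cells 6 of 10 genes rose in Homo (7 higher when adjusted over the list alone, camera adjusted p = 4.3e-04, 0.052 with an estimated correlation) and 6 of 9 in the mutant (8, camera adjusted p = 5.3e-05, 0.15). Against the 3 controls with the same mitochondrial share, Reln in the mutant had 1.48 (edgeR adjusted p = 0.11).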

The *Reln* mRNA and its protein product were upregulated in the mutants. The dramatic increase in protein levels was shown in mutated cortices (Fig. 5J, K). This phenotype was corrected in the rescued embryos (Fig. 5L). We observed a restoration of the apical F-actin belt, as well as a significant improvement in the overall actin organization following *Tp53* loss (Fig. 5AB–AD).

Nevertheless, the rescue was partial. The F-Actin alignment in the apical aspect of the VZ was partially reestablished, but the overall actin levels were lower than those in control littermate cortices (Fig. 5AB–AD). The organization of the centrosomes of the radial glia cells at the apical surface was disrupted in the mutant brains and was significantly improved in the rescue sections (Supplementary Fig. 7B–G). In our mouse model, *Hnrnpu* is mutated in *Emx1* positive cells only. To verify that the viable cells in the cortex are deleted, we immunostained the sections with antibodies that recognize the N-terminus of the truncated HNRNPU protein (Fig. 5S–U). The majority of the cortical-plate cells in the sections of the rescued embryos exhibited reduced expression of HNRNPU similar to those seen in the mutant brains, suggesting that the truncated protein is unstable.

We next examined genetic means to lessen the observed cell death in neurosphere cultures. In addition to manipulating the levels of P53 either by CRISPR-mediated deletion of *Tp53* or by ectopic expression of exon 3-containing *Mdm2*, we also tested CRISPR-mediated deletion of *Srsf3* (Fig. 6A–D). SR (serine/arginine-rich) splicing factors (SRSF) generally oppose HNRNPs with exon skipping and exon retention^63,64^. 

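Srsf3, which codes for a splicing factor of the SR family, is expressed in every group and was called in none. In the RNA-seq libraries it had 3945 ± 352 normalized counts in WT (mean ± SD, n = 3), 3580 ± 219 in Het (n = 4) and 3416 ± 151 in Homo (n = 3). Its log2 fold change ± SE was -0.21 ± 0.10 in Homo and -0.14 ± 0.09 in Het (edgeR adjusted p = 0.11 and 0.33). The MARS-seq libraries held 3436 ± 355 in the controls (n = 15), 2666 ± 559 in the mutant (n = 4) and 3248 ± 265 in the rescue (n = 3), with -0.37 ± 0.11 in the mutant and -0.08 ± 0.12 in the rescue (edgeR adjusted p = 0.0078 and 0.68).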

Among the different SRSF proteins, we targeted SRSF3 because i) high levels of *Srsf3* expression were detected in our RNA-seq data; ii) depletion of SRSF3 promoted the inclusion of *SMN2* exon 7^65^, where the exclusion of this exon is dependent on HNRNPU^33^. Indeed, *Srsf3* deletion was an effective means to circumvent Hnrnpu CRISPR-mediated deletion outcomes. The reduced SRSF3 protein level in the absence of HNRNPU restored the ratio of *Mdm2* exon 3 inclusion to wildtype levels and reverted the size of the neurospheres (Fig. 6A–D). 

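Cytoskeleton genes changed in Homo, most of them upward. Mapt, which codes for the microtubule protein tau, went from 659.6 ± 127 normalized counts in WT (mean ± SD, n = 3) to 3601 ± 252 in Homo (n = 3), a log2 fold change ± SE of 2.44 ± 0.15 (edgeR adjusted p = 1.8e-07). Dcx, the doublecortin gene of migrating neurons, rose (1.16 ± 0.16, edgeR adjusted p = 7.3e-05), and Nde1, a dynein partner of dividing progenitors, fell (-1.13 ± 0.10, edgeR adjusted p = 1.1e-06). Of 25 cytoskeleton and migration genes 3 rose and 1 fell (15 higher and 2 lower when adjusted over the list alone), and camera gave the list an adjusted p = 8.6e-05, and 0.088 with an estimated correlation. In Het, Dcx had 0.91 ± 0.16 and was not called (edgeR adjusted p = 0.0025). In the MARS-seq libraries Mapt had 2.52 ± 0.32 in the mutant and -0.94 ± 0.45 in the rescue (edgeR adjusted p = 2.8e-06 and 0.17) against the controls.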

Further, *Hnrnpu’s* deletion affected genes implicated in cell migration and movement as well as the cytoskeleton, all of which are crucial for proper neuronal migration (Fig. 3B). We tested the effect of *Hnrnpu* deletion by in utero electroporation on neuronal migration. *In utero* delivery of *Hnrnpu* sgRNA effectively reduced HNRNPU protein levels as estimated by staining plated cortical neurons. A small yet significant reduction of Srsf3 was also noted (Supplementary Fig. 8). Four days post electroporation, the treated cells were primarily negative for Cleaved Caspase 3 (Supplementary Fig. 9). The radial migration of pyramidal neurons born at E14 to layers II–IV was mildly impaired following CRISPR/CAS9 sgRNA targeting *Hnrnpu* and more severely affected when *Srsf3* was targeted (Fig. 6E, F). In utero delivery of a combination of sgRNAs targeting both *Srsf3* and *Hnrnpu* resulted in a comparable reduction of both proteins (Supplementary Fig. 10). The combined deletion of both RNA-binding proteins completely rescued the migration to the cortical plate in four out of five bins (Fig. 6E, F). Collectively, our data indicate that modulation of RNA splicing can reverse both impaired cell viability and neuronal migration resulting from HNRNPU loss of function.

**Fig. 6:**
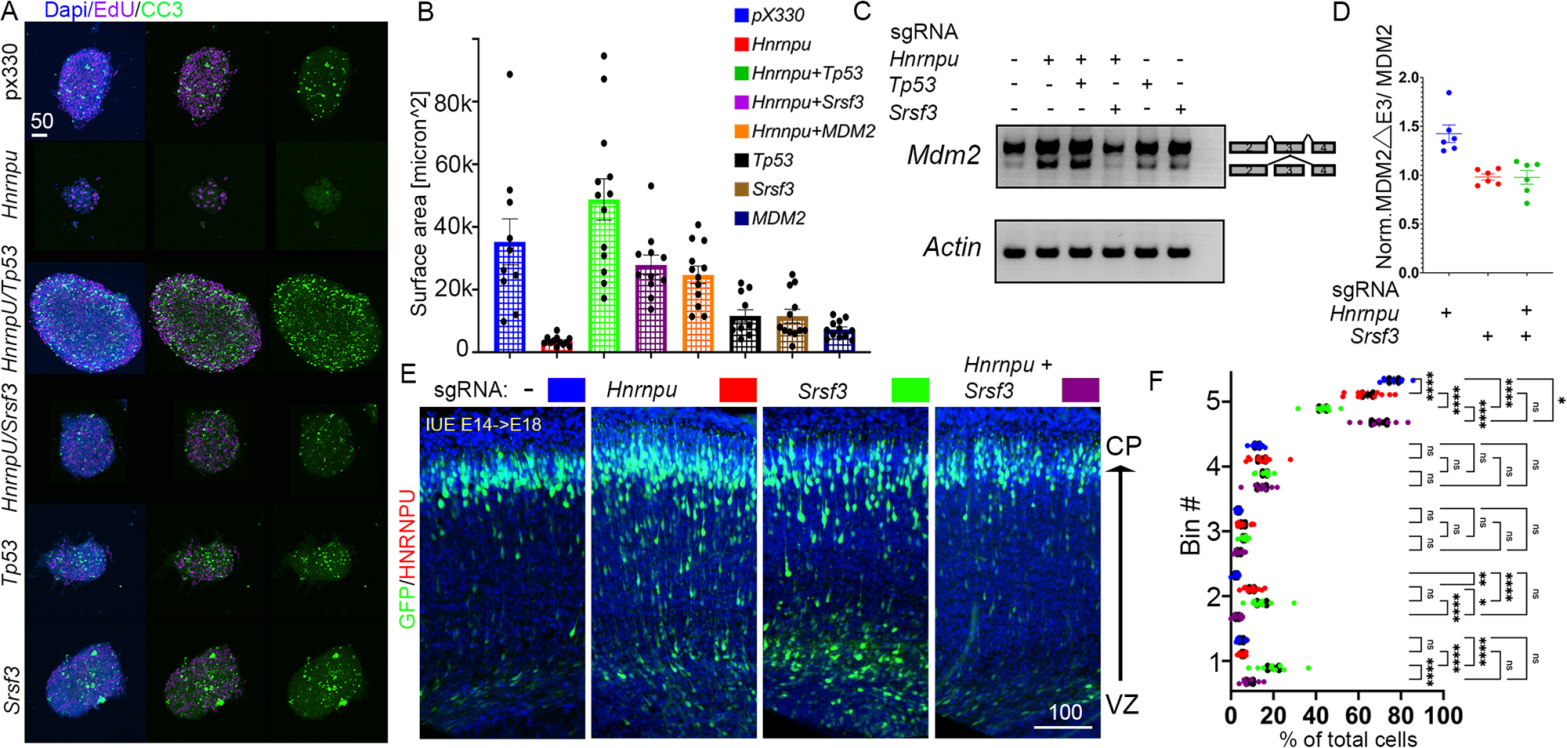
*Srsf3* downregulation compensates for HNRNPU loss of activity. **A** Images of E14 derived mouse cortex neurospheres electroporated with either px330 (CRISPR/CAS9 Control plasmid) or with two sgRNA sequences, for either *Hnrnpu*, *Tp53*, or *Srsf3*. When genes are targeted (*Hnrnpu* and *Tp53* or *Hrnrnpu* and *Srsf3*), neurospheres grow to large sizes (DAPI, Blue) and incorporate EdU (Magenta) despite the accumulation of activated Caspase 3 (CC3, green). **B** Quantification of the size of neurospheres, two days post electroporation treated with the indicated combination of CRISPR/CAS9 sgRNA’s or overexpressing MDM2. Px330, *n* = 10 *Hnrnpu* sgRNA *n* = 12 *Hnrnpu* + *Tp53* sgRNA *n* = 13 *Hnrnpu* + srsf3 sgRNA *n* = 11 *Hnrnpu* sgRNA +MDM2 *n* = 12 Tp53 sgRNA *n* = 11 *Srsf3* sgRNA *n* = 12 MDM2 *n* = 12. Error bars ±SE. Analysis was done using ordinary one-way ANOVA with Dunnett’s multiple comparisons test. **C** Splice variants sensitive PCR of cDNA prepared from treated neurospheres (depicted in panels A and B) shows correction of the over-representation of MDM2 Exon 3 skipping splice variant (300 bp vs. 250 pb, actin band size: 150 bp). One-way ANOVA with Dunnett’s multiple comparison test. Adjusted *p* values vs. control: *Hnrnpu* < 0.0001, *Hnrnpu*+*Tp53*, *Hnrnpu*+ *Srsf3* NS, *Hnnrpu* + *MDM2* NS, *Tp53* *p* = 0.0007, *Srsf3* *p* = 0.0005, *MDM2* *p* < 0.0001. Error bars (±SEM). **D** qPCR of the relative abundance of MDM2 isoforms in cultured Neurospheres (NS). Graphs depicted transcript levels, compared to control (p x 330, no sgRNA) of MDM2 splice variants (MDM2 lacking exon 3 (MDM2ΔE3)/MDM2 with retained E3 (MDM2) in NS treated with the indicated combination of CRISPR/CAS9 sgRNA’s, *n* = 6. Error bars (±SEM) are indicated. Coronal sections (60 μM) shows the location of radially migrating cortical neurons electroporated with the control plasmid (blue), *Hnrnpu* sgRNA (red), *Srsf3* sgRNA (green), both genes (purple). **E**, **F** Distribution GFP + cells (%) in five horizontal bins across the cortex width (1 the most apical), Averages, and error bars (±SEM). VZ-Ventricular Zone, CP-cortical plate. Three biological repeats were used; 2–4 70 μM thick slices of comparable position were analyzed of each electroporated brain. Control *n* = 8, *Hnrnpu* sgRNA *n* = 11, *Srsf3* sgRNA *n* = 9, *Srsf3* + *Hnrnpu* sgRNA *n* = 7. Analysis was done using two-way ANOVA with Tukey’s multiple comparisons test. *P* values: **p < 0.01, ***p < 0.001, ****p < 0.0001, ns non significant. Source data are provided as a Source Data file.

## Discussion

*Hnrnpu’s* truncation in the developing telencephalon using *Emx1-*driven Cre recombinase resulted in protein loss, massive cell death, and elimination of the cerebral cortex at an early postnatal stage. Neural progenitors and postmitotic neurons were vulnerable to loss of function of the HNRNPU protein. Nevertheless, our data do not rule out the possibility that a broader range of cell types contributes to the dramatic cortical loss following Cre activation in Emx1 expressing cells. Based on the different cell death dynamics that we observed in vitro using CAG, Tbr2, or Ta1 promoter-driven HNRNPU truncation, we postulate cell-specific sensitivity to HNRNPU loss of function may exist. This could partly reflect the relatively high expression of several anti-apoptotic genes in postmitotic neurons. 

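All 3 genes are expressed in the cortex, and Bcl2l12 fell with loss of Hnrnpu. Mcl1, an inhibitor of cell death, had 1390 ± 67.6 normalized counts in WT (mean ± SD, n = 3), 1227 ± 72.9 in Het (n = 4) and 1368 ± 62.1 in Homo (n = 3). Bcl2l1, which codes for BCL-XL, had 827 ± 64.9, 668 ± 40.8 and 1140 ± 106, and Bcl2l12, another relative of BCL2, 281 ± 12.1, 208 ± 27.7 and 134 ± 18.4. The log2 fold change ± SE in Homo was -0.02 ± 0.08 for Mcl1, 0.46 ± 0.09 for Bcl2l1 and -1.07 ± 0.15 for Bcl2l12 (edgeR adjusted p = 0.85, 0.0013 and 6.2e-05). In Het no gene of the 3 was called (edgeR adjusted p = 0.14, 0.038 and 0.056). In the MARS-seq libraries Bcl2l12 had -1.64 ± 0.34 in the mutant and -0.50 ± 0.34 in the rescue (edgeR adjusted p = 5.4e-04 and 0.34), Bcl2l1 0.62 ± 0.11 in the mutant and -0.10 ± 0.13 in the rescue (edgeR adjusted p = 9.0e-05 and 0.62) and Mcl1 -0.33 ± 0.09 in the mutant and -0.77 ± 0.10 in the rescue (edgeR adjusted p = 0.0039 and 1.8e-05). Against the 3 controls with the same mitochondrial share, Bcl2l12 in the mutant had -1.37 (edgeR adjusted p = 0.074).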

*Bcl2l1, Mcl1*, and *Bcl2l12* were highly expressed in the RNA-seq data. The consequences of crossing the same mouse model with other Cre recombinase lines also demonstrated cell-type-specific sensitivity. A constitutive deletion using a germ-line-expressing *Sox2*-Cre line did not result in viable offspring^34^, confirming previous findings^14^. The genomic deletion of *Hnrnpu* in cardiomyocytes and skeletal muscle using muscle creatine kinase-Cre (*Ckmm*-Cre) resulted in lethal dilated cardiomyopathy at P14^34^. In the same study, mouse lethality at P10 was observed using a cardiomyocyte-specific Cre line, cardiac myosin heavy chain-α Cre (*Myh6*-Cre)^34^. Compared to our findings, apoptosis was only slightly increased in the *Hnrnpu* mutant hearts. Gene expression analysis from P14 hearts detected 734 DE genes, and similar to our results, more genes were upregulated (438) than downregulated (296). Comparison analysis of both data sets detected the highest scoring gene signature, “Organismal death”. 

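In the cortex libraries Efnb3, the ephrin B3 gene, had 371 ± 92.1 normalized counts in WT (mean ± SD, n = 3), 242 ± 34.5 in Het (n = 4) and 734 ± 96.1 in Homo (n = 3). Its log2 fold change ± SE was 0.97 ± 0.16 in Homo and -0.62 ± 0.17 in Het (edgeR adjusted p = 2.7e-04 and 0.023), both short of the limit of 1. Ephb3, a receptor for B-type ephrins, had 139 ± 14.0, 103 ± 25.6 and 139.9 ± 26.2, with 0.01 ± 0.20 in Homo and -0.40 ± 0.20 in Het (edgeR adjusted p = 0.97 and 0.19). Heart samples were not used here.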

Several common DE genes included ephrinB3, and its receptor EphB3, which have been implicated in cell survival, axonal pathfinding, and neuronal migration and were also involved in heart development^66–75^. Other common DE genes included subunits of glutamate receptors, channels, and transporters, which may contribute to neuronal hyperexcitability.

The expression of several genes was abnormal in our heterozygous mice, consistent with the epilepsy phenotypes detected in patients. 

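Channel, receptor and neuronal transcription factor genes were among those that rose in Het. Kcnn2, a calcium-activated potassium channel, had a log2 fold change ± SE of 1.42 ± 0.21 (edgeR adjusted p = 0.0013), and Kcnj3, an inward rectifier, 1.17 ± 0.20 (edgeR adjusted p = 0.0027). Stx1b, a syntaxin of the synapse, rose too (1.10 ± 0.16, edgeR adjusted p = 0.0013). Of 14 deep-layer neuron genes 4 rose and 0 fell (11 higher and 1 lower when adjusted over the list alone), and camera gave the list an adjusted p = 2.0e-05, and 0.31 with an estimated correlation. Among them were the transcription factors Bcl11b (1.31 ± 0.14, edgeR adjusted p = 3.3e-04) and Sox5 (1.12 ± 0.16, edgeR adjusted p = 0.0011). Satb2, a transcription factor of upper-layer neurons, rose as well (1.61 ± 0.27, edgeR adjusted p = 0.0026).

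The largest change in Het was in Xist, the RNA that silences an X chromosome, at 5.70 ± 1.06 normalized counts in WT (mean ± SD, n = 3) and 6024 ± 4184 in Het (n = 4). Embryos of both sexes were used in the study, so the groups can differ in their number of females. The difference in Xist can come from the sex of the embryos and need not reflect the loss of 1 Hnrnpu allele. Hbb-bh1, an embryonic globin, fell (-2.95 ± 0.53, edgeR adjusted p = 0.0034). Lists of other cells were lower in Het, with medians of -0.61 for choroid plexus and cortical hem and -0.90 for erythroid cells (2 of 14 and 4 of 10 fell, camera adjusted p = 0.0077 and 0.042, and 0.62 and 0.62 with an estimated correlation), so the cortices can differ in the make-up of the tissue. With genes on chromosomes X and Y left out, 239 genes changed in Het, and with ribosomal transcripts left out 248. The share of ribosomal transcripts was higher in every Het library than in WT.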

The common DE genes in these two mouse models included a signature of the *Tp53* pathway activation and negative regulation of G1/S transition. Using the human skeletal actin promoter (HSA-Cre), a skeletal muscle-specific deletion did not affect the development and early postnatal growth. Still, it resulted in severe adult-onset myopathy^76^. Changes in gene expression were also noted in this study.

Our mouse model expressed reduced levels of a truncated protein, which was hardly detectable in mutant and rescued brains, suggesting protein instability. This truncated protein was designed to include chromatin/DNA binding domains (through the N-terminal SAP domain) but lacked the RNA binding motifs^77^. Notably, RNA-binding proteins can also regulate gene expression^64,78^. Although HNRNPU’s role in splicing is well known, its targets in the developing brain are poorly defined^33–35,76,79^. The role of HNRNPU in RNA splicing depends on the spatial and temporal context. We found that most LSV involved skipped exons (88%), similar to the adult muscle (74%)^76^. However, in the developing heart, the fraction of retained introns was higher (40%) than that of skipped exons (35%)^34^. Pathway analysis of the differentially spliced genes indicated the involvement of HNRNPU in regulating the cytoskeleton and synapse formation. One alternatively spliced gene is *Dynactin-1*, which co-regulates the activity of the molecular motor cytoplasmic dynein with LIS1 and is critical in neuronal migration^80–82^. The alternatively spliced exon regulates the interaction between Dynactin-1 and microtubules^83^.

We then focused on the role of TP53 in the death of cultured progenitors and on the complete loss of cortical structures in vivo; both events of transcriptional regulation and alternative splicing resulted in further activation of the pathway. Applying different cell-death inhibitors (e.g., Caspase, TP53, necroptosis inhibitors) rescued neurospheres’ growth. In vivo, we inactivated the TP53-dependent cell death by crossing the mice with a floxed allele of *Tp53*. This genetic manipulation enabled cortical formation, increased progenitors proliferating, and partially restored the expression of layer markers. Overall, the cortices displayed mended organization and considerably improved centrosomal localization. 

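Compared with controls of their own Tp53 genotype, the rescue has fewer changed genes than the mutant. Against Hnrnpu +/+ Tp53 loxP/+ (n = 4) 1437 genes changed in the mutant (n = 4), 1003 upward, and against Hnrnpu +/+ Tp53 loxP/loxP (n = 4) 433 changed in the rescue (n = 3), 204 upward, by edgeR with the limits of the main comparisons. Some genes changed alike in both. Gpr137c, an orphan receptor, had log2 fold changes ± SE of 2.47 ± 0.23 in the mutant and 3.02 ± 0.23 in the rescue (edgeR adjusted p = 2.4e-08 and 1.2e-08) against all controls, and Gemin4, a subunit of the SMN complex, 2.51 ± 0.21 in the mutant and 2.88 ± 0.22 in the rescue (edgeR adjusted p = 6.8e-09 and 1.2e-08). Trp53rkb, which codes for a kinase that acts on p53, had 2.09 ± 0.15 in the mutant and 2.50 ± 0.16 in the rescue (edgeR adjusted p = 6.4e-10 and 7.8e-10). Neurog1, a proneural transcription factor, was lower in both, with -1.29 ± 0.19 in the mutant and -1.38 ± 0.22 in the rescue (edgeR adjusted p = 1.8e-05 and 1.6e-04), and Sypl2, a membrane protein related to synaptophysin, had -3.44 ± 0.42 in the mutant and -2.84 ± 0.44 in the rescue (edgeR adjusted p = 1.9e-06 and 1.2e-04). Sstr2, a somatostatin receptor, fell in the rescue and was not called in the mutant, with -0.74 ± 0.21 in the mutant and -1.80 ± 0.27 in the rescue (edgeR adjusted p = 0.0079 and 7.1e-05). The mutant and the matched Hnrnpu +/+ controls differ in mitochondrial share, the rescue and its matched controls do not. Without rescue replicate 1 the rescue count was 281.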

Gene expression revealed a higher similarity between the rescued mice and the control ones, although the rescued cortices were abnormal. Ectopic positions of mitotic cells, actin organization, and cortical plate width were not restored to normal parameters. Of interest, it is possible to note that mutations in *Tp73*, a member of the TP53 protein family, affect airway motile cilia and cause lissencephaly^84^.

HNRNPU is a centrosomal protein, and apoptosis has also been observed in case of mutations in other centrosomal proteins, yet not to the extent of the loss of the telencephalon^85–88^. Cell death occurred after conditional *Sas4* knockout or either *Cep63* or *Cpap* knockout^85–87^. When these mice were crossed with *Tp53-/-*, microcephaly was eliminated, yet, the mitotic cells were displaced. Crossing *Tp53-/-* with mice overexpressing PLK4 resulted in a partial rescue of brain size^88^. *Hnrnpu’s* deletion in mitotic cells caused changes in upstream regulators of TP53 leading to the pathway’s activation. However, the partial rescue observed suggests that in addition to TP53, other death pathways are activated.

We then considered ameliorating the observed phenotype by additional genetic means. In neurospheres, the co-deletion of *Tp53* and *Hnrnpu* significantly increased their size. Similarly, introducing an *MDM2*-expressing plasmid containing exon 3 significantly increased the size of the neurospheres, yet not to control levels. Impressively, the co-deletion of *Srsf3* and *Hnrnpu* resulted in neurospheres that were similar to controls. This treatment also partially corrected the splicing defect of *Mdm2*, reversing the ratio between the MDM2 splice variants to nearly control levels, namely, the higher relative abundance of the inclusion of E3 and possibly more efficient ubiquitination of P53. Using the same approach, we were able to reverse neuronal migration delays caused by HNRNPU loss of function. The expression and splicing of multiple genes are likely affected following the reduction of HNRNPU and SRSF3. At present, we do not have a comprehensive molecular analysis to explain the observed rescue phenotypes fully. Collectively, our data suggest that HNRNPU regulates splicing, which is critical for brain development.

## Methods

### Ethical regulations

All animal work included in the manuscript is covered by accepted IACUC protocols. Animal protocols were approved by the Weizmann Institute Institutional Animal Care and Use Committee.

### Animal studies

The mice were kept in the animal facility at a temperature of 22 °C ± 1 °C, 50% ± 10% humidity, and a 12 h light/dark cycle.

Conditional *Hnrnpu* allele received from Prof. Maniatis^34^.

Emx1-Cre B6.129S2-Emx1tm1(Cre)Krj/J Stock No: 005628, The Jackson Laboratory.

*Tp53* ^*LoxP/LoxP*^ (Marino et al.,^89^). http://genesdev.cshlp.org/content/14/8/994.long.

UBC-Cre-ERT2 B6.Cg-*Ndor1*^*Tg(UBC-Cre/ERT2)1Ejb*^/1J Stock No: 007001, The Jackson Laboratory Hsd:ICR(CD1) ENVIGO (Harlan). The study used both sexes; ages are indicated in each figure legend.

#### Software and algorithms

Imaris software 9.5.1 (Bitplane, Zurich, Switzerland) (RRID:SCR_007370)

GraphPad Prism 9, GraphPad Software, La Jolla California USA, www.graphpad.com.

##### Statistics and reproducibility

All Immunohistochemistry experiments were conducted on at least three different animals of each genotype that were collected throughout the study. In utero electroporation for migration and lineage tracing studies were done on multiple pregnant females, and a minimum of three brains were used for statistical analysis. Variant sensitive PCR experiments were performed in three biological repeats and two technical repeats. Gels were processed in parallel.

##### Neurospheres (NS) preparation and electroporation

Cortices of E13 or E14 embryos were dissected in oxygenated dissection media (cold L15 supplemented with Glucose (0.6%)). After meninges removal, the cortices were mechanically dissociated and immediately plated in low adherence plates in NeuroBasal media containing B27 (×1) GlutaMAX (×1) Gentamicin (25 μg/ml), EGF (20 ng/ml), bFGF (20 ng/ml), and Heparin (2 μg/ml). After 2 days, NS were dissociated with Accutase, washed with OptiMEM, and mixed with a DNA solution (4 μg of each pX330 CRISPR/CAS9 plasmid, 1 μg of CAG::GFP or CAG::dsRed, 4 μg of MDM2 cDNA, as indicated in each experiment). Dissociated cells (1–2 × 10^6^) were electroporated in 2 mm cuvettes in Nepa21 Electroporator (poring parameters: 2 × 150 V, 3 ms long pulses, with a 50 ms interval and 10% decay rate. Transfer: 5 × 20 V pulses, 50 ms long, with 50 ms intervals and 40% decay rate). To obtain adherent NS, a growth factor depleted media (otherwise identical to that described) was used to plate the NS on PLL/Laminin coated cover glass for 1 h. For scRNA seq, neurospheres were prepared from E13 ICR cortices cultured for 2 days in the presence of EGF (20 ng/ml), bFGF (20 ng/ml), and Heparin (2μg/ml). Neurospheres were dissociated using Accutase and electroporated with a DNA mixture containing 4 μg of pX330 CRISPR/CAS9 Hnrnpu Guide A, 4 μg of pX330 CRISPR/CAS9 Guide B, and 1 μg of CAG::GFP. Cells were collected 24 h post electroporation, dissociated using Accutase, and passed through a 40-micron strainer. As estimated by cell count, 40% of the dissociated cells were GFP positive, and 90% were viable.

##### Imaging flow cytometry

Cortical neurospheres were prepared from E14 mouse embryos and were cultured for 2 days in vitro. Edu (10 μM) was added to the media 30 min before dissociation and fixation of the cells.

Fixed (4% PFA) and permeabilized cells were labeled with Edu-Click 488 flow cytometry kit (Alexa Flour 488 azide) and later stained with Rabbit N-ter anti-hnRNP U antibody, Abcam, and anti-Rabbit Alexa 647 and DAPI. Cells were imaged using a multispectral IFC (ImageStreamX mark II imaging flow-cytometer: Amnis Corp, Seattle, WA, part of Luminex, Tx). Lasers used were 405 nm (70 mW), 488 nm (40 mW), 561 nm (200 mW), 642 nm (20 mW) and for side scatter 785 nm (5mW), and the lens used was 40×. Channels used were Ch01 (Bright-field), Ch02 (EDU), Ch06 (Side scatter), Ch07 (DAPI), Ch09 (Bright-filed of camera 2) and Ch11 (hnRNPU). At least 5 × 10^4^ cells were collected from each sample, and data were analyzed using the manufacturer’s image analysis software (IDEAS 6.2; Amnis Corp). Cells were gated for single cells, using the area (the number of microns squared in a mask) and aspect ratio (the Minor Axis divided by the Major Axis) features on the bright-field channel. Focused cells were selected using the Gradient RMS feature and contrast features (measures the sharpness quality of an image by detecting large changes of pixel values in the image) on the bright-field image. Cropped cells were further eliminated by plotting the cell area of the bright field image against the Centroid X feature (the number of pixels in the horizontal axis from the left corner of the image to the center of the cell mask). The cell cycle was determined using the intensity (the sum of the background-subtracted pixel values within the masked area of the image) of the DAPI staining (Channel 7). Cells in the S-phase were further verified by plotting the EdU intensity (Channel 2) vs. DAPI intensity. Mitotic cells were identified by plotting the Bright Detail Intensity (the intensity of localized bright spots that are 3 pixels in radius or less within the masked area in the image, with the local background around the spots removed) against the area of the top 50% highest intensity staining (using the Threshold_50 mask), of the DAPI channel. As the DNA is more condensed, mitotic cells could be identified by high bright detail intensity and low Area Threshold values. The co-localization of HNRNPU with the nuclear image (DAPI) was calculated using the Similarity feature (log-transformed Pearson’s Correlation Coefficient between the two images). Values above 1.5 indicate co-localization.

##### Ex utero primary cultures time-lapse imaging

E13 embryos were removed from the uterus to a cold dissection media. Each embryo was injected with a DNA mix containing Cre expressing plasmid (1 μg) and a dual-color reporter (CAG::Stoplight, 1 μg). Electroporation parameters were identical to those used for in utero electroporation, described below, except for the former done bilaterally. Immediately after electroporation, the brains were mechanically dissociated and plated on PLL/laminin-coated glass. Time-lapse imaging was done 24 h post-plating, for 5 h, on a Leica DMi8 with an Andor Dragonfly 202, spinning disk confocal.

##### Construction of bulk MARS-seq libraries

Mouse embryo cortices (E13) were carefully dissected snap-frozen in liquid nitrogen until RNA was simultaneously extracted from 3 to 4 embryos of each genotype. Bulk MARS-seq libraries were produced from 50 ng of total RNA as previously described^90^. Libraries were then sequenced with a 75 bp single-end read on the Illumina Nextseq500 platform.

##### Construction of single-cell RNAseq

The 10× Genomics^©^ Chromium system was used to capture 5000 single cells. The sequencing library was generated using the 10× Genomics© Single Cell 3′ Solution kit and subjected to Illumina sequencing (NextSeq 500/550 High Output Kit v2.0 75 Cycles).

##### Computational methods

RNAseq and MARseq samples were analyzed using the UTAP pipeline^91^. Briefly, sequenced reads were trimmed with cutadapt^92^ and were mapped to GRCh37/hg38 reference genome with STAR^93^ v2.4.2a with the following parameters alignEndsType EndToEnd, outFilterMismatchNoverLmax 0.05, alignSoftClipAtReferenceEnds No. The MARseq gene quantification of the most 3′ 1000 bp of each gene was performed using HTSeq-count^94^ in union mode while marking UMI duplicates (in-house script and HTSeq-count). For the RNA-seq samples, we used the gene count of STAR. The pipeline further applied DESeq2^95^ with the parameters: betaPrior=True, cooksCutoff=FALSE, and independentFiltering=FALSE for normalization and testing for differential expression. Raw *p* values were adjusted for multiple testing using Benjamini and Hochberg procedure^96^. Genes with base mean > 10, log2FC > 1 and padj <0.05 were considered as differentially expressed.

The differential splicing variations were analyzed using the default parameters with MAJIQ^43,97^ using the default parameters. Events were considered significantly different using deltaPSI > =0.20, as recommended by the authors.

Functional enrichment was performed with QIAGEN Ingenuity Pathway Analysis IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA)^98^, WebGestalt^44^, and GeneAnalytics^99^.

For the single-cell RNAseq data alignment, quantitation and aggregation of sample count matrices were performed using the 10× Genomics Cell Ranger 2.0.0. 10× Genomics Loupe software was used for data visualization. Libraries prepared from both sexes were included as our data indicated that sex-bias in gene expression was neglectable compared to the genotype effect.

##### Organotypic slice cultures

*Hnrnpu*^fl/fl^ or ICR mice were mated with identical genotypes and electroporated in utero at E13. The DNA mix injected into the ventricles contained 1.5ug of CAG::Cre-ERT2 and 1 μg/ul of the dual Cre reporter (CAG Spotlight reporter, CAG::SL, carrying a constitutively expressed floxed ZsGreen whose removal allows the expression of a mCherry). One day later (E14), the brains were removed from the embryos and kept in oxygenated cold L15 supplemented with Glucose (0.6%), embedded in 3.5% Agarose, and sliced on a Leica Vibrotome into 300uM thick slices. The slices were placed on membrane inserts (millicell, 0.4 μm, Millipore) and placed on MEM:HBSS (1:1) supplemented with 25% Hours Serum, 4.5 mg/ml Glucose, and Penicillin-Streptomycin. Tamoxifen (1 mM) or DMSO were added to the media. Slices were embedded on a glass-bottom plate in 50% Matrigel: Media for imaging. Imaging was carried out in a spinning disk confocal microscope based on an OLYMPUS IX83 inverted microscope, VisiScope CSU-W1-T1 confocal system (Visitron Systems, Germany), and an sCMOS 4.2 MPixel camera.

##### In utero electroporation (IUE) and primary cultures

ICR mice at 14 d after gestation were anesthetized with 10% ketamine/20 mg/ml xylazine (1/10 mixture, 0.01 μl/g of body weight, i.p.). The uterine horns were exposed, and plasmids mixed with Fast Green (2 μg/μl; Sigma) were microinjected by mouth pipette through the uterus into the lateral ventricles of embryos by pulled glass capillaries (Sutter Instrument). Electroporation was accomplished by discharging five 35 mV, 50-ms-long pulses with 950 ms intervals generated by a NepaGene electroporator. The pulses were delivered using 10-mm-diameter platinum-plated tweezer electrodes (Protech International) situated at either side of the head of each embryo through the uterus. Animals were killed 4 days after electroporation. Embryos were perfused (4% paraformaldehyde), and their brains were removed. For migration assays, E14 embryos were intraventricularly injected with 6 μg px330 CRISPR/CAS9 or px330 CRISPR/CAS9—sgRNA’s (two sequences targeting each gene of choice and 1 μg of CAG::GFP. For lineage tracing, electroporation was done at E14 with either or control px330 plasmid or CRISPR/CAS9 *Hnnrpu* sgRNAs together with an episomal CAG::GFP and an artificial transposon (pB CAG::DsRed)- transposase (pBASE). For radial migration analysis, four days post IUE, embryos were perfused intracardiacally with cold 4% PFA-PBS; brains were then removed and postfixed ON. Processing of P21 brains was done following transcardial perfusing. After washing, fixed brains were embedded in 3.5% low melting agarose and sectioned to 60 μM thick slices using Leica VT1000 S vibrating blade microtome. The sections were mounted to a microscope slide, stained with DAPI, and mounted in ProLong Gold Antifade Mountant (Invitrogen). To assess the changes in protein expression, brains were removed from the embryos, and GFP expressing cortical tissue was dissected, enzymatically dissociated in a Neural Tissue Dissociation kit (P) using gentleMACS™ Dissociator, Milteny. Dissociated cultures were plated on PLL/laminin-coated glass and kept in culture in MEM, 0.6% Glucose, GlutaMAX (×1), 5% Horse Serum (HS), 5% Fetal calf serum (FCS), and Gentamycin. After 2 days, the primary cultures were fixed, stained with antibodies of choice, and imaged on Leica DMi8 with an Andor Dragonfly 202, spinning disk confocal.

##### Click chemistry

EdU solution (PBS) was delivered by Intraperitoneal injection to pregnant dames (0.05 mg EdU per g body weight). Half an hour to an hour post-injection (as indicated), embryos were harvested fixed in 4% PFA overnight for further processing. Alternatively, the final concentration of 1 mM of EdU dissolved in DMSO was added to the media in which Neurospheres (NS) were cultured. Cryo-sections or glass adherent NS, were treated with DNase (0.03 U/μl) for 15 min, and blocked for 30 min with blocking solution (PBS 0.1% Triton x-100, 10% Horse Serum (HS), 10% FCS). Sections were later immersed for 30 min in Click reaction mix (PBS containing 100 mM Tris-HCl, pH 8.5, 1 mM CuSo4 2.5 μM Cy3-Azide or Cy5-Azide, and 100 mM Ascorbic acid). Samples were washed before further immunohistochemical analysis.

Additional information can be found in the Supplementary information tables. Supplementary information table 1: primary antibodies list. Supplementary information table 2: secondary antibodies list. Supplementary information table 3: chemical list. Supplementary information table 4: media. Supplementary information table 5: kits. Supplementary information table 6-: oligonucleotides. Supplementary information table 7: recombinant DNA. Supplementary information table 8: softwares.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary movie 1

Supplementary movie 2

Supplementary movie 3

Supplementary movie 4

Reporting Summary

## Data Availability

Source data are provided in this paper. The RNA-seq data generated in this study have been deposited in the NCBI GEO database under accession code GSE181527. The additional data generated in this study are provided in the Supplementary Information/Source Data file. Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Orly Reiner (). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Heterogeneous nuclear ribonucleoprotein U (HNRNPU) safeguards the developing mouse cortex
**Source:** Nat Commun. 2022 Jul 21;13:4209. doi: 10.1038/s41467-022-31752-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures

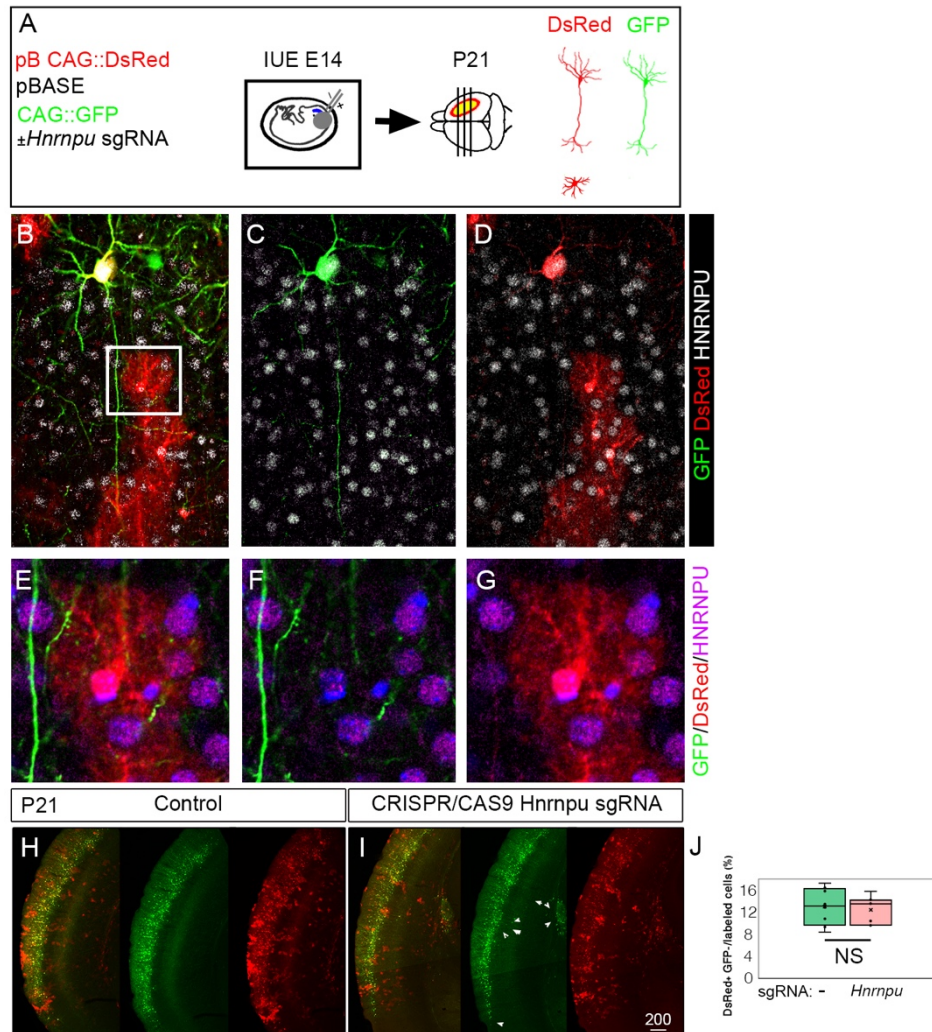

Supplementary Figure 1: Lineage tracing following *in utero* knockdown of *Hnrnpu*.

A) Experimental design. Embryos (E14) were *in utero* electroporated with either control px330 plasmid (-*Hnrnpu* sgRNA) or CRISPR/CAS9 *Hnrnpu* sgRNA (+*Hnrnpu* sgRNA) together with an episomal CAG::GFP and an artificial transposon (pB CAG::DsRed)- transposase (pBASE). B-G) Earlier-born neurons (Red+ GFP+) reside in layer II-IV. Lineage traced astrocytes (Red+ GFP-) express dsRed from the integrated transposon, both express nuclear HNRNPU (white in B-D pink in E-G). The white box indicates the cells shown in higher magnification in E-G. H-J) Treated pups (n=3 of each treatment) were collected at P21 from control (H) or *Hnrnpu* sgRNA (I). Arrowheads indicate ectopic neurons. J) Graphic representation of the proportion of the dsRed+GFP- out of all labeled cells n=8 (Control), n=7 (*Hnrnpu* sgRNA) unpaired t-test. Size bars length is in μ M. Error bars (SE) are indicated. Nested test analysis, NS-non significant. Source data are provided as a Source Data file.

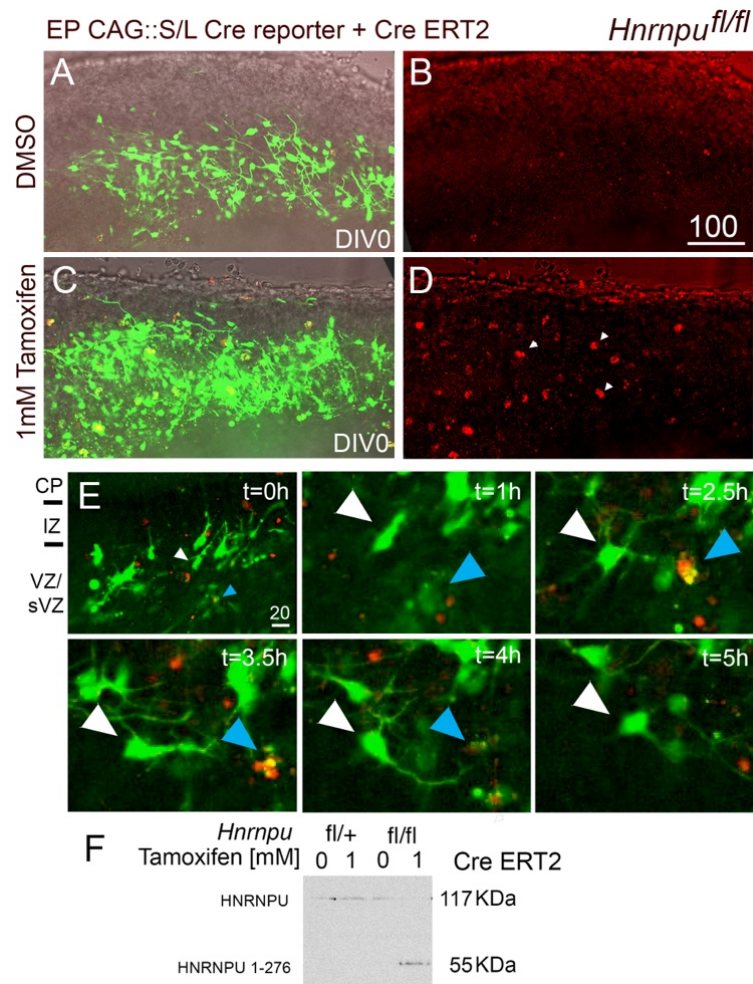

Supplementary Figure 2: *In situ* activation of *Hnrnpu* truncation results in rapid cell death. A-D) Images from a time-lapse movie of live, 300 μ M thick organotypic slices of E14 *Hnrnpu*^{fl/fl} brains prepared 24h post *in utero* electroporation. Embryos were electroporated with CAG::Cre ERT2 and CAG Spotlight Cre reporter (CAG::S/L, Green). Tamoxifen (1mM) or solvent (DMSO) were added to the media to induce Cre expression. Successful excision of the reporter is seen (Red). E) Images of five hours long movie from a Tamoxifen treated slice, showing an event of Cre excision (Blue arrowhead) and an adjacent cell (white arrowhead). Accumulation of mCherry is first noticeable at t=1h, and apoptotic death appears at t=2.5h. F) Western blot of tamoxifen-treated neurospheres, prepared from Ub-CreERT2/ *Hnrnpu*^{fl/fl} and *Hnrnpu*^{fl/+} embryos. Truncated HNRNPU (HNRNPU 1-276) is visible in homozygous mice following tamoxifen treatment, using anti-N-ter HNRNPU antibodies.

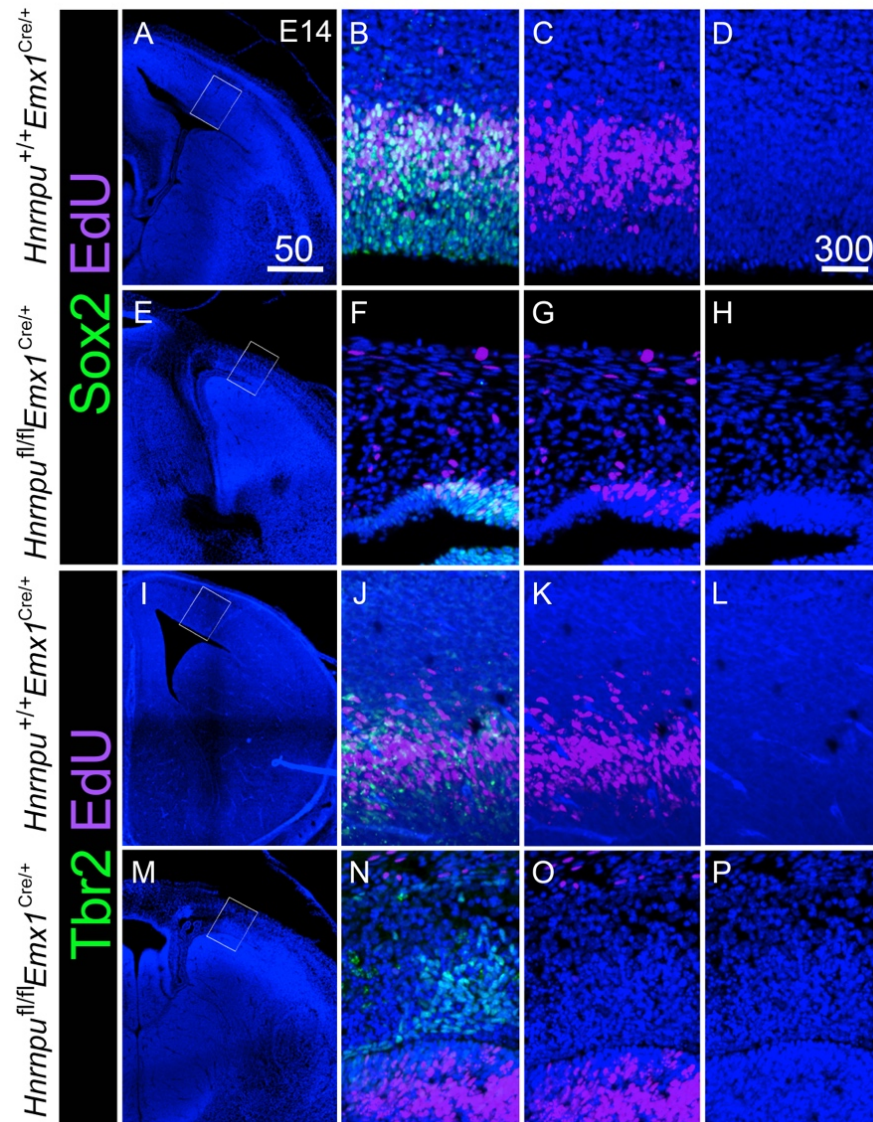

Supplementary Figure 3: Progressive loss of Apical and basal progenitors in *Hnrnpu* deleted embryos. Pregnant mice (E14) were pulse-labeled with EdU (30 min). Brain sections were stained with Sox2 to mark self-renewing neural stem cells and Tbr2 to mark intermediate progenitors. Insert indicate regions immediately adjacent to the extensive cell death at the medial part of the cortex (white boxes). Images reveal reduced VZ/sVZ (expressing Sox2 and Tbr2) and reduced EdU incorporation (F, G vs. B, C and N, O vs. J, K). Size bars are indicated (μM).

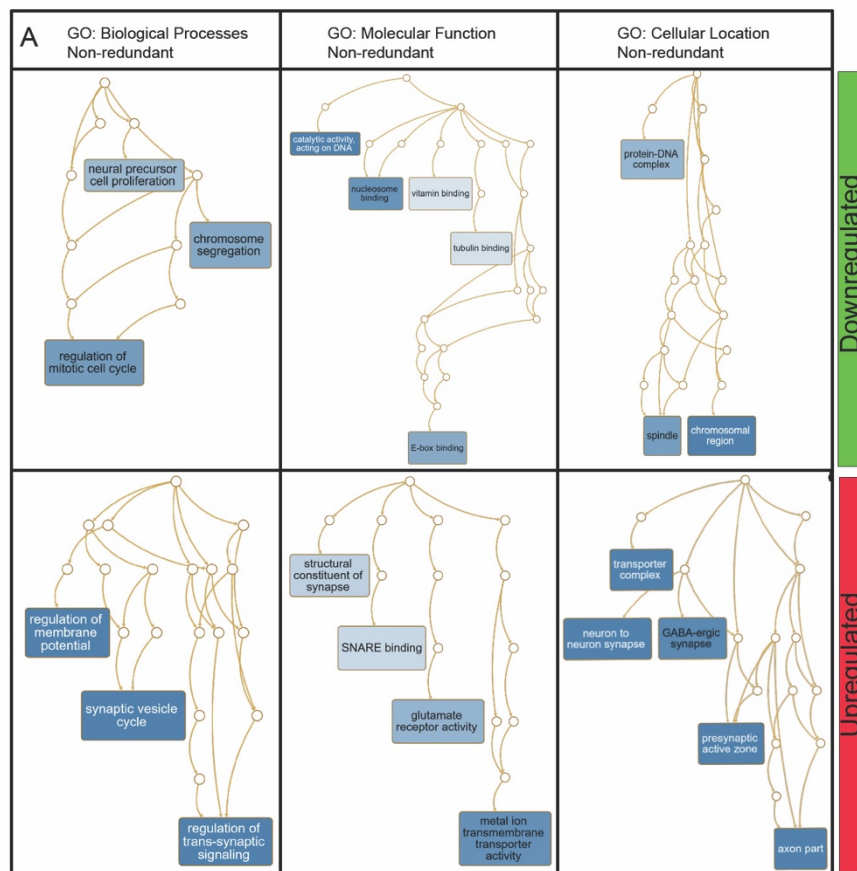

Downregulated

Upregulated

B

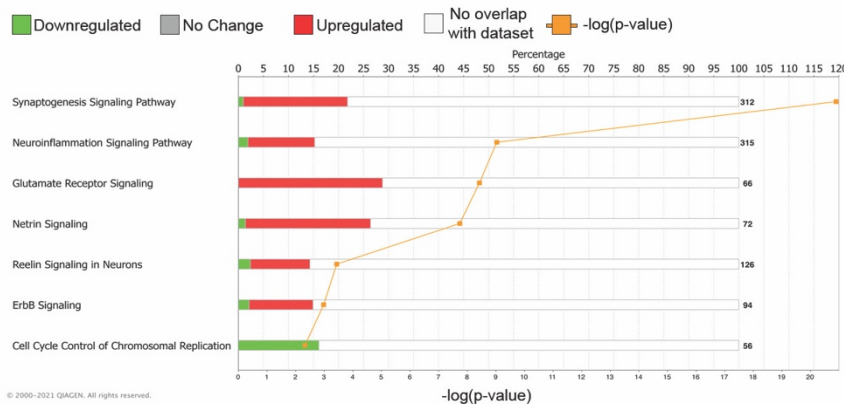

Supplementary Figure 4. A) WebGestalt analysis of DE genes that are upregulated (Red) or downregulated (Green) in the Mutant versus WT belong to different GO terms, displayed as affinity propagation mode. B) Canonical pathway analysis of 1556 differentially expressed (DE) genes between Mutant (*Hnrnpu*^{fl/fl} *Emx1*^{Cre/+}) and WT (*Hnrnpu*^{fl/fl} *Emx1*^{Cre/+}) was performed with Ingenuity Pathway Analysis IPA (QIAGEN Inc., <https://digitalinsights.qiagen.com/IPA>)⁹⁷.

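Of the 1556 genes that Supplementary Data 1 marks for the Homo comparison, 1536 were called here, each in the same direction. Of the other 20, 3 were not among the tested genes, and 36 genes were called here alone. For Het the table marks 209 genes, of which 204 were called here, each in the same direction, and 45 genes were called here alone. Both analyses start from the same libraries, so the overlap is not independent evidence of a change.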

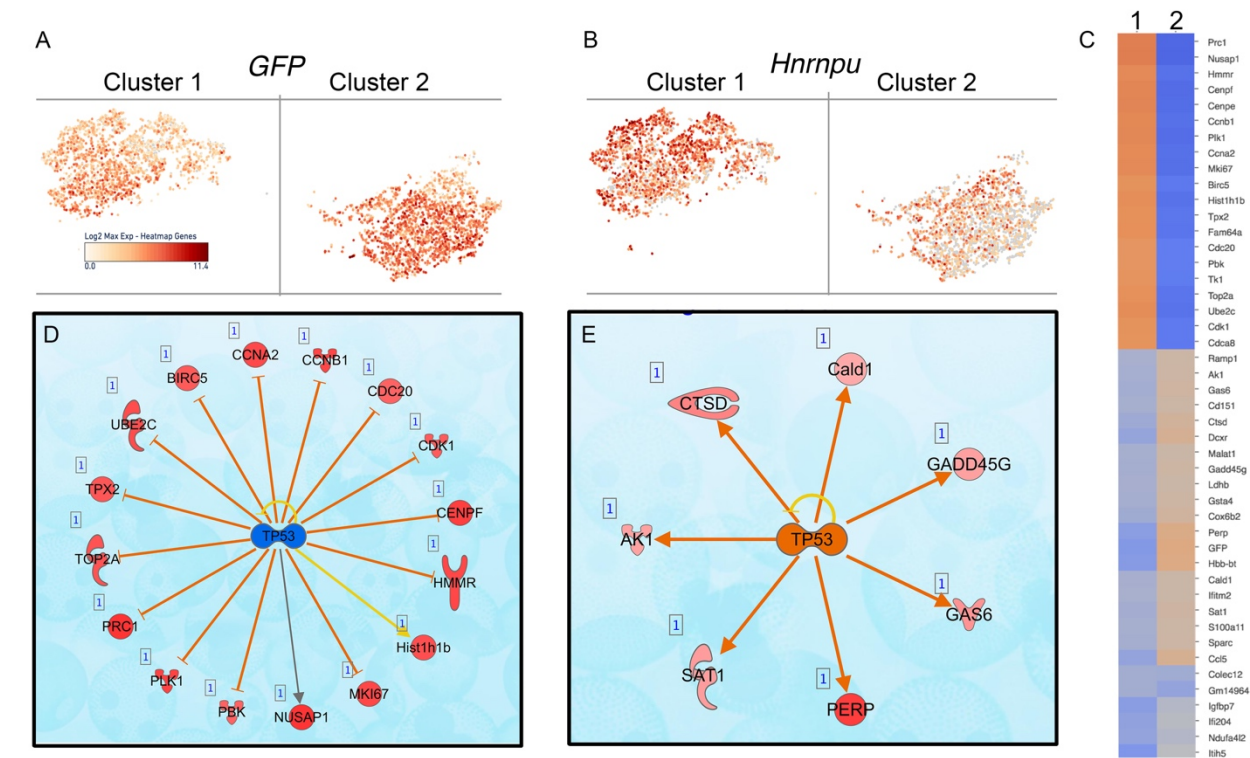

Supplementary Figure 5. Analysis of scRNA-seq data A-C) Co-electroporation of CRISPR/CAS9 *Hnrnpu* sgRNA and GFP expressing plasmid, produce two main complementary clusters (1 and 2 in A, B) based on *GFP* and *Hnrnpu* expression levels. D-E) Upstream pathway analysis of scRNA-seq was performed with QIAGEN Ingenuity Pathway Analysis IPA (QIAGEN Inc., <https://digitalinsights.qiagen.com/IPA>)⁹⁷. Blue indicates pathway repression; red indicates increased expression; orange indicates pathway activation, and pick increased expression. Orange arrows or blunt arrows indicate that the expression is as expected, grey is unknown, and yellow is inconsistent.

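The neurosphere cells part into 2 clusters that differ in Hnrnpu, GFP and cell cycle genes. Cluster A has 3220 cells (49.4%) and cluster B 3298. Hnrnpu took 0.792 of 10000 UMIs in A and 1.78 in B, a ratio of 2.25 for B over A (95% counting interval 2.07 to 2.46), and was found in 18.7 and 37.6% of the cells at 3000 UMIs. GFP goes the other way, with 71.5 in A and 16.4 in B. Genes of mitosis mark B. Esco2, a cohesin acetyltransferase, is 31.4 times as high there, Nusap1, a spindle protein, 29.7 times and Aurkb 27.3 times. Genes of young neurons and nerve endings mark A, with Meg3 12.5, Stmn4 12.3 and Syt4 9.80 times as high, though the neuronal tubulin gene Tubb3 was found in 7.55% of A and 4.52% of B. UMIs of the abundant progenitor genes Fabp7 and Vim were found in most barcodes of both clusters, which background RNA alone could give.

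The median depth before thinning was 9054 UMIs in A and 10130 in B. The clusters come from k-means on 10 principal components of 2000 variable genes, among which Hnrnpu, GFP, the p53 targets and the cluster genes of the paper were left out. Filtered on genes and mitochondrial share, not thinned, or with Leiden clustering, the smaller of the 2 clusters held 1.75, 2.44 and 2.18% of the cells, so these settings part other cells.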

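p53 target genes are higher in cluster A, the cluster with less Hnrnpu. The 45 p53 target genes took 75.2 of 10000 UMIs in A and 62.1 in B, a ratio of 1.21 (95% counting interval 1.199 to 1.225). The genes that the paper lists under TP53 in Supplementary Fig. 5 had a ratio of 1.99 (1.93 to 2.05), and those of Fig. 4G 1.69 (1.65 to 1.73). The genes that the figure gives for cluster 1 were 17.3 times as high in B, and those for cluster 2 1.90 times as high in A. The study chose the lists of Supplementary Fig. 5 on this library, so those lists are not independent evidence of a direction. The genes of Fig. 4G were measured by the study in cortices. Upstream regulators were not computed here.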

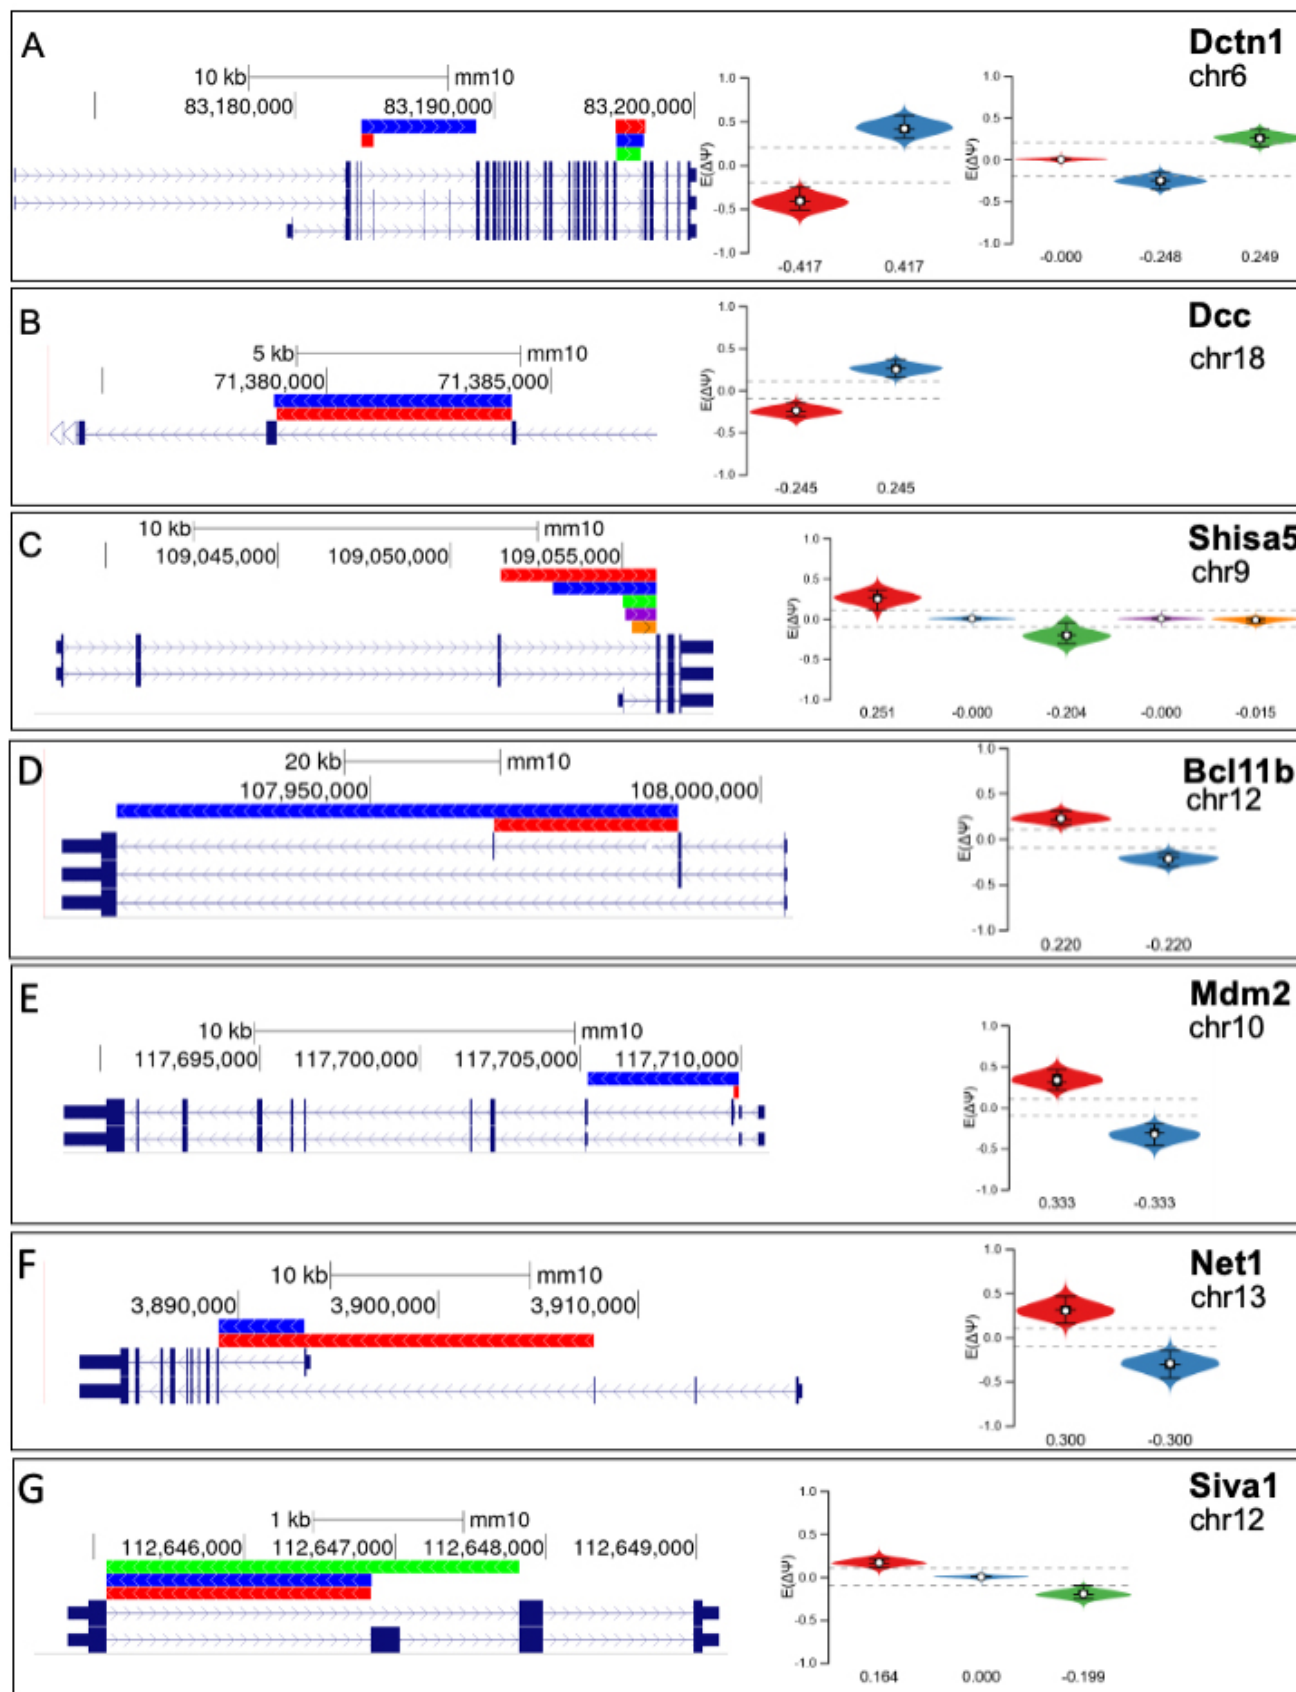

Supplementary Figure 6: Splicing defects in mouse embryos cortices (E13) following *Hnrnpu* loss of function. Genes with verified differential local splicing variation (LSV) in the Mutant (*Hnrnpu*^{fl/fl} *Emx1*^{Cre/+}) vs. WT (*Hnrnpu*^{fl/fl} *Emx1*^{Cre/+}). The left side of each panel shows the genomic map of the genes along with the LSV events, highlighted in different colors on top. The right side of each panel shows the difference quantification of each LSV event between the two conditions, measured by the Majiq $\Delta\Psi$ parameter with the same color code as in the genomic map. RNA was collected from n=4 WT and n=4 mutant embryos cortices.

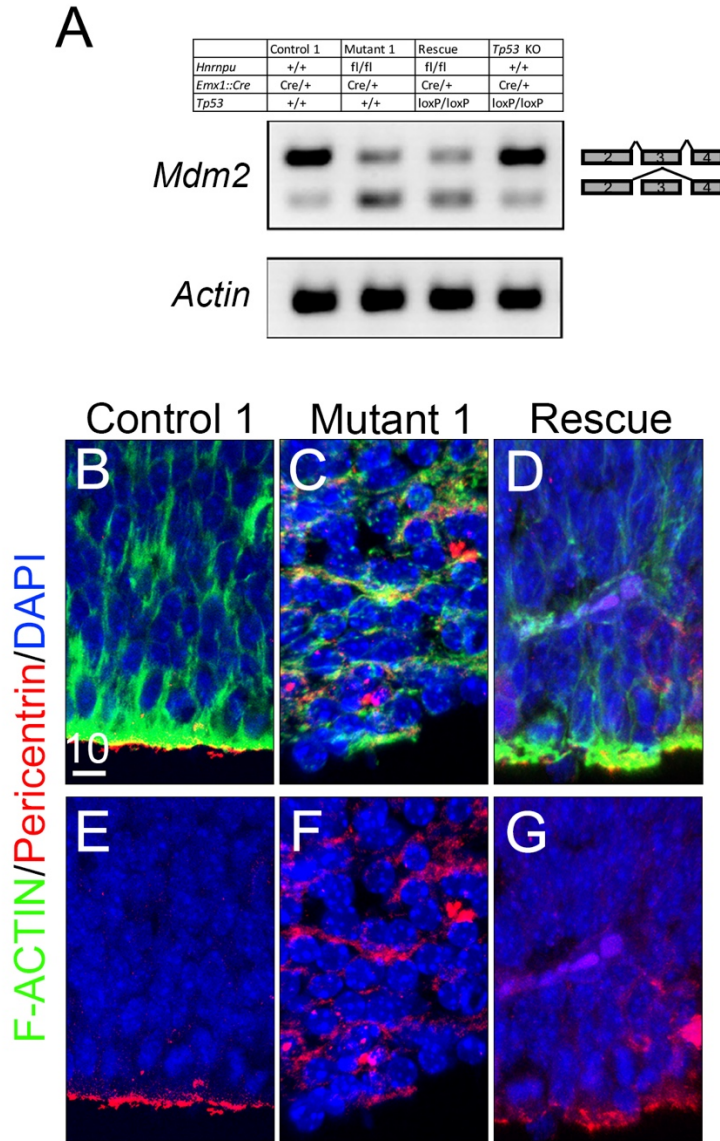

Supplementary Figure 7: A) Rescue of VZ organization in *Hnrnpu* mutant cortices following *Tp53* KO. A) Alternative splicing sensitive PCR detects variants of MDM2, Exon 3 exclusion (300 bp) or inclusion (250 bp) Actin, 150 bp) B-G) F-Actin Belt (Phalloidin 488, Green) and Centrosome tethering (Pericentrin, Red) in E14 WT Cortices (B, E) is lost in mutant littermates (*Hnrnpu*^{fl/fl}, *Emx1*^{Cre/+}, *Tp53*^{+/+}, C, F). Disorganization of VZ architecture is partially restored following *Tp53* deletion (*Hnrnpu*^{fl/fl}, *Emx1*^{Cre/+}, *Tp53*^{loxP/loxP}, D, G). Size bar (B), 10μM.

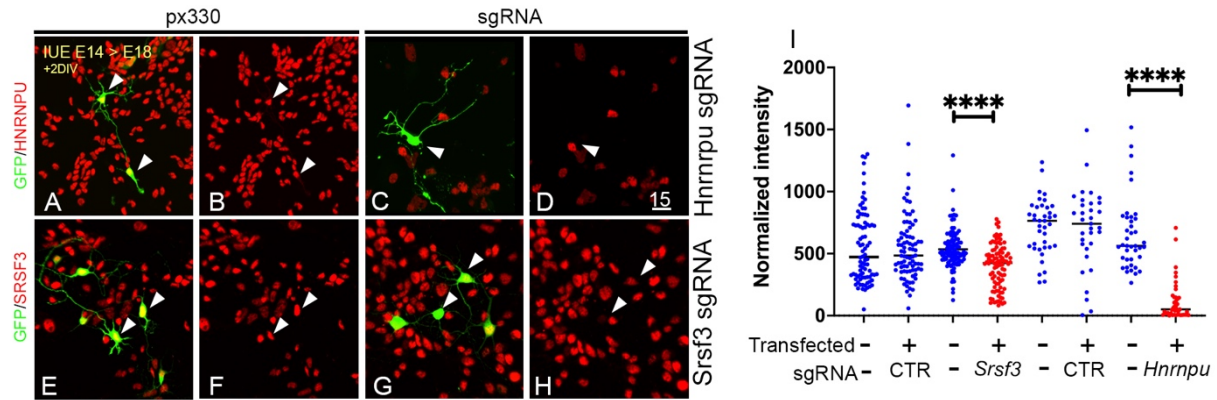

Supplementary Figure 8: *In utero* introduction of CRISPR/CAS9 sgRNA's causes an effective reduction of HNRNPU and SRSF3 protein levels. A-H) Primary cultures (2 days *in vitro*, 2DIV) prepared from E18 brains, four days post electroporation. E14 embryos were coelectroporated with the control plasmid (px330, A-B, E, F), *Hnrnpu* sgRNA (C, D) *Srsf3* sgRNA (G, H) or and were immunostained with anti-N-ter HNRNPU antibodies (A-D) or anti-SRSF3 antibodies (E-F). I) Signal intensity of single cells from the described treatments were normalized against background fluorescence using the Imaris Spot algorithm. Plots show all measured cells (n=39-43 cells of each treatment); horizontal black lines indicate average values. We noticed an average intensity drop of 81.7% in HNRNPU intensity and an average 25.7% drop in SRSF3 intensity following the corresponding sgRNA treatment. ****P<0.0001. Non-significant differences are not indicated.

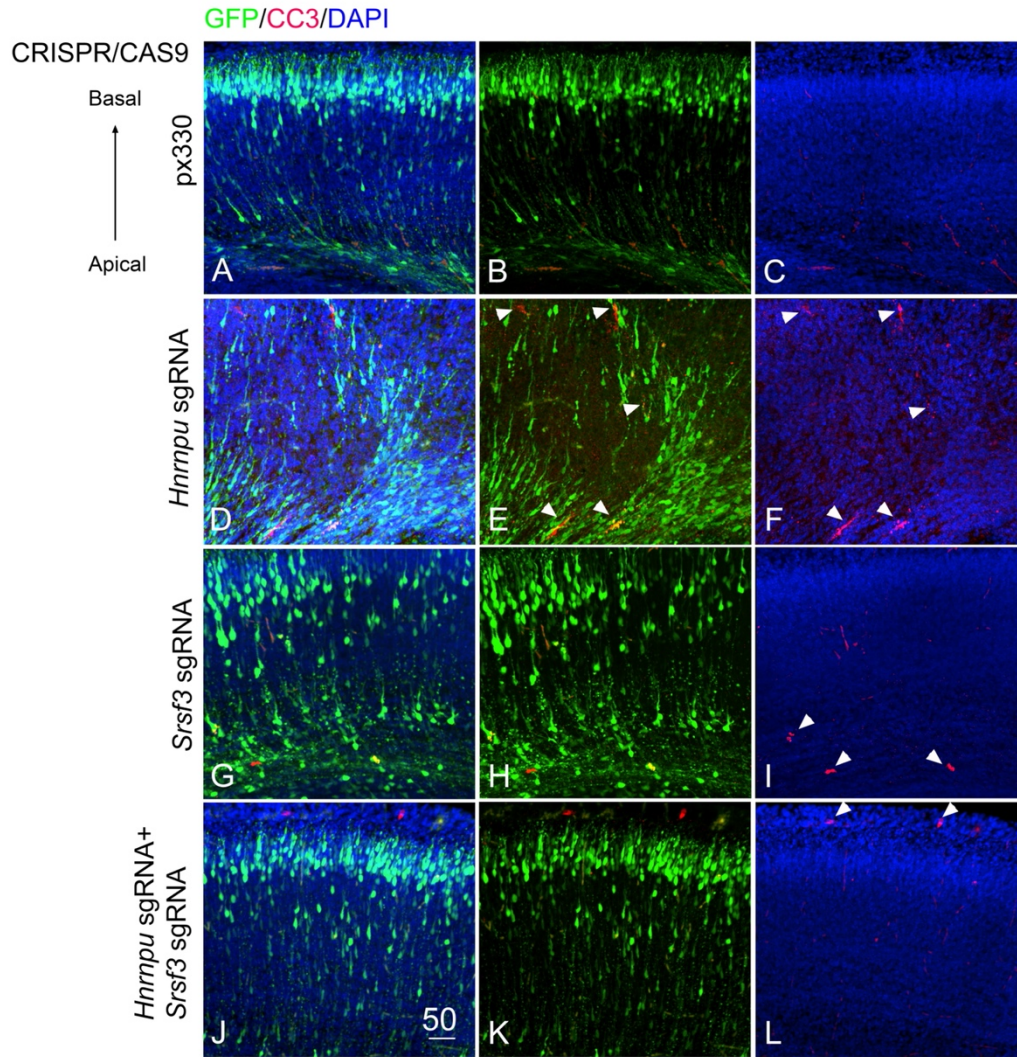

Supplementary Figure 9: Sporadic cell death following E14 *in utero* electroporation with *Hnrnpu* sgRNA. E18 sections from embryos treated with GFP and either px330 (CRISPR/CAS9, no guide, A-C), *Hnrnpu* sgRNA (D-F), *Srsf3* sgRNA (C-I), and a combination of both sgRNA (J-L). Floating sections (70 μ M thick) are stained with anti-GFP (Green) to better visualize transfected cells and antibodies to Cleaved Caspase 3 (CC3, Red). Arrowheads indicate cell positive to CC3 staining. Size bar size (J) is 50 μ M.

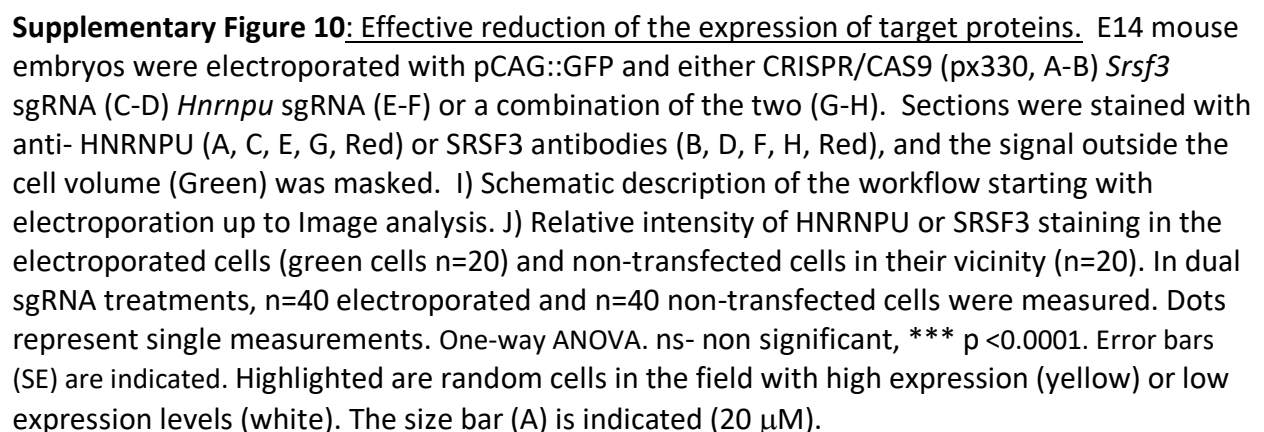

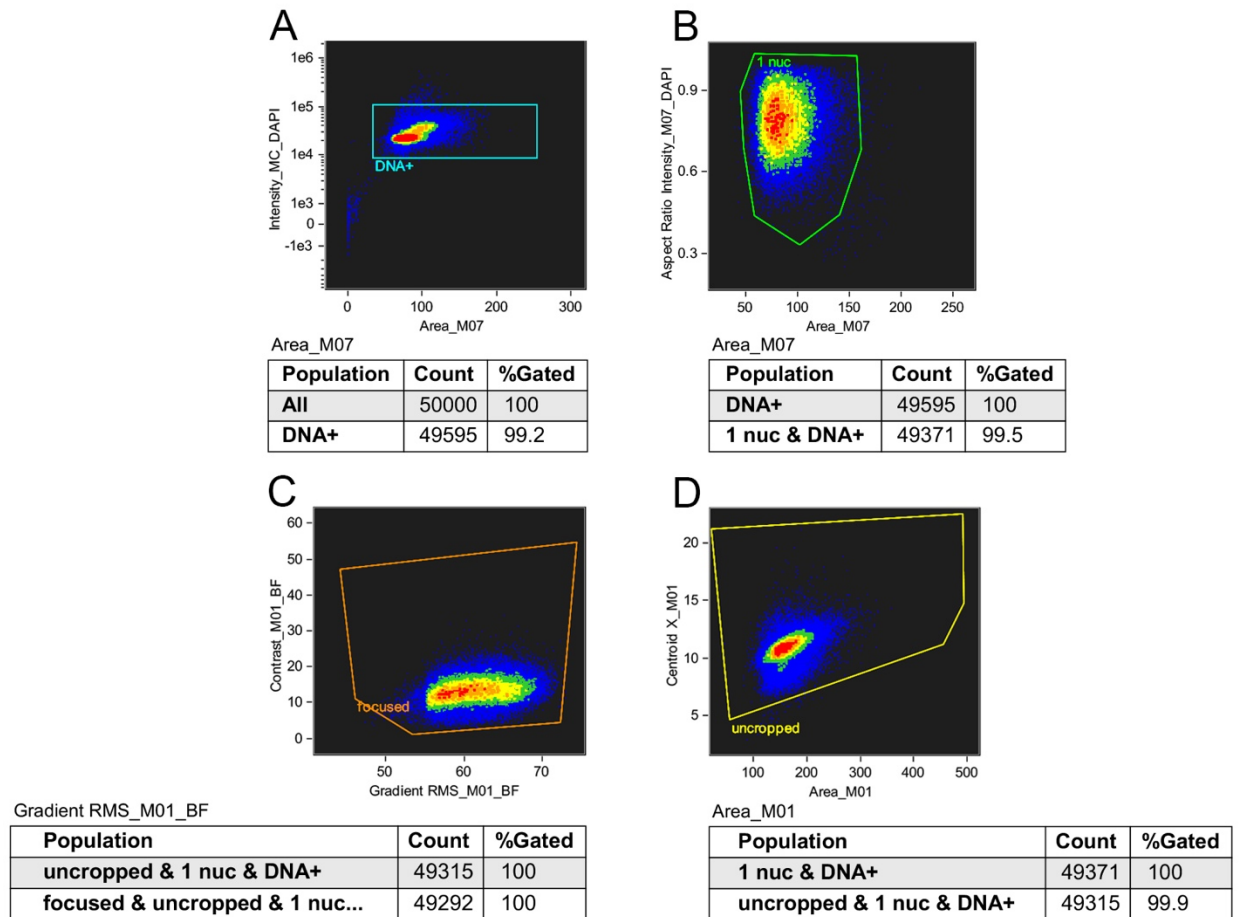

Supplementary Figure 11: Gating strategy for imaging flow cytometry.

A-D) At least 5×10^4 cells were collected from each sample, and data were analyzed using the manufacturer's image analysis software (IDEAS 6.2; Amnis Corp). A) DNA+ cells were gated using the area (the number of microns squared in a mask) and intensity of the DNA staining. B) Single cells were further validated by plotting the area and aspect ratio (the Minor Axis divided by the Major Axis) features on the DAPI channel. Low area and high aspect ratio was considered as single cells. C) Focused cells were selected as having high values of Gradient RMS feature and contrast features (measures the sharpness quality of an image by detecting large changes of pixel values in the image) on the bright-field image. D) Cropped cells were further eliminated by plotting the cell area of the bright field image against the Centroid X feature (the number of pixels in the horizontal axis from the left corner of the image to the center of the cell mask).

Supplementary information Table 1: Primary Antibodies

Name	type	Company and catalog number	dilution
Anti-hnRNP U	Up/120<br>rabbit monoclonal	Abcam ab180952	1:200
Anti-hnRNP U	clone 3G6<br>mouse monoclonal	Millipore 05-1516	1:100
Anti-Acetylated Tubulin	clone 6-11B-1<br>mouse monoclonal	Sigma Aldrich T7451	1:500
Anti-CENP-B	C-10<br>mouse monoclonal	Santa Cruz sc-376392	1:50
Anti-p53	CM5<br>rabbit polyclonal	Leica NCL-L-p53-CM5p	1:50
Anti-Cleaved Caspase 3<br>(Asp 175)	rabbit polyclonal	Cell Signaling 9661	1:100
Anti-phospho-Histone H3<br>(Ser10)	rabbit polyclonal)	Merck Millipore 06-570	1:200
Anti-Ctip2	rabbit polyclonal)	Abcam ab28448	1:100
Anti-Reelin Antibody	clone G10<br>mouse monoclonal	Sigma-Aldrich MAB5364	1:500
Anti-Tbr1	chicken polyclonal	Merck AB2261	1:100
Anti-Tbr2	chicken polyclonal	Merck AB15894	1:200
Anti-SRSF3/SRP20	rabbit polyclonal	LifeSpan Biosciences LS B11073	1:100
Anti-Pericentrin	mouse<br>monoclonal	BD Bioscience 611814	1:50
Anti-KI67	SP6<br>rabbit polyclonal	Abcam ab16667	1:100
Anti-NeuN	clone A60<br>mouse monoclonal	Merk MAB377	1:500
Anti-Sox2	Rabbit polyclonal	Abcam ab97959	1:300
Anti-GFAP	Rabbit polyclonal	Dako Agilent Z033401-2	1:1000
Anti-CUX1/CDP	M-222<br>rabbit polyclonal	Santa Cruz sc-13024	1:100
Anti-CNPase	D83E10)<br>Rabbit monoclonal	Cell Signaling #5664	1:100

Supplementary information Table 2: Secondary antibodies

Fluorophore	Antibody	Company	Catalog number
Cy ^{TM} 3	AffiniPure Donkey Anti-Rabbit IgG (H+L)	Jackson labs	711-165-152
Cy ^{TM} 3	AffiniPure Donkey Anti-Mouse IgG (H+L)	Jackson labs	715-165-150
Cy ^{TM} 3	AffiniPure Donkey Anti-Chicken IgY (IgG) (H+L)	Jackson labs	703-165-155
DyLight ^{TM} 405	AffiniPure Donkey Anti-Rabbit IgG (H+L)	Jackson labs	711-475-152
Alexa Fluor ® 488	AffiniPure Donkey Anti-Rabbit IgG (H+L)	Jackson labs	711-545-152
Alexa Fluor ® 488	AffiniPure Donkey Anti-Mouse IgG (H+L)	Jackson labs	715-545-150
Alexa Fluor ® 488	AffiniPure Donkey Anti-Chicken IgY (IgG) (H+L)	Jackson labs	703-545-155
Alexa Fluor ® 647	AffiniPure Donkey Anti-Rabbit IgG (H+L)	Jackson labs	711-605-152
Alexa Fluor ® 647	AffiniPure Donkey Anti-Mouse IgG (H+L)	Jackson labs	715-605-150

All secondary antibodies were used in a 1:200 dilution

Supplementary information Table 3: Chemicals

ZVAD-FMK	Sigma Aldrich	V116
Q-VD-OPh Hydrate	Sigma Aldrich	SML0063
Pifithrin-Mu	Sigma Aldrich	P0122
Necrostatin-1	Sigma Aldrich	N9037
(Z)-4-HydroxyTamoxifen	Sigma Aldrich	H7904
EdU (5-ethynyl-2'-deoxyuridine)	Lumiprobe	2426
Fast SYBR Green Master Mix	Thermo Fisher	4385614
Phalloidin Fluorescein Isothiocyanate Labeled	Sigma Aldrich	P5282
Cy3-Azide	Click Chemistry Tools	Az119
Cy5-Azide	Click Chemistry Tools	Az118
ProLong Gold Antifade	Mountant (Invitrogen)	

Supplementary information Table 4: Media

Penicillin Streptomycin solution	Biological Industries	03-031-1B
Matrigel Basement Membrane Matrix	Corning International	354234
Leibovitz L-15 Medium with L-Glutamine	Biological Industries	01-115-1A
Minimum Essential Medium Eagle	Sigma Aldrich	M8042
Neurobasal Medium (1X)	Gibco/Thermo Fisher Scientific	21103-049
B-27™ Supplement (50X)	ThermoFisher	17504044
Gentamicin solution	Sigma	G1272
Animal-Free Recombinant Human EGF	PeproTech	AF-100-15-100
Recombinant Human FGF-basic (154a.a.)	PeproTech	100-18B-100
Heparin Sodium Cell culture tested	Sigma Aldrich	H3149-10KU
Poly-L-Lysine 0.01% Sol.	Sigma Aldrich	P4707
Laminin	Sigma Aldrich	11243217001

Supplementary information Table 5: Kits

EdU-Click 488	Sigma Aldrich	BCK-EDU488
Neural Tissue Dissociation kit (P)	Milteny	130-092-628
RNEASY Mini kit	Quiagen	74104

Supplementary information Table 6: Oligonucleotides

sgRNA mHnnpu-A	CTTGCCGGCACCACGCTGCTGGG
sgRNA mHnnpu-B	CTCGCTCTTCGCGGTGACGGTGG
sgRNA mSrsf3-A	CACCGCTCTCAAGTACCTGCGCCG
sgRNA mSrsf3-B	CACCGTAATGACGGATAGATAACC

GENE	Forward	Reverse
Hnrnpu	TGGCAGCAGGGTCAATTCT	CCTTGGTGATAATGCTGACTCC
p53	CACAAAAACAGGTTAAACCCAG	AGCACATAGGAGGCAGAGAC
Cre	AACATGCTTCATCGTCGG	TTCGGATCATCAGCTACACC

Primers

RT-PCR			
RPS29	TCGTTGGGCGTCTGAAGGCAA	CGGAAGCACTGGCGGCACAT	
Arpp21	GACAGCTCTTTCGGGCTCAC	CTTCAGATTGCGGTTGGAAC	PrimerBank: 15149484a1; validated
Cacna1e	GATGGAGACTCGGACCAGAG	TGACCGTGAACAGTTCTGCC	PrimerBank: 6753230a1; validated
Cacng2	ATGGGGCTGTTGATCGAGG	GCCAATAGTCGGTTCCCACA	PrimerBank: 6680826a1; validated
Camk2b	GCACGTCATTGGCGAGGAT	ACGGGTCTCTTCGGACTGG	Primer Bank: 291291007c2
Dpp10	AAAGCCTCCAGACTCACTT	GGGATTCAACTCCACACTTC	Primer Bank: 238776841c3
Grin2b	GCCATGAACGAGACTGACCC	GCTTCCTGGTCCGTGTCATC	PrimerBank: 6680099a1; validated
Grm5	CCCAGCACAAGTCGGAAATAG	TGTCTGGTTGGGGTTCTCCTT	PrimerBank: 26346991a1; validated
Kcnj10	GTCGGTCGCTAAGGTCTATTACA	GGCCGTCTTTCGTGAGGAC	PrimerBank: 34328498a1; validated
Gria2	TTCTCCTGTTTTATGGGGACTGA	CTACCCGAAATGCACTGTATTCT	PrimerBank: 29387225a1; validated
Kcnq3	GAGCCGACAAAGACGGGAC	CTGTACTTGGCGTTGTTCTCTC	Primer Bank: 282398105c1
NeuroD1	ATGACCAATCATACAGCGAGAG	TCTGCCTCGTGTTCCTCGT	PrimerBank: 33563268a1; validated
Syn1	AGCTCAACAAATCCAGTCTCT	CGGATGGTCTCAGCTTTCAC	PrimerBank: 18606446a1; validated
Vamp2	GCTGGATGACCGTGAGAT	GATGGCGCAGATCACTCCC	PrimerBank: 6678551a1; validated
Anxa	ATGTATCTCGGATGTTGCTGC	TGAGCATTGGTCTCTTGGTA	PrimerBank: 6754570a1; validated
ApoE	CTGACAGGATGCTAGCCG	CGCAGGTAATCCAGAAGC	PrimerBank: 6753102a1; validated
Arpp21	GACAGCTCTTTCGGGCTCAC	CTTCAGATTGCGGTTGGAAC	PrimerBank: 15149484a1; validated
Atf3	GAGGATTTTGTAACCTGACACC	TTGACGGTAAGTCACTCCAGC	PrimerBank: 31542154a1; validated
Bbc3	AGCAGCACTTAGAGTCGCC	CCTGGTAAGGGGAGGAGT	PrimerBank: 18875398a1; validated
Dcxr	ACTGTGCTGGCGTTGAAGG	CGGGTCCCACATTGCTTAGG	PrimerBank: 13385924a1; validated
Gas6	TGCTGGCTTCCGAGTCTTC	CGGGGTGCTTCTCGAACAC	PrimerBank: 9506715a1; validated
Mdm2	TGTCTGTGTCTACCGAGGGTG	TCCAACGGACTTAAACAATTCA	PrimerBank: 6754672a1; validated
P21	GGCAGACCAGCCTGACAGAT	TGGGCACTTCAAGGTTTCT	
Perp	ATCGCCTTCGACATCATCGC	CCCCATGCGTACTCCATGAG	PrimerBank: 11528520a1; validated
Puma	GAGCGGCGGAGACAAGAAG	TCCAGGATCCCTGGGTAAGG	
Sat1	GAGAACCCCTTCTACCACT	GCCTCTGAATCACTCATACGA	PrimerBank: 6677849a1; validated

Semi-quantative PCR			
Actin	GGCTGTATTCCCTCCATCG	CCAGTTGGTAACAATGCCATGT	PrimerBank: 6671509a1; validated
Dcc-set1	CCTCTCAACCAACATCGT	TTTCTGGTCTTCGGGACAG	
Dcc-set2	TGTTGGCAGTCTTATGCTG	CAGAAAGCTGGTCTCCAC	
Siva1-set1	CGCTCCAACCAAGTCCAC	ATACACACTGCCACACAGG	
Siva1-set2	GCTACTCAGCGAGGTCTTC	CAGCTGGTGACAGTGTCTT	
Mdm2-set1	GATCACGCGCTTCTCCTGC	CAATGTGCTGCTGCTCTCG	
Mdm2-set2	GATCACGCGCTTCTCCTGC	GATGTGCCAGAGTCTTGCTG	

RT-PCR for alternative splicing			
Shisa5-total	CCCTACCCAACGCAGTACC	GGTCGGGTGTGTGGAGGC	
Shisa5-202-set1	AGGAGACACCCGAACATCTG	AGTTGTGGTGTGGTCACGA	
Shisa5-202-set2	CGCTGAAATTTTCGATCCAGT	GCAGGTGAAGCAGATGATGA	
Shisa5-203-set1	TTGAAAGGGGAGGAGATTGA	AGTTGTGGTGTGGTCACGA	
Shisa5-203-set2	TTGAAAGGGGAGGAGATTGA	ACAAAGATGGTCACGCCAAT	
Net1-total	GGTCGGAAATGCTAGACATCAA	GTTCCCTCGGGACAATTCA	PrimerBank: 114145470c2
Net1-201-set1	CGGCGAACGAGAGATGCTC	CTCCTTCAATCAAGGCTGCTA	PrimerBank: 9790117a1; validated
Net1-201-set2	CCCACACTGGGACTTCACTT	CACCACGAAGGGTAAACGAC	
Net1-203-set1	TCTCCTGCCCATTAAAAGGA	GGTGGACCTGCTGAATGACT	
Net1-203-set2	TCTCCTGCCCATTAAAAGGA	CACCACGAAGGGTAAACGAC	
Dctn1-total-set1	ACCTCTCCTGGAGCAGCAC	CAGGGTCTCCAGCTTCTCCT	
Dctn1-total-set2	CACTGTCCAGGGAAGGAAGT	TCAGGAGTCTCTGGGGAAGT	
Dctn1-total-set3	GGAGACCACGACTGTGTCCT	CGCTCAGGTCAAATCTCTCC	
Dctn1-203-set1	CTTCTGCTTCAAAGGTCCTCA	CCGTCGAGTTGTGGTCTTTC	
Dctn1-203-set2	ACTTCCCAGAGACTCCTGA	CGGTGCCCTTCTAGGCTTC	
Dctn1-203-set3	CGGGGACTGAAGCCTAAGA	GGGCCAAGGGAGCTACTG	
Bcl11b-total	CTGGGGGACAGCAATCCTTTC	TGTGGGTCCAAGTGATGGC	
Bcl11b-exon2	CCCAGCCCTGATCTACTCAC	GGAGGTGGACTGCTCTTGT	
Bcl11b-exon3	CCTCCGTGATTACTTCACCTCT	TGACCCTCACCTGAGTCC	
Jnk1-total	AGCAGAAGCAAACGTGACAAC	GCTGCACACACTATTCTTGAG	PrimerBank: 7710060a1
Jnk1-201-set1	TCTTGATTTGGACTGGCGAG	CCCATGATGCACCCAACG	
Jnk1-201-set2	GGGAGAAATGATCAAAGGTGGT	TGAATTCAGGACAAGGTGTTCC	
Jnk1-205-set1	TCTTGATTTGGACTGGCGAG	CCCATATGCACCCACAGA	
Jnk1-205-set2	TGGTCTGTGGGTGCATTAT	GAAAAGCACATCGGGGAACA

# Supplementary material for: Heterogeneous nuclear ribonucleoprotein U (HNRNPU) safeguards the developing mouse cortex
**Source:** Nat Commun. 2022 Jul 21;13:4209. doi: 10.1038/s41467-022-31752-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: The list of Differentially Expressed (DE) genes. A list of differentially expressed (DE) genes using total RNA seq. Normalized read counts are shown. The comparisons of heterozygous versus wild type and mutant versus wild type are shown with the indicated log₂ fold change, and adjusted p values (padj).

File Name: Supplementary Data 2

Description: Alternatively spliced genes detected by MAJIQ. The first sheet indicates the list of alternatively spliced genes in the homozygous versus wild type comparison. The second sheet shows a list of high confidence alternatively spliced genes, indicating those genes that are also alternatively spliced in the heterozygous versus wild type comparison. The third sheet indicates the list of alternatively spliced genes in the heterozygous versus wild type comparison.

File Name: Supplementary Data 3

Description: The list of DE genes detected by MARSeq. A list of differentially expressed (DE) genes using MARSeq. Normalized read counts are shown. The comparisons of control versus mutant, control versus rescue, mutant versus rescue, are shown with the indicated log₂ fold change, and adjusted p values (padj).

File Name: Supplementary Movie 1

Description: Time-lapse recording (5 h long, images taken every 5 min) of primary cultures (E13) prepared from electroporated cortices with Dual Color Cre reporter (CAG::SL). Images were taken 24 hours post plating.

File Name: Supplementary Movie 2

Description: Time-lapse recording (5 h long, images taken every 5 min) of primary cultures (E13) prepared from electroporated cortices with Dual Color Cre reporter (CAG::SL) and CAG::NLS-Cre-GFP. Images were taken 24 hours post plating.

File Name: Supplementary Movie 3

Description: Time-lapse recording (5 h long, images taken every 5 min) of primary cultures (E13) prepared from electroporated cortices with Dual Color Cre reporter (CAG::SL) and Tbr2::Cre. Images were taken 24 hours post plating.

File Name: Supplementary Movie 4

Description: Time-lapse recording (5 h long, images taken every 5 min) of primary cultures (e13) prepared from electroporated cortices with Dual Color Cre reporter (CAG::SL) and Ta1::Cre. Images were taken 24 hours post plating.

# Supplementary material for: Heterogeneous nuclear ribonucleoprotein U (HNRNPU) safeguards the developing mouse cortex
**Source:** Nat Commun. 2022 Jul 21;13:4209. doi: 10.1038/s41467-022-31752-z
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Leica DMI8 and an Andor Dragonfly 202, spinning disc confocal, Fusion Software version 2.3.0.44

Data analysis No codes developed. Imaris software 9.5.1 (Bitplane, Zurich, Switzerland) (RRID:SCR_007370). GraphPad Prism 9, GraphPad Software, La Jolla California USA, www.graphpad.com

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analyzed during this study are included in this published article (and its supplementary information files) and are deposited in NCBI (GEO accession GSE181527).

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	All sample sizes are indicated. In case of animal studies a minimal number was used to achieve significance.
Data exclusions	No data was excluded
Replication	Biological replicates (n=3-4, as specified in the text) were used in animal and mRNA analyses. Replications were successful and all were included in the analysis. Number of cells, or neurospheres used in this study are indicated in the text.
Randomization	Randomization was applied when primary cells were used but was not applicable for animals, due to the extreme observable phenotype and the low number of rescued animals.
Blinding	The phenotype we observed was very severe, and was easily recognized, therefore blinding was not possible.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Supplementary information Table 1: Primary Antibodies<br>Anti-hnRNP U

Up/120
 rabbit monoclonal
 Abcam ab180952
 1:200
 Anti-hnRNP U
 clone 3G6
 mouse monoclonal
 Millipore 05-1516
 1:100
 Anti-Acetylated Tubulin
 clone 6-11B-1
 mouse monoclonal
 Sigma Aldrich T7451
 1:500
 Anti-CENP-B
 C-10
 mouse monoclonal
 Santa Cruz sc-376392
 1:50
 Anti-p53
 CM5
 rabbit polyclonal
 Leica NCL-L-p53-CM5p
 1:50
 Anti-Cleaved Caspase 3 (Asp 175)
 rabbit polyclonal
 Cell Signaling 9661
 1:100
 Anti-phospho-Histone H3 (Ser10)
 rabbit polyclonal)
 Merck Millipore 06-570
 1:200
 Anti-Ctip2
 rabbit polyclonal)
 Abcam ab28448
 1:100
 Anti-Reelin Antibody
 clone G10
 mouse monoclonal
 Sigma-Aldrich MAB5364
 1:500
 Anti-Tbr1
 chicken polyclonal
 Merck AB2261
 1:100
 Anti-Tbr2
 chicken polyclonal
 Merck AB15894
 1:200
 Anti-SRSF3/SRP20
 rabbit polyclonal
 LifeSpan Biosciences LS B11073
 1:100
 Anti-Pericentrin
 mouse monoclonal
 BD Bioscience 611814
 1:50
 Anti-Ki67
 SP6
 rabbit polyclonal
 Abcam ab16667
 1:100
 Anti-NeuN
 clone A60
 mouse monoclonal
 Merk MAB377
 1:500
 Anti-Sox2
 Rabbit polyclonal
 Abcam ab97959
 1:300
 Anti-GFAP
 Rabbit polyclonal
 Dako Agilent Z033401-2
 1:1000
 Anti-CUX1/CDP

M-222
 rabbit polyclonal
 Santa Cruz sc-13024
 1:100
 Anti-CNPase
 D83E10)
 Rabbit monoclonal
 Cell Signaling #5664
 1:100

Supplementary information Table 2: Secondary antibodies

Fluorophore
 Antibody
 Company
 Catalog number
 Cy™3
 AffiniPure Donkey Anti-Rabbit IgG (H+L)
 Jackson labs
 711-165-152
 Cy™3
 AffiniPure Donkey Anti-Mouse IgG (H+L)
 Jackson labs
 715-165-150
 Cy™3
 AffiniPure Donkey Anti-Chicken IgY (IgG) (H+L)
 Jackson labs
 703-165-155
 DyLight™ 405
 AffiniPure Donkey Anti-Rabbit IgG (H+L)
 Jackson labs
 711-475-152
 Alexa Fluor® 488
 AffiniPure Donkey Anti-Rabbit IgG (H+L)
 Jackson labs
 711-545-152
 Alexa Fluor® 488
 AffiniPure Donkey Anti-Mouse IgG (H+L)
 Jackson labs
 715-545-150
 Alexa Fluor® 488
 AffiniPure Donkey Anti-Chicken IgY (IgG) (H+L)
 Jackson labs
 703-545-155
 Alexa Fluor® 647
 AffiniPure Donkey Anti-Rabbit IgG (H+L)
 Jackson labs
 711-605-152
 Alexa Fluor® 647
 AffiniPure Donkey Anti-Mouse IgG (H+L)
 Jackson labs
 715-605-150
 All secondary antibodies were used in a 1:200 dilution

Validation

The antibodies were verified by the companies (all the antibodies are commercially available).

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

The strains: conditional Hnrnpu allele received from Prof. Maniatis (Ye et al., 2015). Emx1-Cre B6.129S2-Emx1tm1(cre)Krl/J Stock No:005628, The Jackson Laboratory. Tp53 LoxP/LoxP (Marino et al. 2000). <http://genesdev.cshlp.org/content/14/8/994.long>. UBC-Cre-ERT2 B6.Cg-Ndori1Tg(UBC-cre/ERT2)1Ejb/1J Stock No: 007001, The Jackson Laboratory Hsd:ICR(CD1) ENVIGO (Harlan). Both sexes were used in the study.
 The ages include embryonic ages E13, E14, E18.
 Postnatal: p8, p10, p21.

Housing conditions were added to the text.

The mice were kept in the animal facility at a temperature of 22°C ±1°C, 50% ±10% humidity, and a 12 hour light/dark cycle.

Wild animals

No wild animals were used in this study

Reporting on sex

Both sexes were used in the study.

Field-collected samples

No field collected samples were collected in this study.

Ethics oversight

All animal work included in the manuscript are covered by accepted IACUC protocols. Animal protocols were approved by the Weizmann Institute Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

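The study measured gene expression in the cortex of mouse embryos at day 13 and in neurosphere cells, by 3 kinds of library. The RNA-seq libraries are from total RNA depleted of ribosomal RNA, from 3 WT, 4 Het and 3 Homo cortices. The MARS-seq libraries, which count tags at the 3′ end, are from 4 mutant (Hnrnpu fl/fl Tp53 loxP/+), 3 rescue (Hnrnpu fl/fl Tp53 loxP/loxP) and 15 control cortices of 4 genotypes. The single-cell library is from neurospheres electroporated with Hnrnpu sgRNA, with no control library. The deposited tables hold 2 further columns for RNA-seq, labeled as WT and Homo, and 43 for MARS-seq, most of them labeled as other experiments. The submission lists no samples for these columns, and they were not used.

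The values are counts per gene as deposited by the authors, not normalized. For RNA-seq the authors trimmed reads with cutadapt and took the gene counts of STAR. For MARS-seq they counted reads in the 3′ part of each gene with HTSeq and marked duplicate molecules by their UMI. For the single cells the values are UMI counts per gene and cell from Cell Ranger, for the barcodes it kept. The submitters' notes give STAR 2.5.2b and the mouse genome mm10, and the methods give another version of STAR and a human genome build. The annotation behind the counts is not stated. Gene length, exon number and chromosome come from the GENCODE vM21 annotation, whose build may not be the one the authors used.

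Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes passed filterByExpr with the groups of the fit, libraries were scaled with TMM factors, and a quasi-likelihood F test was made per contrast with Benjamini-Hochberg adjustment over the tested genes. The limits are those of the paper: an adjusted p under 0.05, an absolute log2 fold change over 1 and a mean normalized count over 20 for RNA-seq and over 10 for MARS-seq. A prior count of 2 was used for log2 values per sample in the tests of lists and the correlations between samples and a pseudocount of 1 for other log2 values per sample. RNA-seq was fitted with 3 groups, Homo and Het each against WT. MARS-seq was fitted with mutant, rescue and control, and again with the 6 genotypes for the comparisons with controls of the same Tp53 genotype, for Tp53 loxP/loxP against Tp53 loxP/+ in Hnrnpu +/+ and for the dependence of Hnrnpu loss on Tp53, a difference of differences. Samples were grouped by the genotype in their labels.

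A set of 44 gene lists was fixed beforehand, some taken from the paper and the others from general knowledge of pathways and cell types. Each list with at least 3 tested genes was tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and also with an estimated correlation and with fry. Over a list alone, the p-values of its genes were adjusted among its members. For the shared controls, 20 simulated data sets were made per question. Transcript lengths and exon numbers were compared by permutation of the gene labels, with 100000 permutations.

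For the single cells, barcodes with at least 3000 UMIs were thinned to 3000 UMIs each with seed 1. The 5 barcodes that scrublet called doublets were kept in the main analysis and left out in an alternative, and background RNA was not estimated. Ratios have 95% intervals from exact binomial counting. The p53 list was set beside 10000 random lists of genes of like expression. Cells were clustered by k-means on 10 principal components of 2000 variable genes, without Hnrnpu, the reporters and the p53 and cluster genes, with scanpy 1.11.5, scikit-learn 1.9.0, scipy 1.17.1 and numpy 2.4.6 in python 3.11.15.

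The genes named in the passages follow a rule: every gene that the paper names for an experiment, the 10 genes with the largest change in each direction among called genes whose groups do not overlap, up to 4 members of each list (the smallest adjusted p among called ones, the highest mean count among the others), and for each cluster the 10 genes with the largest fold. Values in the paper's supplementary tables were seen before the rule was written.

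Alternatives were DESeq2 size factors, DESeq2 1.42.0 with the parameters of the methods, no filter on low counts, other minimum counts (10 for RNA-seq, 20 for MARS-seq, or none), the adjusted p with the minimum count and no limit on size, fits of the compared groups alone, other sets of controls, each replicate left out in turn, the replicate number as a block, and for the cells other filters, depths, gene sets and clusterings. Counts thinned to the smallest library, the genes on chromosomes X and Y or ribosomal transcripts left out, and a library batch defined by a mitochondrial share over 0.1% were added after the values were seen. Other splits of the samples were counted in full, or as 100 drawn at random. The analysis was tested on simulated data: of genes with a log2 change of 3, 100% were called in Homo against WT, 99% in mutant against control and 96% in the test of dependence on Tp53. These genes were drawn from those with mean counts well above the minimum. A raised list passed in 9 of 9 simulated comparisons and an unchanged list in 0. The simulated genes vary independently of each other, so these lists do not test whether the preset correlation suits the real data. The precision of a count follows its depth: with 3 to 4 libraries per group, a gene near the minimum mean count varies by counting error alone as much as its square root. Splicing was not analysed, since counts per gene hold no junctions.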

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

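The comparisons of Hnrnpu fl/+ with +/+, the library batch, the values within it and the tests on the histone genes that rose and on the genes called in Homo were chosen only after the results were seen.

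The 4 mutants and the 3 Hnrnpu fl/+ Tp53 loxP/+ controls have a high mitochondrial share, so a shared library batch could have made the changes in the mutant. Against those 3 controls alone, the median log2 fold change of the 17 p53 target genes that rose was 1.07 times that against all controls (95% interval over resampled genes 0.719 to 1.21), and a batch would bring it under 0.5. For Rn7sk with the histone genes that rose it was 0.985 (0.834 to 1.04), and for Rn7sk with all called histone genes, whose median is 0.02 over genes going both ways, the value of 14.3 decides nothing. Of 152 genes called within the batch of the mutant, 129 lay nearer to 0 in the rescue against its own batch (84.9%, 78.2 to 90.2), but genes picked for their change in the mutant lean that way in any case, so this share decides nothing, while 1151 genes called in Homo, picked on other libraries, had a median change in the direction of Homo of 1.20 in the mutant and -0.04 in the rescue, each against its own batch, a ratio of -0.0364 (-0.0902 to -0.00474), which argues against the batch as the whole source of their return. For a single gene called between mutant and rescue, parting genotype from batch rests on the controls, 3 with the high and 12 with the low share, and on a batch effect alike in all genotypes, and for Rn7sk more reads from RNA without a poly(A) tail in the mutant libraries, which have the highest ribosomal shares, were not tested and stay open.

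The genes called in Het could come from ribosomal RNA left in its libraries, from the sex of the embryos or from the loss of 1 Hnrnpu allele. In Het replicate 2, whose ribosomal share is 22.4%, genes called without it keep a median of 0.570 of the change in the other Het replicates (0.526 to 0.605), above the 0.5 set as the limit, though the same ratio was 0.948, 1.04 and 1.05 for the other replicates, so ribosomal RNA may account for a part. Chromosomes X and Y hold 10 of 240 called genes (4.17%, 2.02 to 7.53), too few for sex to be the main source. An effect of 1 Hnrnpu allele stays open: of 168 genes, 81 keep their direction in Hnrnpu fl/+ against +/+ among Tp53 loxP/loxP cortices (48.2%, 40.5 to 56.0), but other splits of these samples reach 83.9%, so the test cannot decide. The litters of the embryos and the make-up of the tissue were not tested.

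Microglia genes were higher in Homo and in the mutant, which could reflect a smaller share of cortical cells, the library batch or more microglia and microglial activity. A smaller share of cortical cells would raise the other cell types alike, and the 3 lists set for this test, with medians of 0.26 (endothelial), 0.58 (pericytes) and -0.32 (erythroid) against 2.29, lay lower by more than the SD of their members, so it is not the whole source. Lists outside that test go partly with it, since genes of GABAergic cells had a median of 1.80, within the SD of the microglia genes, and those of meningeal fibroblasts 0.87, so a smaller share may add a part. In the mutant the median against controls of the same batch was 0.941 times that against all controls (0.899 to 1.06), which argues against the library batch. More microglia, or more expression within them, stay open as a hypothesis, since whole cortices do not part the 2.

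Other splits of the same samples bound what chance gives. For Homo there are 10 splits, too few for a share under 0.05: the real one called 1572 genes and no other more than 1, and for lists 29 passed and up to 32 in another split, so 2 of 10 splits reached 29. The real split called more genes than any other for Het (249, at most 206 in the other splits, 1 of 35 as large), the mutant (1239, at most 757, 1 of 100) and the rescue (391, at most 15, 1 of 100). It did so too for the mutant and the rescue against the controls of their Tp53 genotype (1437, at most 805, and 433, at most 158, each 1 of 35) and for the Tp53 genotypes in Hnrnpu +/+ (11, at most 0, 1 of 35). These shares are under 0.05, but they are the smallest that so many splits can give. The 11 genes are led by Trp53, the floxed gene itself. Splits also cannot part the genotype from what follows it, such as the ribosomal share in Het or the library batch in the mutant. Chance cannot be excluded for lists in Het (18, also 18 in another split, 2 of 35), in the mutant (24, up to 28, 8 of 100) and in the rescue (17, up to 24, 13 of 100), nor between mutant and rescue, where 2 of 35 splits called as many genes (1301, up to 1975) and 8 of 35 passed as many lists (25, up to 27). The same holds for the dependence on Tp53, where 6 of 100 splits called as many genes (1119, up to 2115). Splits with up to 1975 and 2115 genes point to a structure among the samples other than the groups. In splits that follow the library batch, with the 3 controls of the mutant's batch and 1 mutant on 1 side and all other mutants and controls on the other, at most 51 genes were called and up to 15 lists passed. Since the other mutants, of the same batch, stand on the opposite side, these counts do not bound what the batch gives. Between the controls of the 2 batches, which also differ in genotype, 118 genes were called. That the batch accounts for a part of the 24 lists in the mutant is not excluded.

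In edgeR's test of whether the effect of Hnrnpu loss differs with the Tp53 genotype, 1119 genes were called, 920 of them more positive with 1 Tp53 allele left. Of 100 splits, 6, the real one among them, called as many, so chance is not excluded for the count. Among the 1119 are 15 p53 target genes, 14 more positive and Ddb2 more negative with 1 allele left (camera adjusted p = 8.9e-12, 6.5e-04 with an estimated correlation), such as Phlda3 with a difference of 3.28 ± 0.44 (edgeR adjusted p = 3.8e-04) and Ccng1 with 2.66 ± 0.35 (edgeR adjusted p = 2.8e-04). Of the groups in this test only the mutant has the high mitochondrial share, so the test cannot part the dependence on Tp53 from the library batch. Without mutant replicate 3 the count was 646, and without mutant replicate 2 it was 2003.

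The paper does not compare the Tp53 genotypes in Hnrnpu +/+ cortices, where 11 genes changed (3 to 9 with 1 of their libraries left out and 36 with DESeq2), led by Trp53 itself (-2.45 ± 0.23, log2 fold change ± SE, edgeR adjusted p = 9.3e-06), while the list of p53 target genes did not pass (camera adjusted p = 0.93). It reports no comparison of Hnrnpu fl/+ with +/+ controls either: 4 genes changed among Tp53 loxP/loxP cortices and 157 among Tp53 loxP/+ cortices, which also differ in library batch, and between the controls of the 2 batches 118 changed. The rise of Rn7sk in the mutant, 7.13 on the log2 scale, and of 13 microglia genes lies outside the genes that the paper discusses. In the neurosphere cells 28 UMIs map to mCherry, which the paper does not report for this library, against 278817 for GFP.

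In a group of 4 samples, 1 lay far from the other 3 for 13 of 391 genes or totals, where chance gives about 5%: Bcl2l1 729.5 in Het replicate 2 (others 646 to 650.0), Dlx1 143 in Het replicate 4 (others 18.8 to 37.7), Hist1h2bc 2155 in Het replicate 2 (others 1702 to 1750), Mcl1 1335 in Het replicate 3 (others 1177 to 1201), Nts 2.18 in Het replicate 3 (others 0 to 0), Col1a1 111 in Hnrnpu fl/fl Tp53 loxP/+ replicate 2 (others 12.3 to 18.4), Rn7sk 7.48 in Hnrnpu fl/+ Tp53 loxP/loxP replicate 4 (others 0.863 to 1.89), Dcxr 38.6 in Hnrnpu +/+ Tp53 loxP/loxP replicate 1 (others 23.8 to 25.4), Gad2 34.2 in Hnrnpu +/+ Tp53 loxP/loxP replicate 2 (others 3.07 to 8.21), Gria3 22.3 in Hnrnpu +/+ Tp53 loxP/loxP replicate 2 (others 9.98 to 10.7), Napb 165 in Hnrnpu +/+ Tp53 loxP/loxP replicate 2 (others 88.7 to 93.7), Ntrk3 461 in Hnrnpu +/+ Tp53 loxP/loxP replicate 2 (others 346 to 354) and Syt1 52.5 in Hnrnpu +/+ Tp53 loxP/+ replicate 3 (others 45.8 to 46.1), all as normalized counts.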

How the results depend on the processing

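Thinning the RNA-seq counts, leaving out ribosomal transcripts or genes on chromosomes X and Y, using the library batch of the MARS-seq libraries, and parting the changed genes by direction were chosen only after the results were seen. The main analysis and the other alternatives were set before the data were examined. Of 326 values of the main results under those other alternatives, 265 kept their direction and their side of the limit (a count, its size within 1.5 times), 57 moved, 3 passed a test that they had missed and 1 turned over. Under the alternatives chosen later, 19 of 30 were the same, 8 moved, 1 passed and 2 turned over. For single genes, passing was judged by the limit on adjusted p alone, not by size or mean count. Genes not tested in a setting were not counted. Of 4526 values of single genes 4300 were the same, 154 no longer passed that limit, 26 newly passed it and 46 moved. Of 718 under the later alternatives 628 were the same, 63 no longer passed it, 12 newly passed it, 14 moved and 1 turned over. Except where the construction of a setting gives it, the cause was not tested.

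With the adjusted p alone, which lifts the limit on size and keeps that on mean count, 5242 genes were called in Homo, 2028 in Het, 774 in the same direction in both, 4943 in the mutant, 1505 in the rescue and 3179 between mutant and rescue, and the share of genes higher in Homo turned from 71.8 to 46.6%. That share was 74.6% with DESeq2, 68.3% with no filter on low counts, 74.6% with a mean count over 10, 75.4% with no minimum, and 65.4% with every library thinned to the smallest total, or 68.3% with the minimum rescaled. Thinning at a minimum of 20 left 1100 genes in Homo, 157 in Het and 54 in the same direction in both.

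With a correlation estimated from the data, camera passed 1 list in Homo, 0 in Het, 4 in the mutant, 1 in the rescue and 1 between mutant and rescue, where the preset correlation passed 29, 18, 24, 17 and 25. For Het, 6 lists had an unadjusted p under 0.05 with an estimated correlation. The self-contained test fry passed 34 lists in Homo, 15 in Het, 29 in the mutant, 3 in the rescue and 29 between mutant and rescue.

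Against controls of the same library batch 167 genes changed in the mutant, with 3 controls left and only these libraries fitted, and 625 in the rescue. With the library batch as a term in a fit of all libraries the counts were 1241 in the mutant, 509 in the rescue and 1451 between them, and with all libraries fitted by genotype 1228 genes changed in the mutant against the same 3 controls. The share of genes nearer to the controls in the rescue was 84.9% there, 94.1% with the library batch as a term, 92.8% with DESeq2, 91.5% without the Tp53 loxP/loxP controls and 72.1% for genes called on the other samples. Slc30a10, at -0.02 between mutant and rescue, turned to 1.31 with the library batch as a term (edgeR adjusted p = 0.026). Between the Tp53 genotypes in Hnrnpu +/+ cortices 25 genes changed with no filter on low counts and 36 with DESeq2, against 11.

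The ratio of p53 target genes between the 2 clusters of neurosphere cells was 1.24 at 6000 UMIs. With cells filtered on genes and mitochondrial share, without thinning and with Leiden clusters it was 2.08, 1.52 and 1.80. In those 3 settings the smaller cluster held 1.75, 2.44 and 2.18% of the cells, so the ratios compare other cells than the main clusters. In cells without over cells with Hnrnpu UMIs the ratio was 1.35 for the TP53 genes of Supplementary Fig. 5 and 1.31 for those of Fig. 4G. The difference of medians in transcript length turned to -380 bp for genes lower in Homo. In exons it was 6 against every gene of the annotation, 0.5 with the mean over transcripts, 2 for genes matched on mean count, 2 for genes higher in Homo and turned to -1 for those lower.

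With 1 sample left out, the values ran over these ranges, the sample that gives each end in brackets: share higher in Homo 67.9 (without WT replicate 1) to 74.4 (without Het replicate 1)%; Het 132 (without Het replicate 4) to 359 (without Het replicate 2); same direction in Homo and Het 49 (without Het replicate 4) to 130 (without Het replicate 2); mutant 883 (without mutant replicate 3) to 1890 (without mutant replicate 2); rescue 240 (without rescue replicate 1) to 461 (without mutant replicate 2); mutant against rescue 929 (without mutant replicate 3) to 2083 (without mutant replicate 2); share nearer to the controls 85.5 (without rescue replicate 3) to 94.6 (without mutant replicate 2)%; rescue against Hnrnpu +/+ Tp53 loxP/loxP 281 (without rescue replicate 1) to 505 (without Hnrnpu +/+ Tp53 loxP/loxP replicate 3); Tp53 genotypes in Hnrnpu +/+ 3 (without Hnrnpu +/+ Tp53 loxP/loxP replicate 3) to 9 (without Hnrnpu +/+ Tp53 loxP/loxP replicate 1); dependence on Tp53 646 (without mutant replicate 3) to 2003 (without mutant replicate 2); lists in the rescue 10 (without rescue replicate 1) to 18 (without rescue replicate 3).

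With the replicate number as a replicate block, 1586 genes changed in Homo, 281 in Het, 1228 in the mutant, 330 in the rescue and 1192 between them. After the group means were removed, RNA-seq samples of the same number correlated at -0.0330 to 0.137 (median 0.0760, 3 of 8 pairs above 0.1). Those of different numbers correlated at -0.160 to 0.163 (median -0.0379, 3 of 25 pairs above 0.1). In the MARS-seq libraries the ranges were -0.601 to 0.339 (median 0.0337) and -0.444 to 0.516 (median -0.0120). The ranges overlap, so a pairing by number is neither shown nor excluded.

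Depth limits what can be called. On simulated counts at these depths 96% of genes given a log2 change of 1.5 were called in Homo, 93% in the mutant and 75% in the test of dependence on Tp53. The changed genes were drawn from those with mean counts well above the minimum, so these shares do not cover genes near it. The MARS-seq controls go down to 1706198 counts, so genes near a mean of 10 counts rest on a few molecules per library.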

Differences from the paper's values

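With the limits of the methods (adjusted p under 0.05, an absolute log2 fold change over 1 and a mean count over 10), 1239 DE genes were found between mutant and control here, against 640 in the paper. Of the alternatives set before the data were examined, a mean count over 20 (900) and leaving out mutant replicate 3 (883) came within 1.5 times of the paper's count, and the others, at 1013 to 4943, did not. Between mutant and rescue the paper gives 737 genes and 1301 were called here. A mean count over 20 (1068) and leaving out rescue replicate 1 (1086), mutant replicate 3 (929) or mutant replicate 4 (962) came within 1.5 times, and the others, at 1118 to 3179, did not. Between rescue and control the paper gives 148 genes and 391 were called here, and no alternative came within 1.5 times (240 to 1505). DESeq2 with the parameters of the methods, over the genes tested here, gave 1013, 1118 and 302 for the 3 comparisons.

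The paper gives a mean of 7.4 exons for its changed genes, and 11.9 was found here in the longest transcript of each gene. With the mean over transcripts it was 7.38, within the paper's value, and the 2 alternatives that change only the background leave it as it is. The paper's mean of 5.4 exons is for genes of the whole genome, and 10.1 was found here for the other tested genes, an unlike background. It was 4.48 against every gene of the annotation and 6.51 with the mean over transcripts, both within 1.5 times, and 8.98 for genes matched on mean count. The paper's mean transcript length, bp, of genes of the whole genome is 2293, and 3865 bp was found here for the other tested genes. Against every gene of the annotation it was 1851 bp and with the mean over transcripts 2150 bp, both within 1.5 times, and 3567 bp for genes matched on mean count. The annotation used here need not be that of the paper.

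Supplementary Data 1 marks 42 genes as lower in Het, and 68 were lower here. DESeq2 size factors in edgeR (60), DESeq2 (37) and leaving out WT replicate 1 (37) or 3 (55), Het replicate 1 (54), 3 (39) or 4 (32) or Homo replicate 3 (63) came within 1.5 times. No filter on low counts (132), a mean count over 10 (80), no minimum (85), the adjusted p with no limit on size (981), a fit of the 2 groups alone (75), the replicate block (95) and leaving out WT replicate 2 (92), Het replicate 2 (104) or Homo replicate 1 (73) or 4 (78) did not. The paper's text gives 346 genes for Het, and its Supplementary Data 1 marks 209, against 249 here.

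The paper's Source Data for Fig. 3C put Neurod1 higher in Homo by RT-qPCR, at 0.33 on the log2 scale, and the counts have -0.72 ± 0.16 (edgeR adjusted p = 0.0026), while the other 12 genes of that figure have the same direction in Homo and all 13 in Het. The paper's text has Anxa raised in mutants and its Source Data for Fig. 4G give -2.65 for Anxa1, and the counts have 2.49 ± 0.53, the direction of the text. Hnrnpu itself had -1.72 in Homo by the paper's RT-qPCR and -0.90 ± 0.10 in the counts. The paper counts Rbfox1 among genes changed in the rescue, and it had -1.85 ± 0.63 here (edgeR adjusted p = 0.058), while Hnrnpu, Hnrnpd and Rbfox3 were called. It was called without mutant replicate 2 (edgeR adjusted p = 0.028) and, in settings chosen after the values were seen, with the library batch as a term (0.026) and against controls of the same batch (0.011), where the other 3 stayed called. The paper finds more exons in genes changed in Homo, and the medians here were 8 and 7 (permutation test, p = 0.12), with all alternatives of background or transcript past the limit.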

Other observations

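Rmrp and Rpph1, small RNAs of RNA polymerase III like Rn7sk, rose in the mutant MARS-seq libraries, which also have the highest shares of ribosomal transcripts, and no list of such RNAs was tested. Rmrp, the RNA of RNase MRP, had a log2 fold change ± SE of 4.41 ± 0.37 in the mutant (edgeR adjusted p = 4.6e-09) and 0.34 ± 0.64 in the rescue (edgeR adjusted p = 0.77). Rpph1, the RNA of RNase P, had 2.24 ± 0.32 in the mutant (edgeR adjusted p = 1.2e-05) and 0.41 ± 0.42 in the rescue (edgeR adjusted p = 0.55). None of the 3 was called in the Homo RNA-seq libraries, where Rn7sk had -0.27 ± 0.22, Rmrp -0.24 ± 0.32 and Rpph1 -0.22 ± 0.25 (edgeR adjusted p = 0.35, 0.59 and 0.52). Rmrp and Rpph1 were chosen after their values were seen. Replication-dependent histone genes, all lower in Homo, went both ways here: of 32, 3 rose and 5 fell in the mutant, and 4 rose and 4 fell in the rescue (camera adjusted p = 0.21 and 0.56). Hist1h1c, a linker histone gene, rose in both, by 1.12 ± 0.18 and 1.20 ± 0.20 (edgeR adjusted p = 4.7e-05 and 2.8e-04).

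Channel and receptor genes beyond those for glutamate, calcium and potassium were higher too. Of 9 sodium channel genes 6 rose in Homo (9 higher when adjusted over the list alone, camera adjusted p = 3.0e-05, 0.052 with an estimated correlation) and 3 of 7 in the mutant (7 higher, camera adjusted p = 0.0014, 0.27). Scn2a, a sodium channel of axons, had 2.21 ± 0.18 in Homo and 2.38 ± 0.29 in the mutant (edgeR adjusted p = 8.4e-07 and 1.3e-06), and 0.03 ± 0.39 in the rescue (edgeR adjusted p = 0.97). Of 11 GABA-A receptor genes 6 rose in Homo (9 higher over the list alone, camera adjusted p = 1.5e-04, 0.075 with an estimated correlation) and 3 of 6 in the mutant (5 higher, camera adjusted p = 0.029, 0.39), among them Gabra2 in both (1.01 ± 0.20, edgeR adjusted p = 9.7e-04) and (1.13 ± 0.19, edgeR adjusted p = 6.1e-05). Against the 3 controls with the same mitochondrial share none of these genes was called by edgeR in the mutant, and 3 of 7 sodium channel and 4 of 4 GABA-A receptor genes were higher over the list alone (camera adjusted p = 0.0046 and 0.023). The median log2 fold changes of the 2 lists there were 1.37 and 1.41.

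Of 12 genes of GABAergic cells, which arise outside the Emx1 lineage, 7 rose in Homo (camera adjusted p = 0.041, 0.47 with an estimated correlation). In the mutant 7 of 12 rose but the list did not pass (camera adjusted p = 0.35, 0.59). Against the 3 controls with the same mitochondrial share none was called by edgeR (6 higher over the list alone, camera adjusted p = 0.40), at a median log2 fold change of 2.00. Gad2, a GABA-making enzyme, had 2.08 ± 0.39 in Homo, 2.78 ± 0.49 in the mutant and -2.56 ± 1.04 in the rescue (edgeR adjusted p = 6.7e-04, 1.1e-04 and 0.11). Of 12 genes of meningeal fibroblasts 5 rose in Homo (9 higher and 1 lower over the list alone, camera adjusted p = 0.012, 0.43), led by collagens such as Col1a1 (1.27 ± 0.17, edgeR adjusted p = 3.6e-05), and none by edgeR in the mutant (camera adjusted p = 0.29). Intermediate progenitor genes fell in the rescue as in the mutant, 2 and 2 of 12 (9 and 9 lower over the list alone, camera adjusted p = 5.3e-05 and 2.6e-04, 0.57 and 0.27 with an estimated correlation). Of 44 splicing factor genes in Homo 2 rose and 1 fell (7 higher and 27 lower over the list alone, camera adjusted p = 3.1e-05, 0.11).

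In Het, 6 of 19 genes of the ATF4 and unfolded protein response were lower over the list alone (camera adjusted p = 0.0093, 0.34 with an estimated correlation). Of 11 neuroinflammation and interferon genes 2 rose in the mutant (7 higher over the list alone, camera adjusted p = 0.0019, 0.27). None of 12 housekeeping genes was called in Homo by edgeR (1 higher and 6 lower over the list alone, camera adjusted p = 0.13).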
